# Iron overload in steatotic hepatocytes drives systemic metabolic dysfunction via alterations in hepatokine production

**DOI:** 10.1172/JCI196374

**Published:** 2026-04-28

**Authors:** Hye Jin Jo, Ayoung Kim, Hyunsoo Rho, Ae Kyung Park, Gil-Hwan Kim, Seo Jeong Jo, Hao Yuxin, You-Jung Hong, Ji Min Yeon, Hwang Chan Yu, Mi-Young Song, Jeongwoo Park, Yeon Hee Jeong, Sung Eun Hong, Hyo Jin Yeon, Da Young Oh, Philipp E. Scherer, Cheol Soo Choi, Dong Hyeon Lee, Sung Hwan Ki, Keon Wook Kang, Murim Choi, Byung-Hyun Park, Eun Ju Bae, Sang Geon Kim, Won Kim, Chang Yeob Han

**Keywords:** Hepatology, Metabolism, Diabetes, Homeostasis, Obesity

## Abstract

Iron overload has emerged as a significant risk factor for metabolic dysfunction–associated steatotic liver disease (MASLD), a growing global health concern. Despite this association, the precise mechanisms by which hepatic iron and its regulatory genes connect liver pathology to systemic metabolic dysfunction remain elusive. Here, we demonstrate that humoral signals originating from iron-overloaded hepatocytes acted as critical mediators driving systemic metabolic dysfunction in MASLD. Ferroportin (FPN, SLC40A1), the sole cellular iron exporter, exhibited markedly reduced expression in hepatocytes of both patients with MASLD and mouse models of the disease, concomitant with hepatic iron accumulation. Functionally, hepatocyte-specific FPN deletion significantly exacerbated diet-induced obesity and insulin resistance, with these metabolic perturbations accompanied by decreased energy expenditure and impaired thermogenic capacity. Mechanistically, we establish that hepatic iron accumulation resulting from FPN deficiency enhanced the production of 2 specific hepatokines, fetuin-A and LECT2, through activation of the transcription factor FoxO1. Notably, therapeutic interventions — including genetic silencing of these hepatokines, hepatocyte-specific FPN overexpression, or oral iron chelation — effectively reversed the metabolic dysfunction phenotypes. These findings provide critical insights into the pathophysiological mechanisms linking MASLD to systemic metabolic disorders and highlight promising therapeutic strategies to combat these diseases.

## Abstract 2

Iron overload in the liver disrupts systemic metabolism by altering hepatocyte-producing hormone signals, suggesting novel treatment strategies for MASLD and its cardiometabolic complications.

## Introduction

The global prevalence of metabolic dysfunction–associated steatotic liver disease (MASLD), a condition encompassing hepatic steatosis with cardiometabolic risk factors, has risen dramatically in parallel with the obesity epidemic, positioning it as a major public health challenge (1–4). While MASLD is strongly associated with systemic metabolic disorders, including type 2 diabetes (T2D) and cardiovascular disease (5–8), the molecular mechanisms linking hepatic pathology to extrahepatic complications remain poorly understood. This knowledge gap has hindered the development of effective therapies, leaving patients reliant on lifestyle modifications with extremely limited treatment options (5, 9, 10).

The liver serves as a central metabolic hub, coordinating lipid and glucose homeostasis, while functioning as an endocrine organ through the secretion of hepatokines, namely liver-derived signaling proteins that regulate inter-organ communication (7, 11, 12). Clinical and preclinical studies have identified multiple hepatokines whose dysregulated expression correlates with insulin resistance (IR) and metabolic syndrome (7, 11, 12). However, the upstream drivers of pathogenic hepatokine profiles in MASLD remain undefined, posing a critical barrier to therapeutic development.

Iron homeostasis has emerged as a key regulator of metabolic processes beyond its classical roles in oxygen transport and erythropoiesis (13–17). Clinical evidence demonstrates a strong association between iron overload and the risk of metabolic syndrome (14, 18, 19). However, little is known about the underlying mechanisms through which tissue- and cell-type–dependent iron levels influence metabolic disturbances. While excess iron in adipocytes has been shown to impair adipokine signaling and promote obesity (20–22), the metabolic consequences of hepatocyte-specific iron dysregulation remain unexplored. This represents an important gap in our understanding, given the liver’s dual roles in iron homeostasis and metabolic coordination.

Ferroportin (FPN, also known as SLC40A1), the sole mammalian iron exporter, regulates cellular iron homeostasis by mediating iron efflux from enterocytes, macrophages, and hepatocytes (23–25). Though FPN’s functions in dietary iron absorption (enterocytes) and iron recycling (macrophages) are well characterized (23), its hepatocyte-specific roles remain unclear. Hepatic FPN downregulation could theoretically promote intrahepatic iron retention while sparing systemic iron parameters, which is a scenario with unexplored metabolic implications. In particular, the hepatocyte iron/hepatokine axis remains unmapped.

In this study, we bridge these knowledge gaps by investigating how FPN deficiency–induced hepatic iron overload reprograms hepatokine secretion to drive systemic metabolic dysfunction. Through integrated clinical cohort analyses and mechanistic studies in hepatocyte-specific FPN-KO models, we identify an iron/FoxO1/hepatokine signaling axis that links MASLD pathophysiology to its cardiometabolic comorbidities. Our findings provide both biological insights into hepatokine regulation and translational strategies for targeting iron homeostasis in metabolic diseases.

## Results

### Serum ferritin serves as a reliable biomarker for metabolic pathophenotypes in patients with MASLD.

To elucidate the relationship between iron homeostasis and metabolic features in clinical cases of MASLD, we conducted a comprehensive analysis of serum ferritin, a marker of iron stores, and its associations with diverse metabolic parameters in a well-characterized MASLD cohort (Figure 1A). Detailed baseline characteristics of this cohort are presented in Supplemental Table 1; supplemental material available online with this article; https://doi.org/10.1172/JCI196374DS1 Our sex-stratified subgroup analyses revealed a significant and progressive increase in ferritin levels corresponding to a rising nonalcoholic fatty liver disease (NAFLD) activity score (NAS) in both male and female patients (Figure 1, B–D). In addition, serum ferritin demonstrated strong correlations with IR, as quantified by the homeostatic model assessment of IR (HOMA-IR) (Figure 1, E–G) and adipose tissue IR (adipo-IR) (Figure 1, H–J). Moreover, both fat mass (Figure 1, K–M) and BMI (Figure 1, N–P) exhibited significant associations with serum ferritin levels, with these relationships being particularly pronounced in male participants. Given the overlap in serum ferritin levels observed in the scatter plots, we reanalyzed the cohort by stratifying patients into ferritin quartiles and confirmed that higher ferritin levels were associated with worse clinical outcomes, including increased NAS, HOMA-IR, and adipo-IR (Supplemental Figure 1).

To further validate serum ferritin as an independent predictor of IR, we performed multiple linear regression analysis using adipo-IR or HOMA-IR as response variables. These analyses were carefully adjusted for potential confounding factors, including demographics (sex, age), obesity parameters (BMI), serum lipid profile (triglycerides), and liver injury markers (alanine transaminase, γ-glutamyl transferase, NAS). Variables with right-skewed distributions were log-transformed, and representative variables were selected to minimize multicollinearity (Supplemental Figure 2A). Some variables were reclassified according to similar mean log-transformed values (Supplemental Table 2). Hepatic pathology adjustments were made using either NAS (model I) or its subcategories such as steatosis, hepatocyte ballooning, and lobular inflammation (model II). Notably, serum ferritin remained a significant independent predictor of IR across all statistical models (Table 1 and Supplemental Table 3). Furthermore, we observed that the association between serum ferritin and IR strengthened with increasing steatosis severity (Supplemental Figure 2B), although this relationship was less evident when analyzed in the context of cellular damage status (Supplemental Figure 2, C–F). Altogether, these findings demonstrate that serum ferritin levels are closely linked to glucose intolerance in patients with MASLD (Figure 1Q), underscoring the potential role of iron as a strong risk factor and highlighting the value of serum ferritin as a prognostic biomarker for the progression of systemic metabolic disturbance associated with MASLD.

### Hepatocyte FPN expression is downregulated in MASLD.

Liver iron content positively correlates with serum ferritin levels in patients with MASLD (26, 27), and hepatic iron overload is frequently observed in both human and murine models of metabolic dysfunction–associated steatohepatitis (MASH) (14, 26). To identify key iron-regulatory molecules linking iron overload to metabolic disturbances, we first conducted a comprehensive screening of genes associated with iron homeostasis, including *FPN*, using established public databases. Among the various genes involved in iron export, import, and systemic regulation, FPN emerged as significantly downregulated in the livers of patients with steatosis compared with healthy individuals (Supplemental Figure 3A). This downregulation pattern was similarly observed in patients with steatohepatitis (Supplemental Figure 3B), with FPN levels substantially lower in individuals with severe MASLD than in those with mild disease (Supplemental Figure 3C).

Next, we examined FPN downregulation in greater detail according to metabolic disease severity in patients with MASLD , who were stratified into the following subgroups: steatosis without IR (MASL without IR [MASL–no IR]), steatosis with IR (MASL with IR [MASL-IR]), early MASH (eMASH), and advanced MASH (aMASH). Immunostaining demonstrated that hepatic FPN protein expression was progressively reduced across MASLD stages compared with normal controls, with more pronounced downregulation beginning in MASL-IR and persisting through eMASH and aMASH (Figure 2, A and B). Notably, FPN reduction was modest and not statistically significant in MASL–no IR, whereas more substantial downregulation was observed in metabolically advanced stages.

To directly assess hepatic iron content in the human cohort, we performed 3,3′-diaminobenzidine–enhanced (DAB-enhanced) Perls’ Prussian blue staining and found that hepatic iron accumulation was present across MASLD stages (Figure 2, A and C). The MASL-IR group exhibited greater hepatic iron deposition than the MASL–no IR group and showed the most prominent iron accumulation within hepatocytes. Hepatic FPN expression was inversely associated with iron accumulation (Figure 2D).

Serum ferritin levels increased progressively with advancing disease severity, particularly in MASH stages (Figure 2E), suggesting that circulating ferritin may reflect both hepatic iron burden and inflammatory status in advanced MASLD. In contrast, transferrin receptor 1 (TFRC), a key mediator of iron import, was not significantly altered in patients with MASLD (Supplemental Figure 3D), indicating that increased hepatic iron burden was more closely associated with impaired iron export rather than enhanced iron import.

To validate these clinical observations in experimental models, we examined FPN expression and hepatic iron content in multiple murine models of MASLD. Consistent with the human data, FPN protein levels were significantly reduced in the livers of mice fed a choline-deficient, l-amino acid–defined high-fat diet (CDAHFD), a high-fat, high-fructose, high-cholesterol diet (HFHFrHC diet), or a simple HFD compared with their respective controls (Figure 2, F–H). Hepatic *Fpn* mRNA levels were likewise decreased in CDAHFD-fed and HFD-fed mice (Supplemental Figure 3E). This reduction in FPN expression was further confirmed in primary hepatocytes isolated from HFD-fed mice (Figure 2I and Supplemental Figure 3F).

The downregulation of FPN was accompanied by hepatic iron accumulation in mice fed a CDAHFD or a HFHFrHC diet (Figure 2, F and G). Although hepatic FPN downregulation was also observed in HFD-fed mice, Perls’ staining showed minimal ferric iron (Fe^3+^) deposition under these conditions (Figure 2H) compared with the more robust accumulation seen in the CDAHFD and HFHFrHC models. This difference may reflect variations in disease severity, including inflammatory burden and hepatocellular injury, as well as dietary context, all of which may influence the detectability of ferric iron deposition. Importantly, FerroOrange staining demonstrated that labile ferrous iron (Fe^2+^) levels were elevated in primary hepatocytes isolated from HFD-fed mice (Figure 2J), suggesting a redistribution of intracellular iron toward a redox-active pool despite the limited ferric iron accumulation detectable by Perls’ staining. Collectively, these results suggest that hepatic FPN downregulation in MASLD may contribute to iron overload and associated metabolic disorders, establishing a potential mechanistic link between altered iron homeostasis and metabolic dysfunction (Figure 2K).

### Hepatocyte FPN deficiency exacerbates diet-induced obesity and IR.

To investigate the functional consequences of hepatic FPN downregulation in metabolic disease progression, we generated hepatocyte-specific, *Fpn*-deficient mice (hereafter referred to as *Fpn*-LKO) (Supplemental Figure 4, A and B) and subjected them to a HFD (Figure 3A). Throughout this study, we utilized littermate *Fpn^fl/fl^* mice (hereafter referred to as LT) as appropriate controls. Successful and specific deletion of FPN in hepatocytes was rigorously confirmed in the *Fpn*-LKO mice (Supplemental Figure 4, C–E). IHC staining for FPN provided additional validation of hepatocyte-specific FPN KO and antibody specificity (Supplemental Figure 4F).

On a normal chow diet (ND), *Fpn*-LKO mice exhibited a modest, but not insignificant, increase in body weight compared with LT controls. However, under HFD conditions, *Fpn*-LKO mice gained significantly more body weight relative to controls (Figure 3B). Detailed body composition analyses revealed that total fat mass was substantially higher in HFD-fed *Fpn*-LKO mice, whereas lean body mass remained comparable between the genotypes (Figure 3, C and D). This adiposity phenotype was further evidenced by increased weights of epididymal white adipose tissue (eWAT) and inguinal WAT (iWAT) as well as of brown adipose tissue (BAT) (Figure 3, E–H), with skeletal muscle weights remaining similar between the 2 genotypes (Supplemental Figure 4G). Histological examination demonstrated adipocyte hypertrophy in *Fpn*-LKO mice even under ND conditions (Figure 3, I–K), and elevated adipose tissue inflammation was indicated by increased F4/80 staining and crown-like structure counts (Supplemental Figure 4H).

Glucose tolerance tests (GTTs) and insulin tolerance tests (ITTs) revealed that HFD-fed *Fpn*-LKO mice exhibited pronounced hyperglycemia and markedly reduced insulin sensitivity compared with HFD-fed LT mice (Figure 3, L and M). In ND-fed mice, these metabolic differences were relatively modest (Supplemental Figure 5, A and B). At the molecular level, phosphorylation of Akt (p-Akt), a key indicator of insulin receptor signaling, was significantly diminished in eWAT, iWAT, and gastrocnemius (GAS) muscles of HFD-fed *Fpn*-LKO mice (Figure 3, N–Q). Notably, in the livers of *Fpn*-LKO mice, both p-Akt levels and expression of gluconeogenic enzyme genes (i.e., phosphoenolpyruvate carboxykinase [*Pepck*] and glucose 6-phosphatase [*G6pase*]) remained largely unchanged (Supplemental Figure 5, C and D). Consistently, we observed no significant differences in the expression of key gluconeogenic regulators between genotypes, including cAMP response element–binding protein (CREB), CCAAT/enhancer-binding proteins (C/EBP)-α and C/EBPβ (Supplemental Figure 5E). This suggests that the observed systemic IR primarily resulted from reduced insulin sensitivity in peripheral metabolic tissues, such as adipose tissues and skeletal muscles. Importantly, the increases in body weight gain and fasting blood glucose levels were consistently observed in HFD-fed female *Fpn*-LKO mice (Figure 3, R and S), indicating that these metabolic effects were not sex dependent. Taken together, these findings demonstrate that hepatocyte-specific FPN deficiency significantly promoted obesity and glucose intolerance during the development of diet-induced metabolic disorders.

### Hepatocyte FPN deficiency enhances steatohepatitis development.

We next assessed the effect of hepatocyte FPN deficiency on liver pathophysiology, focusing on lipid metabolism and inflammatory processes. *Fpn*-LKO mice exhibited significant increases in liver weight, serum alanine aminotransferase (ALT) and aspartate aminotransferase (AST) activities, hepatic triglyceride (TG) content, and the number of F4/80^+^ cells compared with controls (Supplemental Figure 6, A–F). To gain mechanistic insights into these alterations, we performed RNA-seq on liver samples from mice of both genotypes. 

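Liver RNA from 3 LT and 3 Fpn-LKO mice fed the HFD was sequenced, with 1 library per mouse. The authors aligned the reads to the mouse genome build mm10, counted them per NCBI RefSeq gene with StringTie, and deposited read counts, FPKM and TPM for 45777 genes. The total counts on genes were 47661066, 43086184 and 43472951 in LT replicates 1 to 3, and 46802912, 46280614 and 47778683 in Fpn-LKO replicates 1 to 3. The total counts of the groups overlapped (exact two-sided permutation test, p = 0.3). No pair of libraries of a genotype held the same counts within sampling noise, since the chi-square statistic per degree of freedom lay between 71.5 and 349 for the 6 pairs. The counts were used as deposited. As in the study's methods, genes with 0 reads in more than 1 library were left out, which kept 17274 genes. Libraries were scaled by the TMM method on the counts themselves, whereas the methods apply it after adding 1 to each count and taking log2. The genotypes were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested, in place of the exactTest that the methods name. Values are CPM, the counts divided by the TMM-scaled library size, and fold changes are libraries labelled Fpn-LKO over LT. The choices that could change the numbers are the test, the filter on low counts and the scaling. With 3 mice against 3, an exact permutation test of a single gene cannot give a p-value below 0.1. Genotypes are those of the sample labels, and the deleted gene was therefore examined first.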

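Slc40a1, the gene that encodes ferroportin, had 154, 180 and 126 CPM in LT replicates 1 to 3 and 143, 143 and 176 CPM in the libraries labelled Fpn-LKO. The means were 153 ± 27.0 and 154 ± 18.7 CPM (SD, n = 3 each), a log2 fold change of 0.0073 (standard error 0.16, adjusted p = 0.995 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The transcript count of the deleted gene was thus not lower in the libraries labelled Fpn-LKO, and every direction given from these libraries rests on the labels. The count is of whole liver, with hepatocytes and other cells together, so it does not show whether hepatocytes lost ferroportin. Tfrc, the transferrin receptor, on chromosome 16 of GRCm38 from 32608896 to 32632794, had 35.3, 28.0 and 52.6 CPM in LT and 13.1, 17.2 and 18.9 CPM in the libraries labelled Fpn-LKO (log2 fold change -1.24, standard error 0.25, adjusted p = 0.570 by the same edgeR test). Ftl1, the ferritin light chain, on chromosome 7 from 45457944 to 45459886, rose from 1932 ± 191 to 2967 ± 282 CPM (SD, n = 3 each), a log2 fold change of 0.62 (standard error 0.17, adjusted p = 0.926 by the same edgeR test). Neither gene's groups overlapped (exact two-sided permutation test, p = 0.1 for each, the smallest possible), but neither passed the adjustment over all genes. Adjusted over a list of 18 iron-response genes alone, 1 passed with the same edgeR test, which was Tfrc (adjusted p = 0.0239). Over all genes, both passed with DESeq2's Wald test (adjusted p = 0.00172 for Tfrc and 0.00960 for Ftl1). With exactTest, Tfrc passed (adjusted p = 0.00480) and Ftl1 did not (adjusted p = 0.336). On simulated counts with 200 changed genes, DESeq2 called 64 unchanged genes and exactTest 62, against 14 with the quasi-likelihood test. Over all alternatives the adjusted p ranged from 0.00172 to 0.946 for Tfrc and from 0.00960 to 1.00 for Ftl1.

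**Figure D1:**
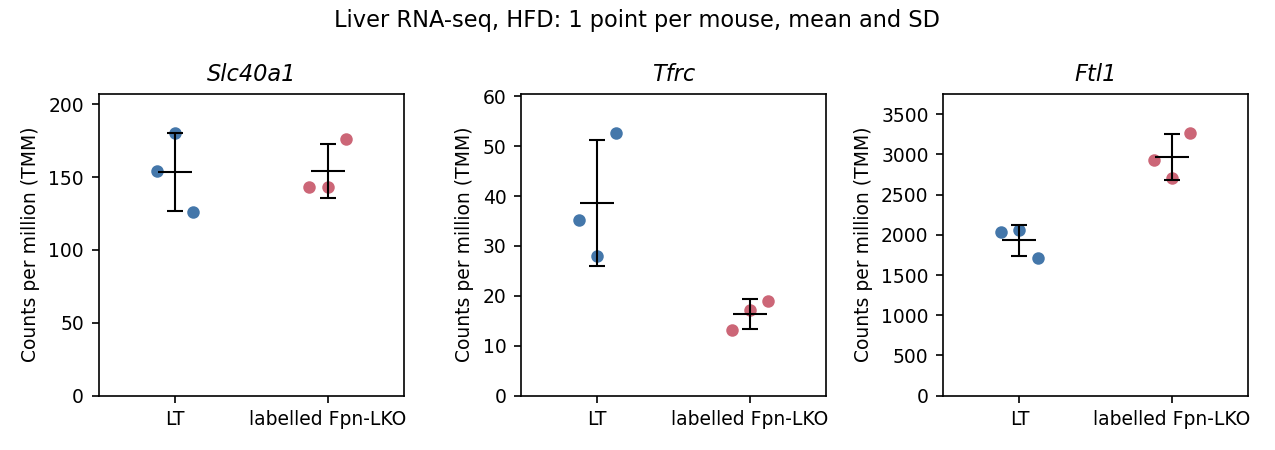
TMM-normalized CPM of Slc40a1, Tfrc and Ftl1, with 1 point per mouse and the mean and SD of each group (n = 3). The Slc40a1 values of the groups overlap, whereas all Tfrc values of the libraries labelled Fpn-LKO lie below those of LT and all Ftl1 values lie above.

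Over the 17274 genes tested, 4 had an adjusted p-value under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, all 4 higher in the libraries labelled Fpn-LKO. At an unadjusted p-value under 0.05 there were 830 genes, 452 higher and 378 lower, which is 4.80% of those tested. With limma on log2(TPM + 1), which tested 11464 genes, the balance was 441 higher and 131 lower. The median log2 fold change of all genes was then 0.083, against -0.0040 in the main fit. TPM was not scaled between libraries, so a smaller share of an abundant RNA raises the others. The highest RNA took 13.8% to 15.3% of TPM in LT, 18.6% in Fpn-LKO replicate 1, and 6.68% and 8.60% in replicates 2 and 3. The balance with TPM may in part come from that share. Among the alternatives that kept the adjusted threshold, DESeq2's Wald test moved the count most, to 72 genes. The 4 genes were Gm10036 on chromosome 18 (15832774 to 15833370), Nudc-ps1 on chromosome 8 (29286222 to 29286982), Rpl29 on chromosome 9 (106428889 to 106431568) and Nnmt. Gm10036 and Nudc-ps1 are listed as pseudogenes, and near-identical transcripts of other genes exist for Gm10036, Nudc-ps1 and Rpl29, so the authors' counting could have split their reads and their values are uncertain. Rpl29 also lies within 1000000 bases of other genes among the 100 with the smallest p-values. Nnmt, also on chromosome 9, from 48538002 to 48607655, rose from 3.61 ± 0.848 to 42.4 ± 10.6 CPM (SD, n = 3 each), a log2 fold change of 3.55 (standard error 0.26, adjusted p = 0.00899 from the same edgeR test, with 1.96e-37 to 0.223 over the alternatives).
Hand-written lists of genes stood in for ontology terms, and each was tested by limma's camera with Benjamini-Hochberg adjustment over the 5 lists. Since camera compares genes with an inter-gene correlation preset at 0.01, its p-values do not measure the spread between mice. For lipid metabolism, the 20 cholesterol biosynthesis genes had a mean log2 fold change of -0.48 (adjusted p = 4.13e-08), and their mean was lower in all 3 libraries labelled Fpn-LKO than in every LT library. Idi1, Sqle and Msmo1 of this list had log2 fold changes of -1.35, -1.25 and -1.05, with adjusted p-values of 0.408, 0.590 and 0.452 over all genes by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and all 3 passed both with DESeq2 and with exactTest. The 20 fatty acid synthesis genes had a mean of -0.081 and the 26 fatty acid oxidation genes a mean of -0.17, and neither list passed (adjusted p = 0.0724 for both in camera). The 35 inflammatory response genes had a mean of 0.29 (adjusted p = 0.00352 in camera), and the 32 ER stress response genes had a mean of 0.30 (adjusted p = 1.15e-05 in camera), each with 2 of the 3 libraries labelled Fpn-LKO above every LT library. By limma's rotation test fry, which keeps the correlation between genes, the cholesterol list still passed (adjusted p = 0.0102), but the inflammatory and ER stress lists did not (adjusted p = 0.431 and 0.340). The per-library means of these latter lists overlapped between the groups (exact two-sided permutation test, p = 0.2 for each).

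**Figure D2:**
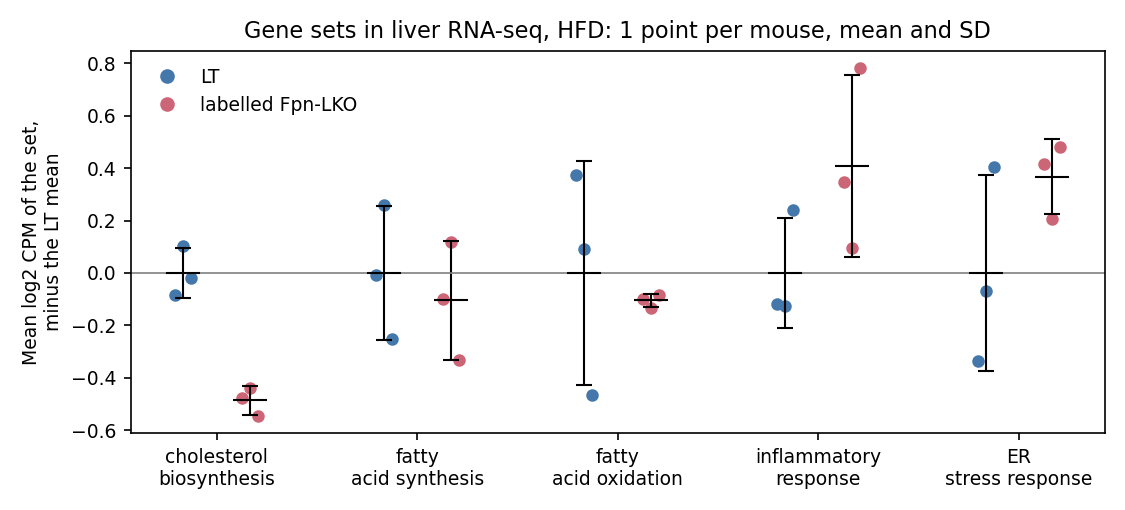
Mean log2 CPM of each gene list minus its mean over the LT libraries, with 1 point per mouse and the mean and SD of each group (n = 3). Only the cholesterol biosynthesis list separates the groups among the 5 lists, with all 3 libraries labelled Fpn-LKO below LT.

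From the enrichment of ontology terms and gene sets in these libraries (Supplemental Figure 6, G and H), the paper identifies the processes that it describes as perturbed.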

Gene ontology and pathway enrichment analyses identified significant perturbations in genes involved in lipid metabolic processes, inflammatory responses, and cellular stress responses in the livers of *Fpn*-LKO mice compared with controls (Supplemental Figure 6, G and H).

Subsequent quantitative PCR (qPCR) analyses revealed decreased expression of genes related to lipid oxidation, mitochondrial biogenesis, oxidative phosphorylation, and antiinflammatory response in the livers of HFD-fed *Fpn*-LKO mice (Supplemental Figure 7, A and C–E). Interestingly, the expression of lipogenic genes was decreased, while proinflammatory gene expression levels remained largely unaltered (Supplemental Figure 7, B and F). Despite the potential link between iron overload and ferroptosis, we did not observe significant changes in the expression of ferroptosis-associated genes under our experimental conditions (Supplemental Figure 7G). These results suggest that FPN deficiency augments steatohepatitis development primarily through reduced mitochondrial lipid oxidation capacity and diminished expression of antiinflammatory mediators.

### Hepatocyte FPN deficiency reduces energy expenditure and thermogenic capacity.

Given the pronounced obesity-related metabolic dysfunction observed in *Fpn*-LKO mice, we conducted comprehensive metabolic phenotyping, including metabolic cage studies. Food intake and physical activity remained comparable between LT control and *Fpn*-LKO mice under both ND and HFD conditions (Supplemental Figure 8, A and B). In contrast, energy expenditure (Figure 4, A and B) and the oxygen consumption rate (VO_2_) (Figure 4, C and D) were significantly lower in *Fpn*-LKO mice compared with LT controls during both the light and dark cycles. These differences were particularly noticeable in HFD-fed mice, whereas similar trends were observed in ND-fed mice, although without reaching statistical significance (Supplemental Figure 8, C–F). Additionally, the respiratory exchange ratio was reduced in ND-fed *Fpn*-LKO mice (Supplemental Figure 8, G and H), but we observed no significant difference in HFD-fed mice (Supplemental Figure 8, I and J).

Since impaired thermogenesis is closely linked to obesity-related metabolic disorders (28), we next evaluated thermogenic responses following cold stress exposure. *Fpn*-LKO mice exhibited significantly lower rectal and surface body temperatures than did control mice upon cold challenge (Figure 4, E and F). At the molecular level, expression of uncoupling protein 1 (UCP1), a key mediator of adaptive thermogenesis, was substantially reduced in iWAT (Figure 4, G and H) but remained unchanged in BAT (Supplemental Figure 8K) of cold-exposed *Fpn*-LKO mice. We validated the specificity of the UCP1 band in iWAT by control experiments (Supplemental Figure 8L).

To assess the functional metabolic outcomes, we further compared exercise performance between LT control and *Fpn*-LKO mice. Endurance exercise testing revealed that *Fpn*-LKO mice had significantly impaired exercise capacity, as evidenced by reduced running distance and duration (Figure 4, I–L). Collectively, these findings support the conclusion that hepatocyte-specific FPN ablation contributed to obesity development through reduced energy expenditure and impaired thermogenic capacity, establishing a link between hepatic iron homeostasis and whole-body energy metabolism.

### Hepatocyte iron accumulation increases fetuin-A and LECT2 expression via FoxO1 activation.

To elucidate the mechanistic basis underlying the metabolic phenotypes driven by hepatic FPN deficiency, we first measured iron levels in metabolic tissues, given FPN’s fundamental role as an iron exporter and the known effects of adipose tissue iron on metabolic dysfunction (22, 23). As anticipated, hepatic iron content and the expression of ferritin heavy chain (FTH) and light chain (FTL) were significantly elevated in the livers of HFD-fed *Fpn*-LKO mice compared with levels in HFD-fed LT control mice (Supplemental Figure 9, A and B). We further confirmed hepatocellular iron accumulation by Perls’ staining (Supplemental Figure 9C). Interestingly, serum iron levels, total iron-binding capacity (TIBC), and transferrin saturation remained unchanged between the genotypes (Supplemental Figure 9, D–F). Hepatic *Hamp1* transcript levels did not differ between LT controls and Fpn-LKO mice under ND conditions. HFD feeding reduced hepatic *Hamp1* expression, and this reduction was further enhanced by FPN deficiency (Supplemental Figure 9G), which may reflect disease progression in advanced MASLD, as hepcidin expression is often reduced in chronic liver disease (29). Notably, iron content in adipose tissues and skeletal muscles was comparable between *Fpn*-LKO and control mice (Supplemental Figure 9, H–J). These results suggest that hepatocyte-specific FPN deficiency, which causes selective liver iron overload, may influence systemic energy metabolism independently of iron level alterations in peripheral metabolic tissues.

On the basis of these observations, we hypothesized that FPN loss in hepatocytes may alter humoral signals, leading to the production of secreted factors involved in metabolic regulation. To investigate this possibility, we isolated primary hepatocytes from HFD-fed LT control and *Fpn*-LKO mice and collected conditioned media (CM), which were then applied to differentiated 3T3-L1 adipocytes or C2C12 myotubes in the presence of insulin (Supplemental Figure 10A). CM of FPN-deficient hepatocytes significantly impaired insulin-stimulated Akt phosphorylation in both adipocytes and myotubes (Supplemental Figure 10, B and D), whereas heat-inactivated CM failed to exert such effects (Supplemental Figure 10, C and E). These results strongly implicate hepatocyte-derived secreted proteins in mediating the observed metabolic disturbances, which directed our attention toward potential hepatokines.

To identify key hepatokines involved in this process, we performed RNA-seq analysis of liver tissues from patients with MASLD (Figure 5A). We implemented a systematic approach to identify candidate factors, initially selecting genes strongly correlated with ferritin expression and then sequentially refining the candidates according to secretion potential, liver-specific expression, and established roles in energy metabolism (Figure 5B). Among the final 5 hepatokine candidates, fetuin-A (*Fetua*) and leukocyte cell-derived chemotaxin 2 (*Lect2*) were significantly upregulated in FPN-deficient hepatocytes (Supplemental Figure 11A). Increased production and secretion of fetuin-A and LECT2 proteins were validated in CM from these hepatocytes (Figure 5C). Consistently, hepatic expression of *Fetua* and *Lect2* was markedly increased by HFD feeding compared with a ND, and this induction was exacerbated by hepatic FPN deficiency (Figure 5D). This pattern was corroborated by measurements of serum levels of these hepatokines (Figure 5E), suggesting a combined contribution of steatotic stress and iron overload to fetuin-A and LECT2 induction. Single-nucleus RNA-seq (snRNA-seq) further revealed hepatocyte-specific expression patterns for fetuin-A and LECT2 (Figure 5F), with their expression levels increasing proportionally with disease severity in patients with MASLD (Figure 5G), in parallel with increased hepatocyte ferritin levels (Supplemental Figure 11B).

To determine whether iron accumulation directly drives fetuin-A and LECT2 expression, we treated primary mouse hepatocytes with ferric ammonium citrate (FAC) or ferric chloride (FeCl_3_). Both treatments significantly upregulated *Fetua* and *Lect2* mRNA levels (Figure 6, A and B). Since transcript levels were altered, we analyzed the promoter regions of these genes using the Evolutionary Conserved Regions (ECR) browser to identify potential transcriptional regulators. FoxO1 binding motifs were identified within the proximal promoter regions of *FETUA* and *LECT2*, with these elements being conserved across human and murine species (Figure 6C). FPN deficiency in hepatocytes increased FoxO1 expression (Figure 6D), an effect replicated by direct iron treatment (Figure 6E). Immunofluorescence (IF) staining demonstrated FoxO1 nuclear translocation and activation in iron-treated hepatocytes (Figure 6F), as well as in hepatocytes from HFD-fed mice (Supplemental Figure 11C). Luciferase reporter assays confirmed that FoxO1 overexpression significantly enhanced *FETUA* and *LECT2* transcriptional activity (Figure 6G), while ChIP assays validated direct FoxO1 binding to the respective promoter regions of these genes (Figure 6H). Consistent with these findings, HFD feeding increased hepatic FoxO1 protein levels, which were further elevated by hepatocyte-specific FPN deficiency (Figure 6, I and J). Moreover, hepatic FoxO1 expression positively correlated with *Fetua* and *Lect2* transcript levels (Figure 6K), supporting a functional link between iron-induced FoxO1 activation and hepatokine expression in vivo.

We further examined the effects of known regulatory pathways for these hepatokines. Notably, FPN deficiency in hepatocytes did not affect NF-κB or ERK signaling (previously implicated in fetuin-A regulation) (30, 31) or AMPK signaling (associated with LECT2 regulation) (32) (Supplemental Figure 11D). These findings demonstrate that iron accumulation resulting from FPN deficiency promoted the expression of the hepatokines fetuin-A and LECT2 through FoxO1-mediated transcriptional activation, establishing a molecular link between hepatic iron accumulation and systemic metabolic dysfunction.

To investigate the molecular mechanisms underlying iron-mediated FoxO1 induction and subsequent hepatokine regulation, we examined the potential involvement of oxidative stress, given the established role of iron in ROS generation. Iron treatment increased FoxO1 expression in primary hepatocytes, and this effect was significantly attenuated by the iron chelator deferoxamine (DFO) (Supplemental Figure 11, E and F), supporting a direct role of iron. Moreover, iron-induced FoxO1 expression was markedly suppressed by the ROS scavenger *N*-acetylcysteine (NAC) (Supplemental Figure 11, E and F), indicating the contribution of oxidative stress. Considering the close link between ROS and JNK signaling (33), we further evaluated this pathway and found that treatment with the JNK inhibitor (JNKi) (SP600125) significantly reduced iron-induced FoxO1 activation (Supplemental Figure 11, E and F). Consequently, the inhibitory effects of DFO, NAC, and JNKi were also observed on iron-induced *Fetua* and *Lect2* expression (Supplemental Figure 11G). These results suggest that hepatic iron overload induced the expression of FoxO1 and these hepatokines, at least in part, through ROS-dependent JNK signaling.

### Hepatocyte iron overload drives metabolic dysfunction via fetuin-A and LECT2.

Having established that fetuin-A and LECT2 expression was elevated in FPN-deficient hepatocytes, we next investigated whether targeted silencing of these hepatokines could ameliorate metabolic dysfunction in *Fpn*-LKO mice. We used a hepatocyte-specific genetic knockdown strategy using an adeno-associated virus (AAV) delivery system carrying shRNAs targeting fetuin-A and LECT2 under the control of the thyroxine-binding globulin (TBG) promoter. These viral vectors were administered to *Fpn*-LKO mice during the course of HFD feeding (Figure 7A). Efficient knockdown of fetuin-A and LECT2 was confirmed in liver tissues (Figure 7, B and C). Body weight gain remained largely unaffected under these experimental conditions (Supplemental Figure 12A).

Notably, GTT and ITT demonstrated that inhibition of both fetuin-A and LECT2 expression significantly improved hyperglycemia and IR in HFD-fed *Fpn*-LKO mice (Figure 7, D–G). At the molecular level, p-Akt levels were markedly elevated in eWAT, iWAT, and GAS muscle of hepatokines-silenced *Fpn*-LKO mice (AAV-TBG-sh FL) compared with control *Fpn*-LKO mice (AAV-TBG-sh Con) (Figure 7, H–K), indicating substantially restored insulin sensitivity in peripheral metabolic tissues.

Next, we examined whether exogenous fetuin-A and LECT2 directly impair insulin signaling. Treatment with fetuin-A significantly inhibited insulin-stimulated Akt phosphorylation in differentiated 3T3-L1 adipocytes and C2C12 myotubes (Figure 8, A and B). We observed similar inhibitory effects following recombinant LECT2 treatment (Figure 8, C and D), indicating the causal roles of these hepatokines in promoting peripheral IR in adipose tissue and skeletal muscle.

To determine whether either hepatokine plays a predominant role, we performed GTT and ITT analyses following individual knockdown of fetuin-A or LECT2. Silencing of each hepatokine alone resulted in metabolic improvements comparable to those observed with combined knockdown (Supplemental Figure 12, B–F), indicating no clear additive or synergistic effects under our experimental conditions. We further assessed the individual and combined effects of exogenous hepatokines on peripheral insulin signaling and found that cotreatment with fetuin-A and LECT2 enhanced the inhibitory effect in adipocytes (Supplemental Figure 12, G and H), whereas in myotubes, the effects of single and combined treatments were comparable (Supplemental Figure 12, I and J). These findings suggest tissue-specific interactions between fetuin-A and LECT2, providing a potential explanation for the comparable metabolic improvements observed in vivo after single versus combined knockdown.

Moreover, we assessed their serum levels in human clinical samples and found that fetuin-A and LECT2 concentrations were significantly higher in individuals with impaired glucose tolerance or T2D than in those with normoglycemia within the MASLD cohort (Figure 8, E and H). Serum levels of these hepatokines were positively correlated with both serum ferritin and NAS levels (Figure 8, F, G, I, and J). These findings further support the clinical relevance of fetuin-A and LECT2 in MASLD-associated metabolic dysfunction and suggest that elevated hepatokine levels are linked to worsening glycemic control and disease severity.

To further investigate the role of hepatic iron in hepatokine-driven metabolic dysfunction, we applied a hepatocyte-specific FPN overexpression strategy using AAV-TBG-FPN to directly enhance hepatic iron export (Figure 9A). Efficient FPN overexpression was confirmed in the livers of HFD-fed LT mice (Figure 9B). Forced FPN expression reduced hepatic iron deposition (Figure 9D), decreased FoxO1 expression (Figure 9, F and H), suppressed downstream *Fetua* and *Lect2* expression (Figure 9J), and significantly improved glucose tolerance and insulin sensitivity (Figure 9, L and M), supporting the in vivo relevance of the iron/FoxO1/hepatokine axis in metabolic dysfunction. We observed similar alterations in this signaling axis and metabolic improvements following FPN reexpression in *Fpn*-LKO mice (Figure 9, C, E, G, I, K, N, and O), confirming a hepatocyte-autonomous role of FPN.

We next evaluated the therapeutic potential of pharmacological iron chelation by administering deferiprone (DFP), an FDA-approved, orally bioavailable iron chelator, to *Fpn*-LKO mice. After 4 weeks of HFD feeding, *Fpn*-LKO mice were treated with either vehicle or DFP (administered 6 days per week for 5 weeks), while continuing HFD feeding (Figure 10A). Mouse body weights remained comparable between treatment groups (Supplemental Figure 13A). As expected, DFP treatment significantly reduced hepatic iron accumulation (Figure 10B). This reduction in hepatic iron levels was accompanied by a corresponding decrease in the expression of FoxO1 (Figure 10C) and the hepatokines fetuin-A and LECT2 (Figure 10, D–F). Consistent with these molecular changes, glucose tolerance and insulin sensitivity were significantly improved in DFP-treated mice, as assessed by GTTs and ITTs (Figure 10, G–J). Moreover, CM derived from hepatocytes isolated from DFP-treated *Fpn*-LKO mice markedly restored insulin-stimulated Akt phosphorylation in both adipocytes and myotubes compared with CM from vehicle-treated *Fpn*-LKO hepatocytes (Supplemental Figure 13, B–D), further supporting a humoral regulatory role of hepatic iron in modulating systemic insulin sensitivity.

Given the reported effects of iron chelation on mitophagy and the importance of mitochondrial quality control in MASLD pathogenesis (34, 35), we further examined the expression of genes related to mitophagy, mitochondrial function, and mitochondrial biogenesis. However, DFP treatment did not significantly alter the expression of mitophagy-associated genes and instead reduced the transcript levels of several genes involved in mitochondrial biogenesis (Supplemental Figure 13E). These findings suggest that, under our experimental conditions, DFP did not markedly affect mitochondrial quality control or dynamics.

To further validate the effect of iron overload, we used an in vivo iron dextran-loading model (Supplemental Figure 14A). Iron dextran administration impaired glucose tolerance under both ND and HFD conditions (Supplemental Figure 14, B–E), indicating a beneficial effect of iron chelation in ameliorating metabolic dysfunction.

Collectively, these findings provide compelling evidence that attenuating hepatic iron overload mitigates metabolic dysfunction by suppressing the iron/FoxO1/hepatokine axis, highlighting the therapeutic potential of targeting iron homeostasis and hepatokine regulation in MASLD-associated metabolic disorders.

## Discussion

MASLD is increasingly recognized as both a consequence and driver of systemic metabolic diseases, yet the precise molecular mechanisms underlying this bidirectional relationship remain incompletely understood. Our study provides compelling evidence that hepatic iron overload, driven by FPN downregulation in hepatocytes, serves as a critical pathogenic factor linking MASLD to systemic metabolic dysfunction. Specifically, our findings across both clinical cohorts and experimental models demonstrate that hepatic FPN downregulation in MASLD led to iron accumulation, which subsequently and profoundly altered hepatokine secretion profiles, particularly of fetuin-A and LECT2 via FoxO1 activation, ultimately promoting obesity, IR, and impaired thermogenesis. Our results establish a mechanistic framework that links hepatic iron homeostasis disruption to systemic metabolic consequences, helping to address a significant knowledge gap in MASLD pathophysiology and offering perspectives on metabolic disease development.

Clinical studies have consistently shown strong associations between elevated serum ferritin levels and metabolic syndrome components across diverse populations (14, 18, 36, 37), but mechanistic understanding has remained limited. Our clinical analyses extend these findings by demonstrating that serum ferritin independently predicted IR in patients with MASLD, even after rigorous adjustment for confounding factors such as age, BMI, lipid profiles, and hepatic pathology. Importantly, this association strengthens with increasing steatosis severity, highlighting the utility of ferritin as both a diagnostic and prognostic biomarker in MASLD management.

Following our identification of reduced FPN expression in both human and murine MASLD, we generated and characterized *Fpn*-LKO mice. Consistent with clinical observations, these mice exhibit a constellation of metabolic abnormalities, including exacerbated obesity, glucose intolerance, and IR, when challenged with a HFD. Notably, these metabolic perturbations were accompanied by significantly reduced energy expenditure, impaired thermogenic capacity in adipose tissues, and decreased exercise performance — hallmarks of metabolic dysfunction that extend beyond the liver. These findings align with previous studies demonstrating the critical role of energy expenditure and thermogenesis in obesity-related metabolic disorders. Remarkably, unlike adipocyte-specific *Fpn*-KO mice that do not exhibit significant metabolic disturbances upon high-calorie feeding (38), our hepatocyte-specific model clearly demonstrated cell-type– and tissue-specific roles of FPN and iron metabolism in systemic metabolic regulation. This tissue specificity underscores the central role of hepatocyte iron homeostasis in orchestrating whole-body metabolic responses. These conclusions are further supported by the metabolic improvements achieved through hepatocyte-specific FPN overexpression.

The obesity and diabetic phenotypes were manifested in both male and female *Fpn*-LKO mice, indicating sex-independent effects of hepatic iron dysregulation. This observation aligns with our clinical findings showing strong correlations between serum ferritin levels and metabolic parameters across both sexes, suggesting broad applicability of the iron-metabolism connection. Iron has long been recognized as a crucial micronutrient with numerous physiological functions, but emerging evidence points to tissue-specific roles for iron-regulatory proteins that extend beyond traditional iron handling. Our work significantly expands this understanding by demonstrating that hepatocyte-specific disruption of iron export machinery can profoundly influence systemic energy homeostasis and insulin sensitivity without necessarily altering systemic iron parameters.

To understand the mechanisms underlying the metabolic phenotypes observed in *Fpn*-LKO mice, we conducted detailed analyses of iron content across multiple metabolic tissues. As expected, FPN deficiency led to significant iron accumulation specifically within the liver. Intriguingly, despite this hepatic iron overload, serum iron levels remained unchanged between *Fpn*-LKO and control mice, as did iron content in peripheral metabolic tissues including adipose depots and skeletal muscle. This compartmentalized pattern of iron accumulation aligns with previous research demonstrating that hepatic FPN deficiency primarily affects iron mobilization from liver stores and has a minimal effect on systemic iron parameters under iron-sufficient dietary conditions (39). The observation that peripheral tissue iron content remained unaltered in our model is particularly significant, as it indicates that the metabolic effects of hepatocyte FPN deficiency were not mediated by direct iron-induced changes in adipose tissue and muscle metabolism. Instead, our findings point to an alternative mechanism: altered liver-derived humoral signals that influence peripheral tissue insulin sensitivity.

The concept of cell-type–specific iron compartmentalization has gained increasing attention in metabolic disease research. Recent studies have demonstrated that adipocyte iron content can influence lipid handling through fat-gut crosstalk (22), while macrophage iron loading in adipose tissue affects inflammatory responses and metabolic deterioration (40). Our work extends this paradigm by establishing that hepatocyte-specific iron accumulation has distinct and far-reaching metabolic consequences through the modulation of hepatokine secretion.

A pivotal finding of our study is the identification of fetuin-A and LECT2 as critical hepatokines mediating the systemic metabolic consequences of hepatic iron overload. Through the unbiased RNA-seq analysis of liver samples from patients with MASLD, followed by systematic refinement based on the correlation with iron storage markers, secretion potential, and metabolic relevance, we identified these 2 hepatokines as key mediators linking hepatic iron accumulation to peripheral IR.

Fetuin-A has been established as a clinically relevant hepatokine whose circulating levels correlate strongly with the risk of IR and T2D (7, 41–44). Mechanistically, fetuin-A promotes IR by acting as an adaptor protein that facilitates free fatty acid–induced activation of TLR4 signaling in adipocytes (45, 46) and by suppressing glucose uptake in myocytes (47). Similarly, LECT2 has recently emerged as an important hepatokine associated with obesity-related IR (32, 48). Functionally, LECT2 has been shown to impair insulin signaling in both myocytes (32) and adipocytes (49), while also acting as a ligand of Tie1 to promote sinusoidal capillarization and liver fibrogenesis (50). Previous studies have demonstrated beneficial effects on insulin sensitivity following genetic deletion of these hepatokines in mice (32, 51, 52). In line with these reports, our data demonstrate that exogenous fetuin-A and LECT2 directly suppressed insulin-stimulated Akt phosphorylation in both adipocytes and myotubes, indicating their causal roles in peripheral IR. Interestingly, cotreatment with both hepatokines exerted additive inhibitory effects on adipocytes but not on myotubes, suggesting potential tissue-specific differences in signaling integration or pathway saturation. The mechanistic basis for this divergence warrants further investigation. Circulating fetuin-A and LECT2 levels were elevated in metabolically impaired individuals with MASLD and positively associated with ferritin and disease severity, reinforcing their clinical relevance. Notably, our findings reveal what we believe to be a previously unrecognized regulation of fetuin-A and LECT2 by iron status, adding an important dimension to our understanding of their roles in metabolic disease.

Our hepatocyte-specific knockdown experiments, coupled with iron chelation therapy, provide compelling evidence for the causal roles of these hepatokines in iron-induced metabolic dysfunction. Notably, unlike constitutive KO models, our acute hepatocyte-specific silencing of fetuin-A and LECT2 in *Fpn*-LKO mice reversed IR without significantly altering body weight gain, suggesting context-dependent metabolic effects that may relate to the timing, magnitude, or tissue specificity of intervention. These results highlight the direct contribution of these hepatokines to IR pathogenesis rather than merely representing a secondary consequences of obesity.

Another key contribution of our study is the identification of a regulatory mechanism linking iron status to hepatokine production. Recent studies have begun to elucidate the complex interplay between hepatokines and various metabolic stressors, including lipotoxicity. While previous studies have suggested that palmitate (30) or high glucose (31) can induce fetuin-A expression via NF-κB or ERK pathways in hepatocytes, we discovered that iron overload, either through FPN deficiency or direct iron treatment, potently stimulated the expression of both fetuin-A and LECT2. Conversely, hepatocyte-specific FPN overexpression or pharmacological iron chelation effectively suppressed their production, establishing these hepatokines as bona fide iron-responsive factors. Therefore, our work adds iron overload as a significant regulator of the hepatokine secretory profile, expanding our understanding of the diverse environmental factors that can influence liver-derived humoral signals.

Through careful promoter analysis and functional validation, we identified FoxO1 as the transcriptional mediator connecting iron accumulation to enhanced hepatokine expression. FoxO1 is widely recognized as a master regulator of glucose and lipid metabolism, playing crucial roles in hepatic gluconeogenesis, lipogenesis, and insulin signaling (53). We found that iron treatment substantially upregulated FoxO1 expression and nuclear translocation in hepatocytes, whereas iron chelation markedly attenuated this induction. These findings are consistent with previous reports of iron-induced FoxO1 activation in other cell types, including chondrocytes (54) and cardiomyocytes (55), suggesting a broader role for iron/FoxO1 signaling across diverse tissues. Importantly, FoxO1 expression was elevated in FPN-deficient livers and reduced following hepatocyte-specific FPN overexpression, further supporting a causal link between hepatic iron status and FoxO1 activation in vivo.

The FoxO family of transcription factors serve as important integrators of metabolic and stress signals, responding to insulin signaling, oxidative stress, and nutrient availability (53, 56). Recent studies have implicated FoxO1 in various aspects of iron-related cellular responses, including ferroptosis sensitivity and adaptation to iron overload (57, 58). Our finding that FoxO1 directly bound to and activated the promoters of fetuin-A and LECT2 in response to iron establishes a connection between iron metabolism and hepatokine regulation. Notably, iron-induced FoxO1 activation and subsequent hepatokine expression were attenuated by ROS scavenging and JNK inhibition, indicating a ROS-dependent JNK signaling mechanism upstream of FoxO1. Similar ROS/JNK/FoxO1 signaling has been reported in other cell types (59, 60), highlighting the broader relevance of this stress-responsive axis. It is noteworthy that our findings did not show alterations in previously established regulatory pathways for fetuin-A and LECT2, such as NF-κB, ERK, or AMPK signaling, further underscoring the specificity of the iron/FoxO1 axis in their regulation. Recent work has highlighted the therapeutic potential of targeting FoxO transcription factors in metabolic diseases (53). Our findings suggest that modulating the iron/FoxO1/hepatokine axis could represent an approach to addressing metabolic dysfunction in MASLD, potentially offering greater specificity than global FoxO1 inhibition.

Emerging clinical evidence aligns with our findings, as metabolic hyperferritinemia has been associated with increased risks of T2D, cardiovascular complications, and adverse long-term outcomes for patients with MASLD (61–63), reinforcing its potential utility in clinical risk stratification. Elevated serum ferritin in advanced MASLD likely reflects a complex interplay between iron burden and inflammatory status, underscoring the need for cautious interpretation when considered alone. Within this framework, the direct histologic demonstration of hepatic iron accumulation in our study strengthens the inference that iron overload contributes to hepatokine-driven metabolic dysfunction.

The strong correlation between serum ferritin and IR parameters in our MASLD cohort, coupled with the metabolic improvements observed following iron chelation in our mouse model, suggests that stratifying patients on the basis of iron status could help identify those most likely to benefit from iron-targeted interventions. Recent consensus statements on the definition and classification of metabolic hyperferritinemia provide a framework for such stratification, potentially enabling targeted therapeutic interventions aimed at correcting hepatic iron dysregulation before significant metabolic dysfunction occurs.

Our findings provide compelling evidence that addressing hepatic iron overload could represent an effective therapeutic strategy for managing systemic metabolic disorders associated with MASLD. Clinical studies have previously suggested beneficial effects of systemic iron reduction via phlebotomy or chelation on diabetic phenotypes, though the mechanisms remained unclear (64). Our work reveals altered hepatokine secretion to be a key mediator of these effects, providing a mechanistic rationale for iron-targeted interventions.

However, whole-body iron depletion strategies carry risks such as potential iron deficiency anemia, highlighting the importance of targeted iron modulation strategies. Thus, our demonstration that hepatocyte-specific iron accumulation drove metabolic dysfunction suggests that liver-directed iron chelation could provide metabolic benefits while minimizing systemic side effects. The efficacy of the orally administered iron chelator DFP in our mouse model supports the clinical potential of this approach. Selective iron reduction achieved by hepatocyte-specific FPN overexpression, as well as iron chelation with DFP, effectively reverses IR, emphasizing the therapeutic potential of targeted liver-directed interventions. Recent developments in iron chelation technology are particularly encouraging, with a chelator designed specifically for MASH showing promise in preclinical models (26). The FDA-approved status of several iron chelators, including DFP used in our study, could facilitate the rapid clinical translation of our findings. Experimental approaches to achieve tissue-specific iron modulation, such as targeted nanoformulations or conjugated chelators, represent an exciting frontier that could further enhance the therapeutic index of iron-directed interventions.

Beyond iron chelation, our findings suggest that targeting specific hepatokines could represent an alternative approach to addressing metabolic dysfunction in MASLD. While fibroblast growth factor 21 has been extensively studied as a potential therapeutic target (7), with several analogs in clinical development (65), our work identifies fetuin-A and LECT2 as additional candidates. The observation that silencing these hepatokines improved insulin sensitivity in our model, coupled with their clinical correlations with metabolic dysfunction, supports their potential as therapeutic targets. Interestingly, certain existing interventions may already act in part through modulation of these hepatokines. Lifestyle modifications promoting weight loss (41, 66) and thiazolidinedione therapy (67) have been associated with reduced circulating fetuin-A levels, potentially contributing to the metabolic benefits associated with these interventions. Our finding that iron chelation suppressed fetuin-A and LECT2 production may provide a pharmacological approach to modulating these hepatokines.

Several important questions emerge from our findings and warrant further investigation. The upstream mechanisms leading to FPN downregulation in MASLD remain to be fully elucidated and may involve transcriptional, posttranscriptional, and/or posttranslational regulation. Understanding these pathways could identify additional therapeutic targets to prevent hepatic iron accumulation. Although our data support a role for ROS-dependent JNK signaling in iron-mediated FoxO1 activation, additional upstream pathways may also be involved and remain to be elucidated. Further analyses could identify other hepatokines or extracellular vesicles potentially contributing to systemic metabolic dysfunction.

The heterogeneity of MASLD and its associated metabolic comorbidities underscore the need for precision medicine approaches tailored to specific pathophysiological drivers. Our identification of the iron/FoxO1/hepatokine axis represents an important addition to the evolving understanding of MASLD pathomechanisms and will potentially enable more targeted therapeutic strategies for patients with evidence of iron dysregulation. The recent reclassification of MASLD into distinct endotypes based on molecular profiles (8) raises the possibility that iron-driven metabolic dysfunction represents a specific disease subtype amenable to tailored interventions. Future clinical studies incorporating iron parameters into patient stratification could help validate this concept and optimize therapeutic approaches.

In conclusion, our study identifies hepatic iron overload due to FPN downregulation as a pathogenic mechanism driving systemic metabolic dysfunction through altered hepatokine secretion mediated by FoxO1 activation. These findings establish what we believe to be a previously unexplored pathophysiological link between MASLD and its metabolic comorbidities, while identifying hepatic iron homeostasis as a promising therapeutic target. Modulation of liver iron content and/or its downstream hepatokine effects may represent a promising strategy for addressing the growing clinical challenge of MASLD-associated cardiometabolic complications.

## Methods

### Sex as a biological variable.

Our study included both male and female animals, with comparable results observed across sexes. Similarly, sex-stratified human clinical analyses yielded consistent findings.

Additional details can be found in Supplemental Methods.

### Human study.

We established a prospective cohort as part of the ongoing Boramae MASLD registry (NCT02206841) (68). The study included 656 Korean individuals who visited Seoul Metropolitan Government Boramae Medical Center, and their baseline characteristics are described in Supplemental Table 1. All participants underwent liver biopsy for histological assessment and serum collection. For subgroup analyses, the participants were categorized according to histologic NAS, IR status, and fibrosis stage as follows: normal (NAS = 0), MASL–no IR (NAS 1–2 and HOMA-IR <2.0), MASL-IR (NAS 1–2 and HOMA-IR ≥2.5), eMASH (NAS 3–4 and F0–1), and aMASH (NAS ≥5 and F ≥2).

### Mouse models.

WT C57BL/6N and C57BL/6J male mice were obtained from Samtako Bio Korea and The Jackson Laboratory, respectively. FPN-floxed (*Slc40a1*-floxed) mice (129S-*Slc40a1^tm2Nca^*/J, strain no. 017790) and *albumin-Cre* mice (B6.Cg-*Speer6-ps1^Tg(Alb-cre)21Mgn^*/J, strain no. 003574) were purchased from The Jackson Laboratory. Hepatocyte-specific *Fpn*-KO (*Fpn*-LKO) mice were generated by crossing *Fpn^fl/fl^* and *Alb-Cre* mice, followed by backcrossing with C57BL/6J mice for 10 generations. 

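Slc40a1, NCBI gene 53945, lies on chromosome 1 of GRCm38 from 45908070 to 45926532, on the minus strand. The main transcript in the GENCODE annotation of the same build has 8 exons with 3370 bases in all. Exon 1 spans 45925221 to 45925582, and exon 8, the longest with 1652 bases, spans 45908068 to 45909719. The deposited table gives 1 count per gene over 3 RefSeq transcripts, so reads from transcripts that lack a deleted part of the gene are counted together with the others. In the HFD livers, that count was 7661, 7809 and 5224 reads in LT replicates 1 to 3 and 6844, 6696 and 8162 reads in the libraries labelled Fpn-LKO, before scaling.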

*Fpn^fl/fl^* mice served as LT controls. Genotypes were confirmed via PCR using specific primers (Supplemental Table 4). Mice were housed under controlled barrier conditions at 22°C ± 2°C, 50% ± 5% humidity, and a 12-hour light-dark cycle, with ad libitum access to food and water. Unless stated otherwise, they were fed a ND (Samtako Bio Korea). Mice were randomly assigned to groups according to sex and genotype. Eight-week-old male and female *Fpn*-LKO and LT mice were fed either a ND or a HFD with 60 kcal percentage fat (D12492, Research Diets,). Additionally, 6-week-old C57BL/6N male mice were fed either a ND, an l-amino acid diet with 60 kcal percentage of fat with 0.1% methionine and no added choline (CDAHFD; A06071302, Research Diets) for 12 weeks, or a diet containing 40 kcal percentage of fat (mostly palm oil), 20 kcal percentage of fructose, and 2% cholesterol (HFHFrHC) for 12 weeks.

### Cell culture.

Primary hepatocytes were isolated from male C57BL/6 WT, *Fpn^fl/fl^* LT control, and *Fpn*-LKO mice through a previously described procedure (69). Briefly, hepatocytes were isolated using collagenase type IV perfusion and 40% Percoll gradient centrifugation. Cells were seeded on collagen-coated plates and incubated in Medium 199 (M4530, MilliporeSigma). HepG2 (HB-8065), 3T3-L1 (CL-173), and C2C12 (CRL-1772) cell lines were sourced from American Type Culture Collection (ATCC) and maintained in DMEM with 10% FBS, 100 units/mL penicillin, and 100 μg/mL streptomycin. For adipocyte differentiation, confluent 3T3-L1 cells were exposed to differentiation media containing 0.5 mM 3-isobutyl-1-methylxanthine, 1 μM dexamethasone, and 10 μg/mL insulin (MDI cocktail) for 2 days, followed by culturing in DMEM with 10% FBS and 10 μg/mL insulin for another 2 days. The media were then replaced every 2 days for 4 days. For myotube differentiation, confluent C2C12 cells were maintained in media with 2% horse serum instead of 10% FBS for 6 days, with media changes every 2 days.

### IHC and IF staining.

For IHC, antigen retrieval was performed on deparaffinized sections using a citrate buffer solution (S1699, Dako, Agilent Technologies). The sections were then stained with specific primary antibodies against FPN (MTP11-A, Alpha Diagnostic International) or UCP1 (U6382, MilliporeSigma), followed by incubation with an HRP-conjugated horse anti–rabbit or anti–mouse IgG polymer detection kit (MP-7401 or MP-7402, Vector Laboratories). Visualization was carried out using a DAB substrate kit (SK-4100, Vector Laboratories).

For IF staining, antigen-retrieved tissue sections or cells were incubated with primary antibodies against FPN, F4/80 (ab6640, Abcam), and perilipin (70R-1297, Biosynth), followed by secondary antibodies: Alexa Fluor 488–conjugated goat anti–mouse IgG (A-11001, Invitrogen, Thermo Fisher Scientific) and DyLight 594-conjugated goat anti–rat IgG (A110-105D4, Bethyl Laboratories, Fortis Life Sciences). Sections were then counterstained with DAPI and visualized using a confocal laser-scanning microscope (Carl Zeiss).

For live-cell fluorescence imaging of intracellular iron, FerroOrange (36104, Cell Signaling Technology) was used in accordance with the manufacturer’s instructions. Following incubation with 1 μM FerroOrange in serum-free media for 30 minutes, the cells were examined using confocal microscopy.

### Perls’ Prussian blue iron staining.

Ferric iron in liver sections was detected using the Prussian blue–based Iron Stain kit (ab150674, Abcam). Sections were deparaffinized, incubated in freshly prepared potassium ferrocyanide and hydrochloric acid working solution, counterstained with Nuclear Fast Red, dehydrated, and then mounted. To enhance detection sensitivity, DAB-based signal amplification was subsequently performed as previously described (26, 70).

### Metabolic studies.

For the GTT, glucose (2 g/kg) was administered via oral gavage after mice had been fasted for 12 hours. For the ITT, insulin (0.75 U/kg for ND, and 1 U/kg for HFD) was injected i.p. following a 6-hour fast. Blood glucose levels were measured from the tail vein using a glucometer before glucose or insulin administration (baseline) and at the designated time points. For the metabolic cage studies, mice were individually housed in the Oxymax/CLAMS system (Columbus Instruments). After 24 hours of acclimation, metabolic parameters were continuously monitored for 72 hours under ad libitum feeding at 20°C–23°C with a 12-hour dark/12-hour light cycle (7 pm–7 am). The Oxymax system recorded energy expenditure, the respiratory exchange ratio (VO_2_/VCO_2_), food intake, and physical activity. Data from the last 48 hours of monitoring were used for analysis.

### Measurement of iron content.

Tissue iron levels were quantified using inductively coupled plasma–mass spectrometry (ICP-MS), with support from the Center for University-wide Research Facilities (CURF) at Jeonbuk National University. Briefly, weighed tissues were digested in nitric acid (HNO_3_) and diluted for analysis. Data are expressed as micrograms of iron per gram of wet tissue weight. TIBC and serum iron levels were measured using a commercial kit (ab239715, Abcam) following the manufacturer’s instructions. Transferrin saturation (percentage) was calculated on the basis of TIBC and serum iron values.

### AAV-based genetic modulation of hepatokines and FPN.

For hepatocyte-specific genetic knockdown of fetuin-A and LECT2, AAVs were generated by VectorBuilder. Each AAV8 carried 3 distinct shRNAs targeting mouse fetuin-A or LECT2 under the control of the *TBG* promoter. After 5 weeks of HFD feeding over a total 16-week feeding period, mice received a retro-orbital i.v. injection of a scrambled control AAV and AAV-TBG-sh fetuin-A, followed by a second injection of the control virus and AAV-TBG-sh LECT2 after a 1-week interval (5 × 10^11^ gc/mouse). For hepatocyte-specific FPN overexpression, mice were i.v. injected with AAV8-TBG-FPN or the corresponding control virus (5 × 10^11^ gc/mouse) after 5 weeks of HFD feeding during a total 9-week feeding period.

### Statistics.

The *n* values shown as dots in the figures indicate biological replicates. All results were obtained from at least 3 independent samples or experiments. Differences between 2 groups were evaluated using an unpaired, 2-tailed Student’s *t* test. For comparisons among multiple groups, 1-way ANOVA was conducted, followed by Tukey’s post hoc test for multiple comparisons. Statistical significance was defined as a *P*  value of less than 0.05. All statistical analyses were performed using GraphPad Prism 9.0 software (GraphPad Software). Data represent the mean ± SEM.

### Study approval.

This study was approved by the IRB of the Seoul Metropolitan Government Boramae Medical Center (no. 16-2013-45) and conducted in accordance with the principles of the Declaration of Helsinki. All participants were informed about the study protocol and provided written informed consent. Animal experiments were approved by the IACUC of Jeonbuk National University (no. NON2023-097) and Seoul National University (no. SNU-180410-6) and conducted in accordance with institutional guidelines.

### Data availability.

All data generated or analyzed during this study are available with this work. Raw and processed RNA-seq datasets generated in this study have been deposited in the Gene Expression Omnibus (GEO) database of the NCBI (GEO GSE292556). Values for all data points in graphs are reported in the Supporting Data Values file.

## Author contributions

HJJ, AK, HR, and CYH conceived the study and designed the experiments. HJJ, AK, HR, GHK, SJJ, HY, YJH, JMY, HCY, MYS, and JP conducted the experiments and analyzed the data. WK collected clinical samples. AKP, DHL, and WK analyzed the clinical cohort data. YHJ and WK performed bulk RNA-seq analysis, and SEH, HJY, MC and WK conducted snRNA-seq analysis. DYO, PES, BHP, and EJB provided technical support and valuable suggestions. CSC, SHK, KWK, BHP, EJB, and SGK contributed materials and additional technical support. HJJ, AK, HR, WK, and CYH wrote and revised the manuscript. WK and CYH supervised the study. The co–first authors are listed in order of academic seniority, from trainee to faculty member.

## Conflict of interest

The authors have declared that no conflict of interest exists.

## Funding support

- National Research Foundation of Korea (NRF) (2020R1C1C1003652, 2021R1I1A3041149, RS-2024-00344251, RS-2026-25476540, CYH; 2021R1A2C2005820, RS-2021-NR056442, RS-2022-NR067269, RS-2023-00223831, RS-2024-00440883, RS-2025-25458964, to WK; RS-2024-00357518, to HR; 2018R1A2A1A05078694, RS-2024-00441114, RS-2024-00454443, to SGK) funded by the Ministry of Science and ICT (MSIT).
- Bio & Medical Technology Development Program of the NRF (RS-2026-25517589, CYH; 2022M3E5F2017607, to EJB) funded by the MSIT.
- Basic Science Research Program through the NRF funded by the Ministry of Education (RS-2024-00409681, HJJ; RS-2025-25418088, to GHK).

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
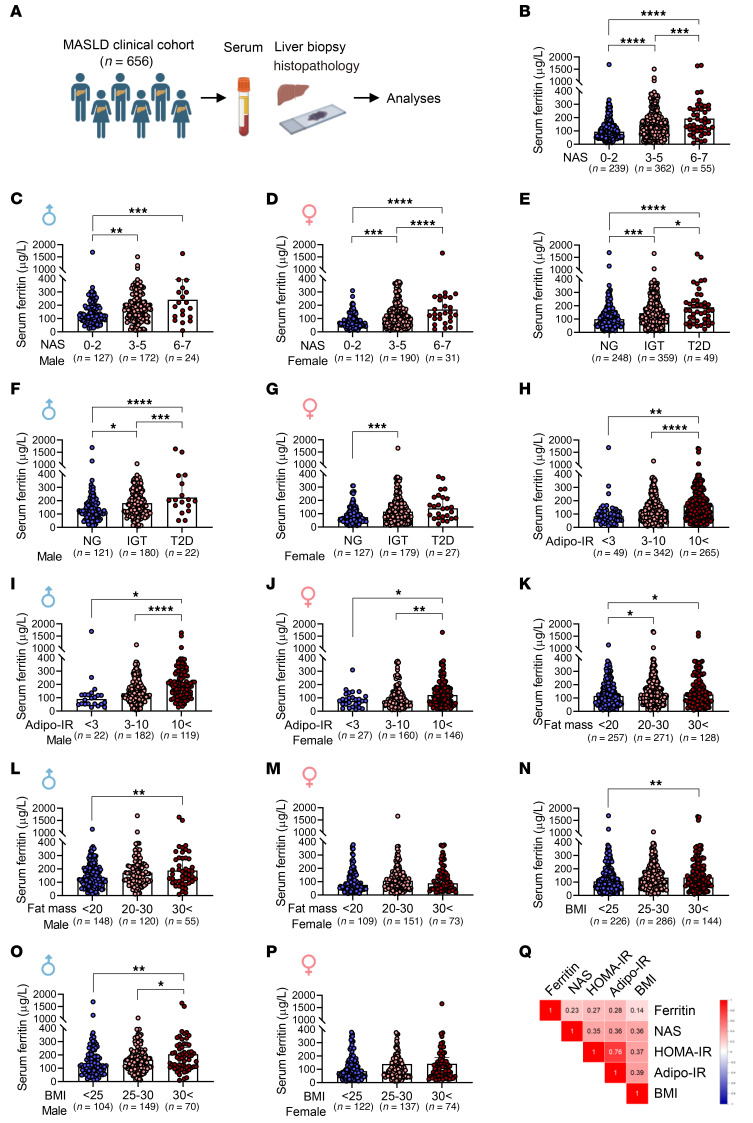
Serum ferritin levels correlate with metabolic parameters in patients with MASLD. (**A**) Overview of correlation analyses between serum ferritin and metabolic parameters in patients with MASLD. (**B**–**P**) Serum ferritin levels were analyzed across patient subgroups stratified by sex and clinical parameters: NAS (**B**–**D**), HOMA-IR (**E**–**G**), adipo-IR (**H**–**J**), fat mass (**K**–**M**), and BMI (**N**–**P**). Subgroups in panels **E**–**G** represent normoglycemia (NG) (HOMA-IR <3), impaired glucose tolerance (IGT) (3~10), and overt T2D (>10). (**Q**) Correlation plot summarizing relationships between serum ferritin and metabolic parameters. Data are presented as the median ± 95% CI. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001, by 1-way ANOVA followed by Tukey’s multiple-comparison test.

**Figure 2:**
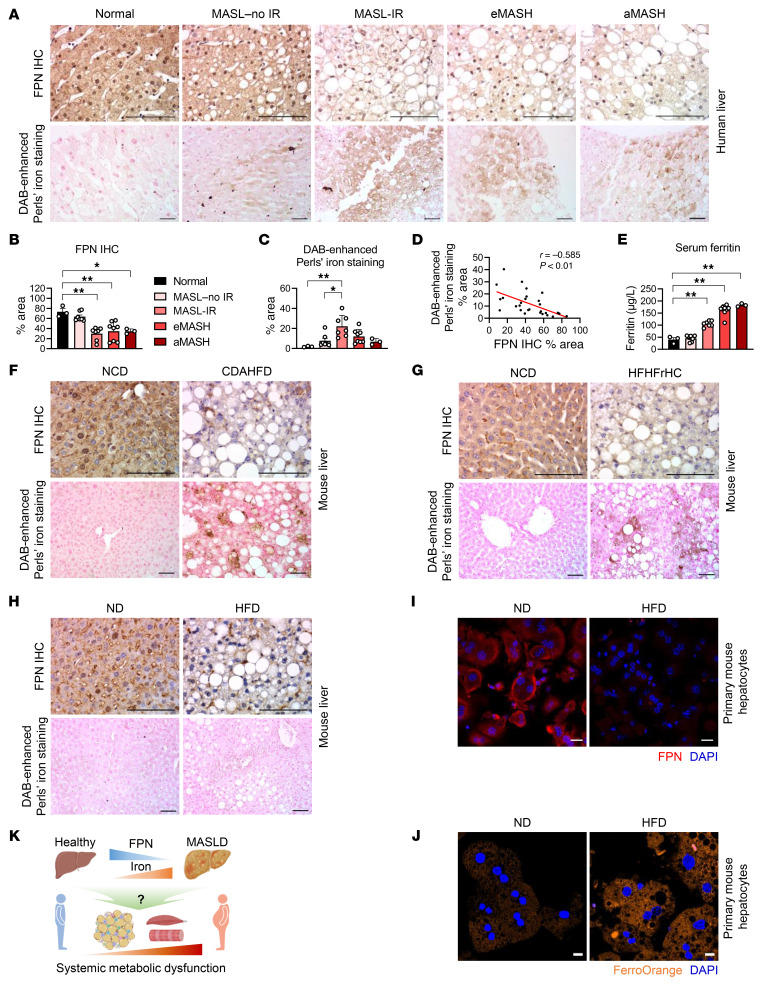
Hepatic FPN expression is downregulated in human and murine MASLD. (**A**–**C**) Immunohistochemical staining for FPN and DAB-enhanced Perls’ iron staining in liver tissues from the MASLD cohort (**A**), with corresponding quantifications (**B** and **C**). Normal controls (*n* = 3); MASL, simple steatosis with or without IR (*n* = 7 per group); eMASH with no or mild fibrosis (F0–1) (*n* = 8); and aMASH with F ≥2 (*n* = 3). (**D**) Inverse correlation between FPN expression and hepatic iron accumulation. Pearson correlation coefficients (*r*) and corresponding *P* values are shown. (**E**) Serum ferritin levels across MASLD subgroups. (**F**–**H**) FPN immunostaining and Perls’ iron staining in mice fed a CDAHFD (**F**), a HFHFrHC diet (**G**), or a standard HFD (**H**). (**I**) IF staining for FPN in primary hepatocytes isolated from HFD-fed mice. Scale bars: 20 μm. (**J**) Live-cell fluorescence imaging of intracellular labile iron levels in primary hepatocytes, as shown in **I**. (**K**) Schematic illustrating the proposed role of hepatic FPN deficiency in MASLD-associated systemic metabolic dysfunction. Data are presented as the mean ± SEM. Scale bars: 50 μm (upper images) and 20 μm (lower images) (**A** and **F**–**H**). *P < 0.05 and **P < 0.01, by 1-way ANOVA followed by Tukey’s multiple-comparison test.

**Figure 3:**
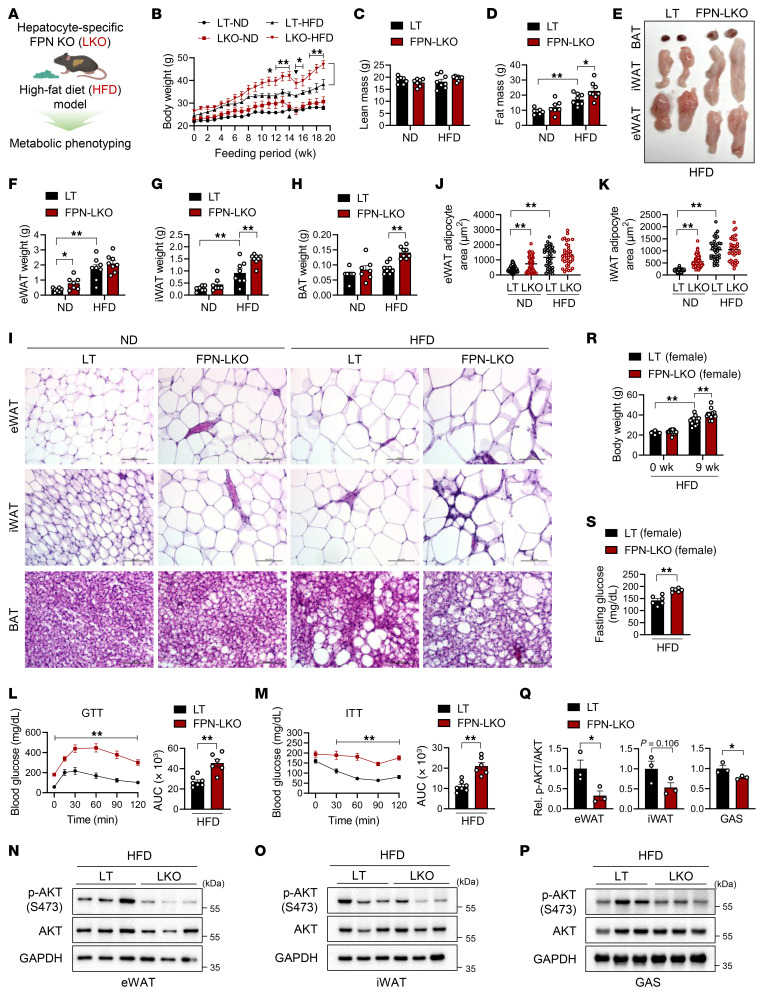
Hepatocyte-specific FPN deletion exacerbates obesity and IR under HFD conditions. (**A**) Study design for metabolic phenotyping of hepatocyte-specific *Fpn*-KO mice fed a HFD. (**B**) Body weight curves of LT control and *Fpn*-LKO mice fed a ND or a HFD for 19 weeks (*n* = 7–8 per group). Arrowheads indicate the timing of GTT and ITT analyses. (**C** and **D**) Body composition analysis measuring lean and fat mass (*n* = 7–8 per group). (**E**–**H**) Representative images of eWAT, iWAT, and BAT from HFD-fed mice and tissue weights of eWAT, iWAT, and BAT (*n* = 7–8 per group). (**I**–**K**) H&E staining of eWAT, iWAT, and BAT. Scale bars: 50 mm. Adipocyte size in H&E-stained sections of eWAT and iWAT (*n* = 3 per group). (**L** and **M**) GTT and ITT analyses in HFD-fed mice (*n* = 6–7 per group). (**N**–**Q**) Western blot analysis of p-Akt (S473) in eWAT, iWAT, and GAS tissues from HFD-fed mice. Relative band intensities were quantified. (**R** and **S**) Body weight (*n* = 12–13 per group) and fasting blood glucose levels (*n* = 6 per group) in female LT and *Fpn*-LKO mice fed a HFD for 9 weeks. Data are presented as the mean ± SEM. *P < 0.05 and **P < 0.01, by unpaired, 2-tailed Student’s *t* test.

**Figure 4:**
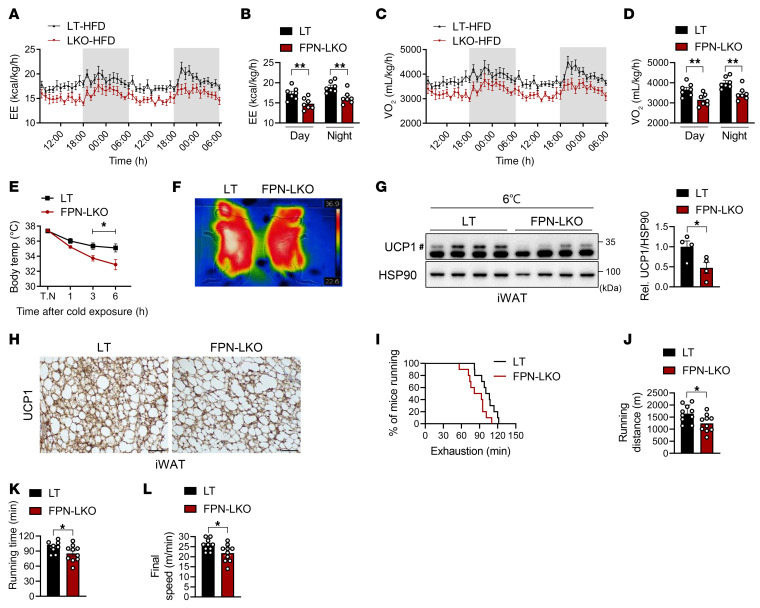
Hepatic FPN deficiency reduces energy expenditure and impairs thermogenic capacity. (**A**–**D**) Comprehensive metabolic cage analyses measuring energy expenditure (EE) (**A** and **B**) and oxygen consumption rates (VO_2_) (**C** and **D**) in LT control versus *Fpn*-LKO mice (*n* = 7 per group) fed a HFD during light/dark cycles. (**E**) Rectal temperature (temp.) measurements in LT and *Fpn*-LKO (*n* = 5 per group) after cold exposure at 6°C for the indicated times. T.N., thermoneutral condition. (**F**) Surface body temperature measurements and representative thermal imaging after cold exposure at 6°C for 48 hours. (**G** and **H**) Western blotting and immunohistochemical staining for UCP1 in iWAT from the mice shown in **F** following cold exposure. The UCP1 band is indicated by a pound sign, and molecular weight markers are shown. Scale bars: 50 μm. Rel., relative. (**I**–**L**) Endurance exercise performance tests assessing running distance, duration, and final speed achieved by LT control versus *Fpn*-LKO mice (*n* = 10 per group) on treadmill exercise protocols. Data are presented as the mean ± SEM. *P < 0.05 and **P < 0.01, by unpaired, 2-tailed Student’s *t* test.

**Figure 5:**
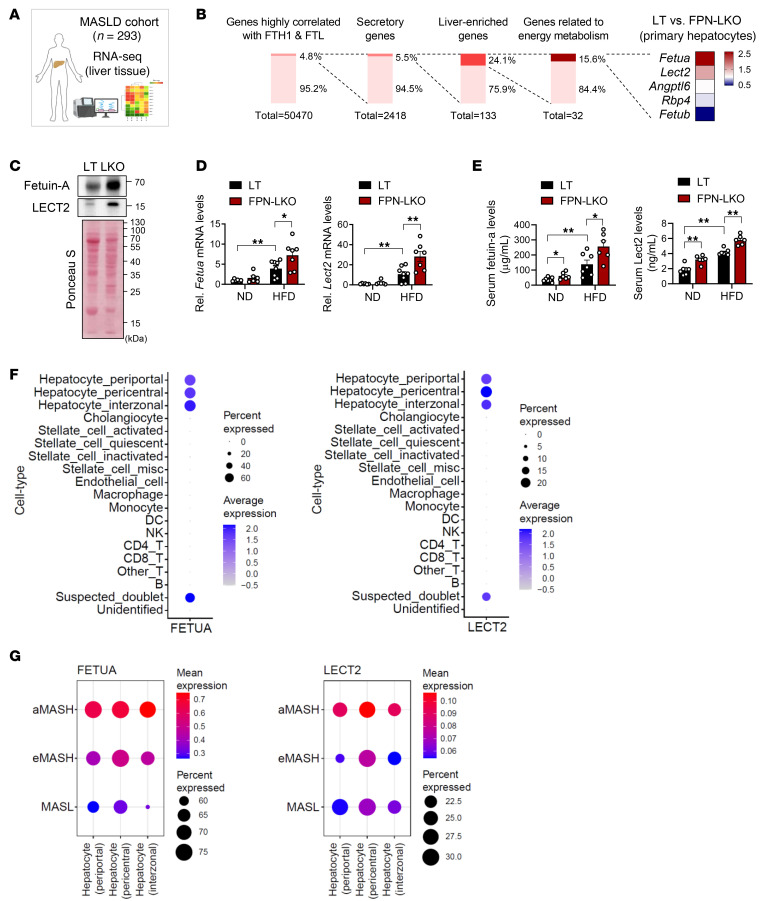
Hepatic FPN deficiency increases the expression of hepatokines, fetuin-A, and LECT2. (**A** and **B**) Overview of bulk RNA-seq analysis strategy used to identify hepatokines associated with hepatic iron overload in MASLD patient liver samples. Sequential filtering criteria are illustrated schematically in **B**. (**C**) Western blot analysis of secreted fetuin-A and LECT2 proteins from CM derived from primary hepatocytes isolated from HFD-fed LT mice versus *Fpn*-LKO mice. (**D** and **E**) Hepatic mRNA expression and serum levels of fetuin-A and LECT2 in ND- versus HFD-fed LT and *Fpn*-LKO mice (*n* = 6–8 per group). (**F**) snRNA-seq analyses demonstrating cell-type–specific expression patterns of fetuin-A and LECT2 across human liver cells. (**G**) snRNA-seq analyses depicting fetuin-A and LECT2 expression levels in hepatocytes from patients with MASLD according to MASLD severity. Data are presented as the mean ± SEM. *P < 0.05 and **P < 0.01, by unpaired, 2-tailed Student’s *t* test.

**Figure 6:**
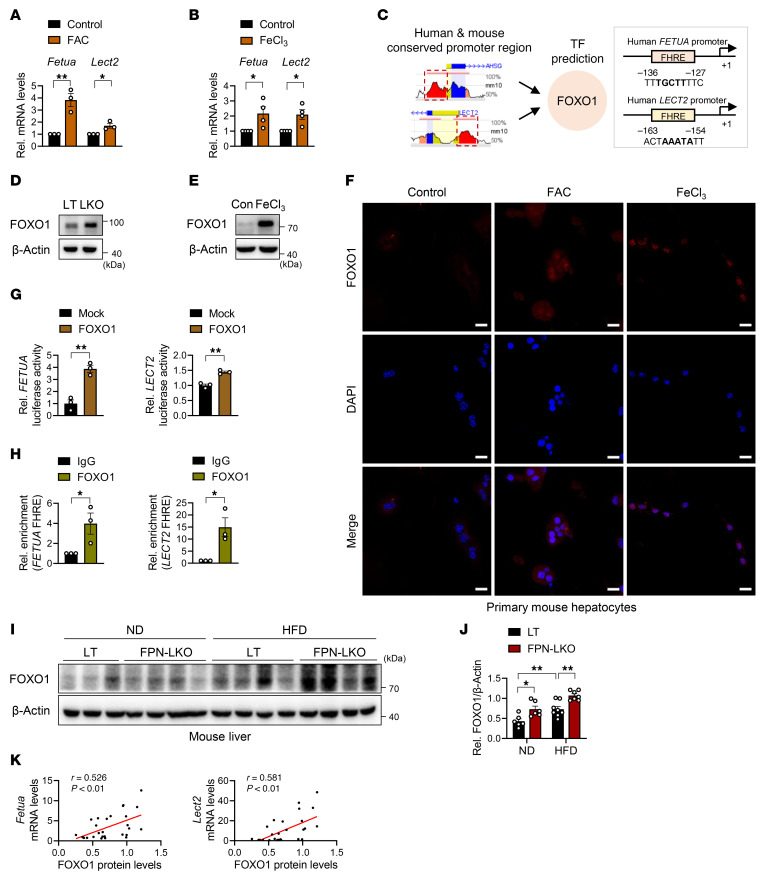
Hepatic iron overload induces fetuin-A and LECT2 expression via FoxO1 activation. (**A** and **B**) qPCR analyses showing increased *Fetua* and *Lect2* mRNA levels induced by the iron treatments FAC (100 μM, *n* = 3 per group) or FeCl_3_ (100 μM, *n* = 4 per group). (**C**) Identification of conserved FoxO1-binding motifs (forkhead response element [FHRE]) within *FETUA* and *LECT2* promoters. TF, transcription factor. (**D** and **E**) Western blot analysis of FoxO1 in primary hepatocytes from LT and *Fpn*-LKO mice (**D**) or in primary mouse hepatocytes treated with FeCl_3_ (**E**). (**F**) IF staining demonstrating FoxO1 nuclear translocation in primary mouse hepatocytes treated with FAC or FeCl_3_. Scale bars: 20 μm. (**G**) Luciferase reporter assays confirming FoxO1-mediated transcriptional activation of *FETUA* and *LECT2* in HepG2 cells overexpressing FoxO1 (*n* = 3 per group). (**H**) ChIP assays validating direct FoxO1 binding to promoter regions of target genes (*n* = 3 per group). (**I** and **J**) Western blot analysis of FoxO1 and its quantification in the livers of ND- or HFD-fed LT and *Fpn*-LKO mice (*n* = 6–8 per group). (**K**) Positive correlations between hepatic FoxO1 expression and transcript levels of *Fetua* and *Lect2*. Pearson correlation coefficients (*r*) and corresponding *P* values are shown. Data are presented as the mean ± SEM. *P < 0.05 and **P < 0.01, by unpaired, 2-tailed Student’s *t* test.

**Figure 7:**
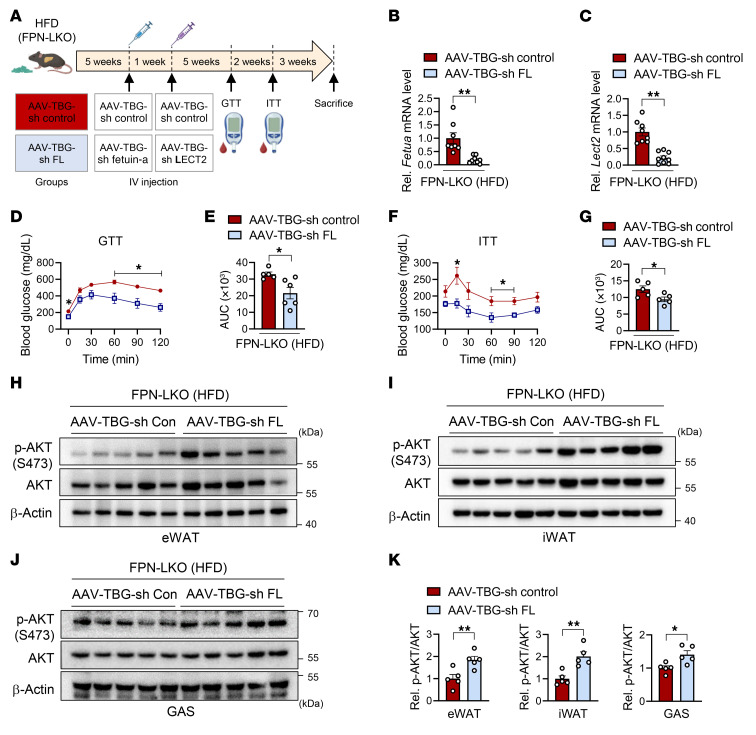
Silencing of fetuin-A and LECT2 ameliorates systemic metabolic dysfunction. (**A**) Experimental design illustrating hepatocyte-specific silencing of fetuin-A or LECT2 via AAV-mediated shRNA delivery under the control of the *TBG* promoter during HFD feeding of *Fpn*-LKO mice. (**B** and **C**) qPCR analysis validating effective knockdown of *Fetua* and *Lect2* mRNA levels (*n* = 8–9 per group). (**D** and **E**) GTT analysis (*n* = 5–6 per group). (**F** and **G**) ITT analysis (*n* = 5 per group). (**H**–**K**) Western blot analysis of p-Akt (S473) status across peripheral tissues including eWAT, iWAT, and GAS muscle tissues following knockdown intervention, with quantification of band intensities (*n* = 5 per group). Data are presented as the mean ± SEM. *P < 0.05 and **P < 0.01, by unpaired, 2-tailed Student’s *t* test.

**Figure 8:**
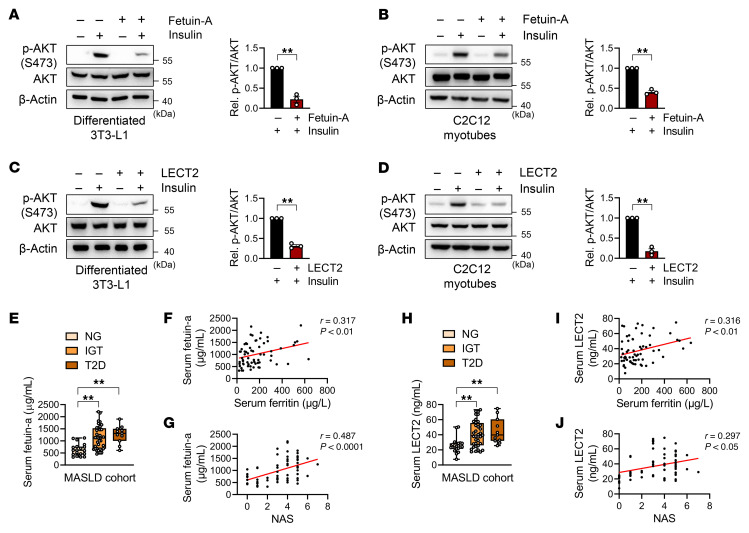
Exogenous fetuin-A and LECT2 impair insulin sensitivity in adipocytes and myotubes. (**A**–**D**) Inhibitory effects of exogenous fetuin-A (**A** and **B**) and LECT2 (**C** and **D**) on insulin signaling in differentiated 3T3-L1 adipocytes and C2C12 myotubes (*n* = 3 per group). (**E**–**J**) Serum levels of fetuin-A (**E**) and LECT2 (**H**), along with their positive correlations with serum ferritin (**F** and **I**) and NAS (**G** and **J**) levels. Box-and-whisker plots (median, IQR, minimum–maximum) with all individual data points are shown. Pearson correlation coefficients (*r*) and corresponding *P* values are indicated. Data are presented as the mean ± SEM. **P < 0.01, by unpaired, 2-tailed Student’s *t* test (**A**–**D**) or 1-way ANOVA followed by Tukey’s multiple-comparison test (**E** and **H**).

**Figure 9:**
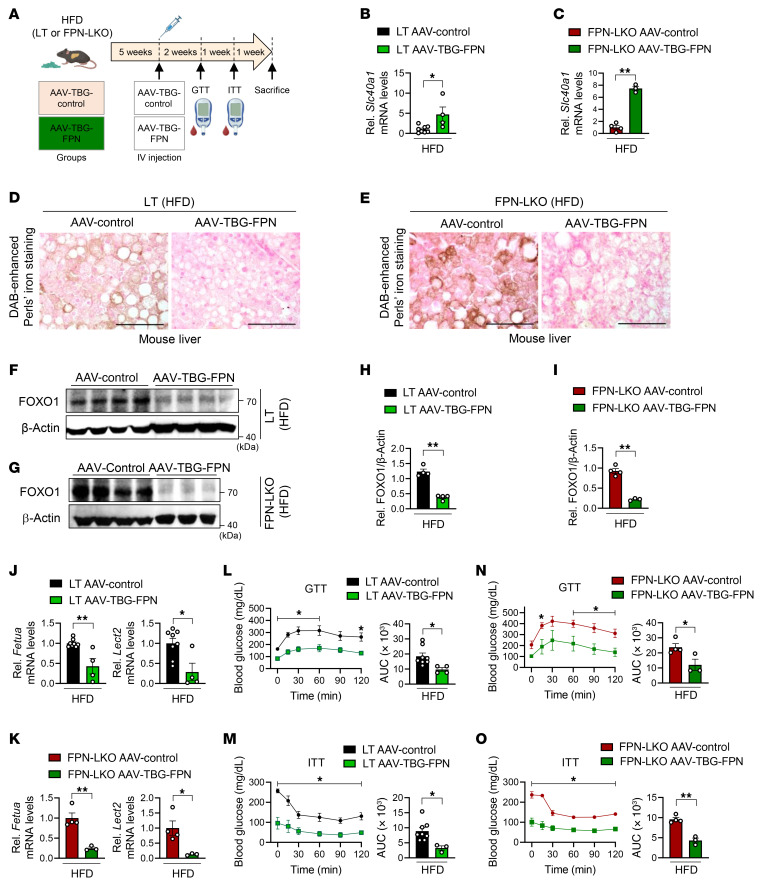
Hepatocyte-specific FPN overexpression improves systemic metabolic dysfunction. (**A**) Experimental design illustrating hepatocyte-specific overexpression of FPN via AAV-mediated delivery under the control of the *TBG* promoter during HFD feeding in LT and *Fpn*-LKO mice. (**B** and **C**) qPCR analysis confirming hepatic FPN overexpression in LT mice (**B**) (*n* = 4–8 per group) and *Fpn*-LKO mice (**C**) (*n* = 3–4 per group). (**D** and **E**) DAB-enhanced Perls’ staining demonstrating reduced hepatic iron levels following FPN overexpression. Scale bars: 50 μm. (**F**–**I**) Western blot analysis showing decreased FoxO1 expression following FPN overexpression in LT mice (**F** and **H**) (*n* = 4 per group) and *Fpn*-LKO mice (**G** and **I**) (*n* = 3–4 per group). (**J** and **K**) qPCR analysis demonstrating downregulation of *Fetua* and *Lect2* following FPN overexpression in LT mice (**J**) (*n* = 4–8 per group) and *Fpn*-LKO mice (**K**) (*n* = 3–4 per group). (**L** and **M**) GTT and ITT analyses in LT mice (*n* = 3–8 per group). (**N** and **O**) GTT and ITT analyses in *Fpn*-LKO mice (*n* = 3–4 per group). Data are presented as the mean ± SEM. *P < 0.05 and **P < 0.01, by unpaired, 2-tailed Student’s *t* test.

**Figure 10:**
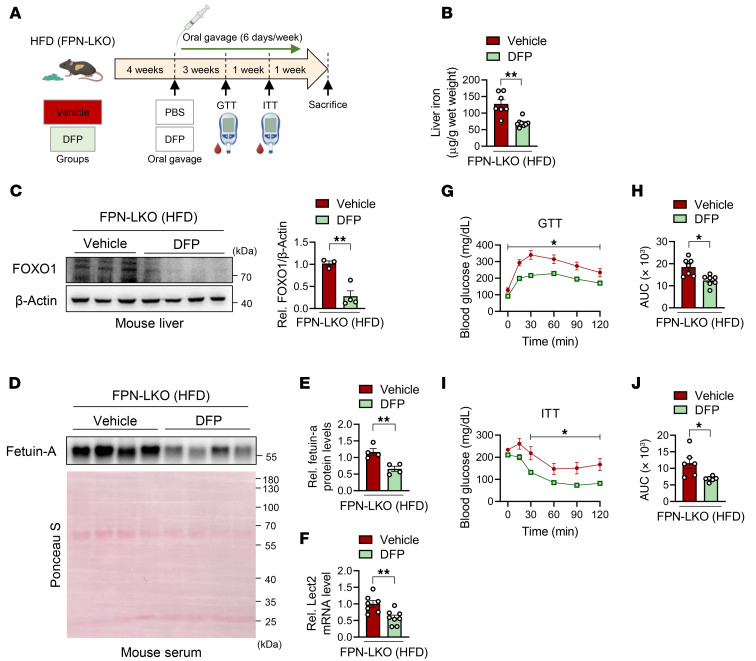
Oral iron chelation ameliorates systemic metabolic dysfunction. (**A**) Therapeutic administration protocol of an oral iron chelator, DFP, in HFD-fed *Fpn*-LKO mice. (**B**) Quantification of hepatic iron content (*n* = 7–8 per group). (**C**) Western blot analysis of hepatic FoxO1 expression (*n* = 3–4 per group). (**D** and **E**) Western blot analysis of serum fetuin-A and corresponding quantification (*n* = 4 per group). (**F**) qPCR analysis of hepatic *Lect2* mRNA levels (*n* = 7–8 per group). (**G** and **H**) GTT analysis (*n* = 7 per group). (**I** and **J**) ITT analysis (*n* = 6 per group). Data are presented as the mean ± SEM. *P < 0.05 and **P < 0.01, by unpaired, 2-tailed Student’s *t* test.

**Table 1:**
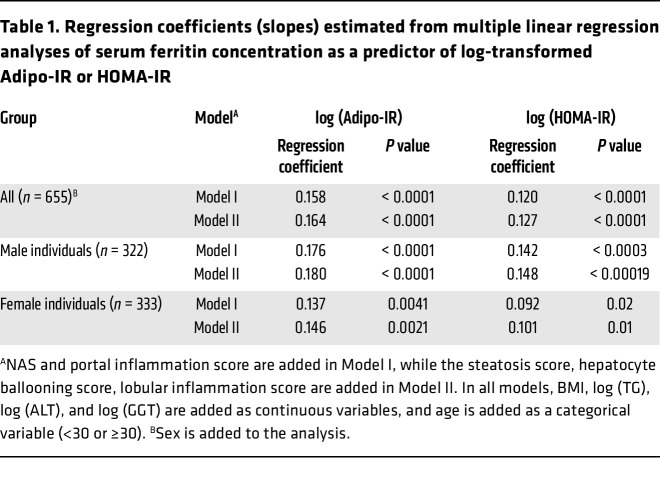
Regression coefficients (slopes) estimated from multiple linear regression analyses of serum ferritin concentration as a predictor of log-transformed Adipo-IR or HOMA-IR

# Supplementary material for: Iron overload in steatotic hepatocytes drives systemic metabolic dysfunction via alterations in hepatokine production
**Source:** J Clin Invest. 2026 Apr 28;136(12):e196374. doi: 10.1172/JCI196374
**Supplement:** Supplemental data

Supplemental material for

**Iron overload in steatotic hepatocytes drives systemic metabolic dysfunction via alterations in hepatokine production**

Additional Methods

Supplemental Figure 1–14 and Supplemental Table 1–5

## **Additional Methods**

### ***Histology, H&E and Oil Red O staining***

Tissues were fixed in 10% neutral buffered formalin solution (#HT501128, Sigma-Aldrich, Merck KGaA, Darmstadt, Germany). After paraffin embedding, samples were sectioned at a thickness of 6  $\mu\text{m}$  and mounted on slides. The sections were stained with hematoxylin and eosin (H&E) for morphological analysis using a light microscope (Olympus, Tokyo, Japan). Adipocyte area within the selected fat tissue sections was assessed using iSolution DT 36 software (Carl Zeiss, Oberkochen, Germany). Crown-like structures were quantified by counting them in five distinct high-power view fields per section. For Oil Red O staining, cryosections (10  $\mu\text{m}$  thick) from tissues embedded in OCT compound and frozen using liquid nitrogen-cooled isopentane were incubated with the dye for 15 minute and then washed with phosphate-buffered saline (PBS).

### ***Blood biochemical analyses***

Serum ALT (#EALT-100, BioAssay Systems, Hayward, CA, USA) and AST (#EASTR-100, BioAssay Systems) activities were measured using commercially available assay kits according to the manufacturer's instructions.

### ***Body temperature measurement***

For cold exposure, thermoneutralized mice (30°C) were individually housed in a 6°C cold chamber. Rectal temperature was measured with a rectal thermometer at the indicated time, and surface body temperature was assessed via infrared thermography using a GTC-600 infrared camera at 48 hours. BAT and iWAT tissues were collected for UCP1 analysis.

### ***Endurance exercise test***

Mice were acclimated for two days before testing. The treadmill was set at a 5% incline with an initial speed of 10 m/min for 30 minutes. The speed was then increased by 2 m/min every 10 minutes until it reached 16 m/min, and the mice continued running until exhaustion. Running time and distance were measured for each mouse.

### ***RNA isolation and qPCR assays***

Total RNA was extracted using the RNA Iso Kit (#9109, Takara Bio Inc., Shiga, Japan) and reverse-transcribed with oligo-(dT)16 primers to generate complementary DNA (cDNA). Quantitative polymerase chain reaction (qPCR) was performed according to the manufacturer's instructions using a QuantStudio 5 Real-Time PCR System (Applied Biosystems, Thermo Fisher Scientific) and TOPreal SYBR Green qPCR PreMIX (Enzynomics, Daejeon, Korea). A melting curve analysis was done to confirm amplicon specificity. Primer sequences are listed in Supplemental Table 4.

### ***Western blot analysis***

Tissues and cells were lysed using Tissue Protein Extraction Reagent or Mammalian Protein Extraction Reagent (#78510 or #78501, Thermo Fisher Scientific). Protein lysates were separated by SDS-PAGE and transferred to PVDF membranes. After blocking with 5% skim milk, blots were probed with primary antibodies targeting proteins of interest, followed by HRP-conjugated secondary antibodies. The information about the antibodies used is listed in Supplemental Table 5. Immunoreactive protein bands were visualized using a chemiluminescence system

(#WBKLS0500, Millipore, Merck KGaA) and the Fusion Solo S instrument (Vilber, Collégien, France).

### ***Bulk and single-nucleus RNA-sequencing***

For the MASLD cohort, liver tissues from 293 participants were used for total RNA isolation, followed by bulk RNA-seq, as previously described (1). Briefly, total RNA isolated from the liver tissue was used for sequencing on a HiSeq2500 platform. Reads were mapped and quantified using the human genome (hg19/GRCh37) based on GENCODE v19. Differentially expressed genes (DEGs) were identified using the DESeq2 packages (2), with adjustments for batch effects. snRNA-seq data were accessed from the NIH Bioproject PRJNA1221860 (GEO ID: GSE289173). The dataset includes 25 liver biopsy samples from MASLD patient. Cell type annotations and patient information were obtained from the associated paper (3).

For the murine model, RNA was extracted from liver tissues, and the total RNA concentration was assessed using the Quant-IT RiboGreen assay (#R11490, Invitrogen). RNA integrity was determined using the TapeStation RNA ScreenTape system (#5067-5576, Agilent Technologies), and only samples with a RIN exceeding 7.0 were selected for RNA library preparation. Library construction was performed independently for each sample using 0.5 µg of total RNA and the Illumina TruSeq Stranded Total RNA Library Prep Gold Kit (#20020599, Illumina, San Diego, CA, USA). 

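The sample labels describe another preparation of these libraries, with a stranded mRNA kit and 1 µg of RNA, where the methods give 0.5 µg of total RNA with removal of rRNA. In the deposited counts, Rn7s1, Rn7s2, Rn7sk, Rpph1 and Rmrp, RNAs without a poly(A) tail chosen after their counts were seen, together took 7.65%, 7.83% and 8.76% of all counts in LT replicates 1 to 3. In the libraries labelled Fpn-LKO they took 10.2%, 3.29% and 4.49%. Rn7s1 alone took between 1.34% and 4.57% of the counts over the 6 libraries.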

The library preparation process began with rRNA removal, followed by mRNA fragmentation using divalent cations under elevated temperatures. The fragmented RNA was then used for first-strand cDNA synthesis with SuperScript II reverse transcriptase (#18064014, Invitrogen) and random primers. Second-strand cDNA synthesis was carried out using DNA Polymerase I, RNase H, and dUTP. The resulting cDNA underwent end repair, addition of a single

“A” nucleotide, and adapter ligation. After PCR amplification, the libraries were purified, quantified, and validated using KAPA Library Quantification kits for Illumina Sequencing platforms and the TapeStation D1000 ScreenTape (#5067-5582, Agilent Technologies). The indexed libraries were subsequently sequenced in a paired-end format ( $2 \times 100$  bp) on an Illumina NovaSeq platform (Illumina) by Macrogen (Seoul, Korea).

Relative gene abundance was determined in read counts using StringTie. To identify DEGs, statistical analysis was conducted based on gene abundance estimates for each sample. Genes with more than one instance of zero read count were excluded. To enable log<sub>2</sub> transformation, a value of 1 was added to each filtered gene's read count. The filtered data were then log<sub>2</sub>-transformed and normalized using TMM method. Statistical significance was assessed using exactTest in edgeR, based on fold changes and the assumption of no differences between groups. The false discovery rate (FDR) was controlled by adjusting *P*-values with the Benjamini–Hochberg method. 

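With exactTest on the same TMM-scaled counts, 63 genes had an adjusted p-value under 0.05 after Benjamini-Hochberg adjustment, 44 higher and 19 lower in the libraries labelled Fpn-LKO, whose Slc40a1 count was not lower. These 63 included all 4 genes that passed the quasi-likelihood test. In simulated counts for 17012 genes, 200 were changed, with an absolute log2 fold change of 2. Among these, exactTest and DESeq2 each recovered 194 and the quasi-likelihood test 180. Unchanged genes called numbered 62 with exactTest, 64 with DESeq2 and 14 with the quasi-likelihood test. The methods' text names no fold-change threshold. At an unadjusted p-value under 0.05 in the quasi-likelihood test, a fold change of at least 1.5 left 515 genes and one of at least 2 left 312.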

Hierarchical clustering of DEGs was conducted using complete linkage and Euclidean distance metrics. Functional annotation, gene enrichment, and pathway analyses for significant gene sets were performed using gProfiler (<https://biit.cs.ut.ee/gprofiler/gost>) and the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway database (<http://www.genome.jp/kegg/pathway.html>). For gene set enrichment analysis (GSEA), RNA-Seq data were analyzed using GSEA 4.1.0 software and hallmark gene sets from the Molecular Signatures Database (<http://software.broadinstitute.org/gsea/msigdb>) v7.4. 

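The 17274 genes were ranked by the signal-to-noise ratio of log2 CPM, libraries labelled Fpn-LKO against LT, and tested with preranked enrichment (10000 permutations of genes, p-values adjusted by Benjamini-Hochberg over the 5 lists). The NES was -1.76 for the cholesterol biosynthesis list (adjusted p = 0.00538, preranked permutation), 1.75 for the inflammatory response list (adjusted p = 0.00538) and 1.51 for the ER stress response list (adjusted p = 0.0451). It was -0.87 for fatty acid synthesis (adjusted p = 0.662) and -1.22 for fatty acid oxidation (adjusted p = 0.231), which did not pass. The 12 genes of Supplemental Figure 6H had an NES of 1.78 (p = 0.00185, permutation of genes), on a list the paper shows for these same libraries. Permuting genes does not keep the correlation between them, so these p-values do not measure the spread between mice.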

FDR was used to determine the statistical significance of normalized enrichment scores (NES), with gene sets considered significant at  $FDR < 0.25$ .

### ***Transient transfection and luciferase reporter assay***

Human *FETUA* and *LECT2* promoter reporter vectors were obtained from GeneCopoeia (Rockville, MD, USA). Cells were transfected with each reporter construct along with either a Mock or FoxO1 overexpressing plasmid using Lipofectamine 2000 (#11668027, Invitrogen, Thermo Fisher Scientific). The promoter activities were assessed using the Secrete-Pair Dual Luminescence Assay Kit (#LF032, GeneCopoeia), which enables the quantification of *Gaussia* Luciferase (GLuc) and Secreted Alkaline Phosphatase (SEAP) activities in cell culture media.

### ***ChIP assay***

ChIP assays were performed using the Enzymatic Chromatin IP kit (#9003, Cell Signaling Technology). Cells were fixed with 1% formaldehyde for 15 minutes at room temperature to cross-link chromatin complexes, then quenched with 125 mM glycine. Following cell lysis, chromatin was harvested, fragmented, and immunoprecipitated overnight at 4°C with antibodies against FoxO1 (#2880, Cell Signaling Technology) or nonspecific IgG (#2729, Cell Signaling Technology). Data were normalized to input levels, and primer sequences for ChIP are listed in Supplemental Table 4.

### ***Measurement of Fetuin-A and LECT2***

Serum levels of Fetuin-A and LECT2 were measured using commercially available ELISA kits (mouse Fetuin-A, #MFTA00, R&D Systems, Minneapolis, MN, USA; mouse LECT2, #MBS2705836, MyBioSource, San Diego, CA, USA; human Fetuin-A, #CSB-E12882h, Cusabio, Houston, TX, USA; human LECT2, #CSB-EL012855HU, Cusabio) according to the manufacturers' instructions.

### ***Hepatokine treatment experiments***

Differentiated 3T3-L1 adipocytes or C2C12 myotubes were treated with exogenous Fetuin-A (100 µg/mL; # F3004, Sigma-Aldrich), and/or LECT2 (200 ng/mL; # CSB-MP012855MO, Cusabio) for 3 hours, followed by insulin stimulation.

### ***Iron modulation experiments***

For pharmacological iron chelation, following 4 weeks of HFD feeding, mice were administered vehicle (PBS) or DFP (100 mg/kg; #379409, Sigma-Aldrich) via oral gavage six days per week for 5 weeks while remaining on HFD. For iron loading, after 2 weeks of HFD feeding, mice received intravenous injections of iron dextran at 2-hour intervals for a total of three administrations. Metabolic assessments were performed 24 h after the final injection.

## ***References***

1. Yoo T, et al. Disease-specific eQTL screening reveals an anti-fibrotic effect of AGXT2 in non-alcoholic fatty liver disease. *J Hepatol.* 2021;75(3):514-523.
2. Love MI, et al. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.* 2014;15(12):550.
3. Hong SE, et al. Single-cell eQTL analysis identifies genetic variation underlying metabolic dysfunction-associated steatohepatitis. *Nat Genet.* 2025;57(7):1638-1648.

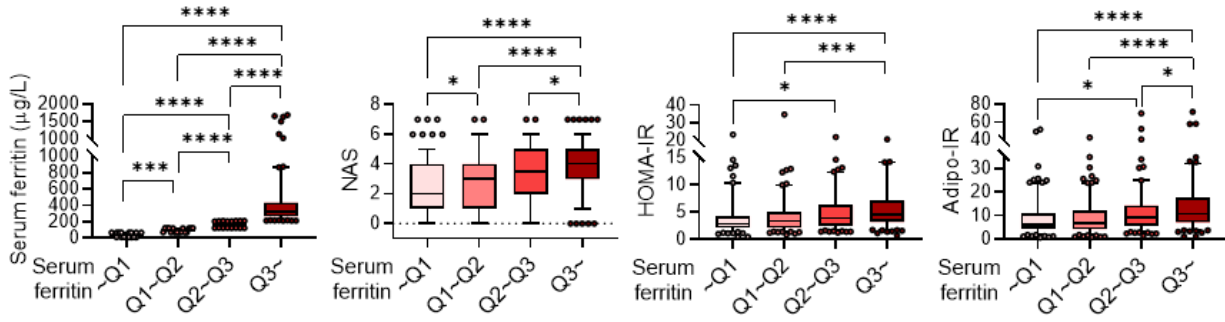

**Supplemental Figure 1. Association of metabolic parameters with serum ferritin quartiles.**

Analyses of NAS, HOMA-IR, and Adipo-IR stratified by serum ferritin quartiles. Box-and-whisker plots show the median, interquartile range, and 5th–95th percentiles. Statistical analyses were performed using one-way ANOVA followed by Tukey’s multiple comparisons test. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$ .

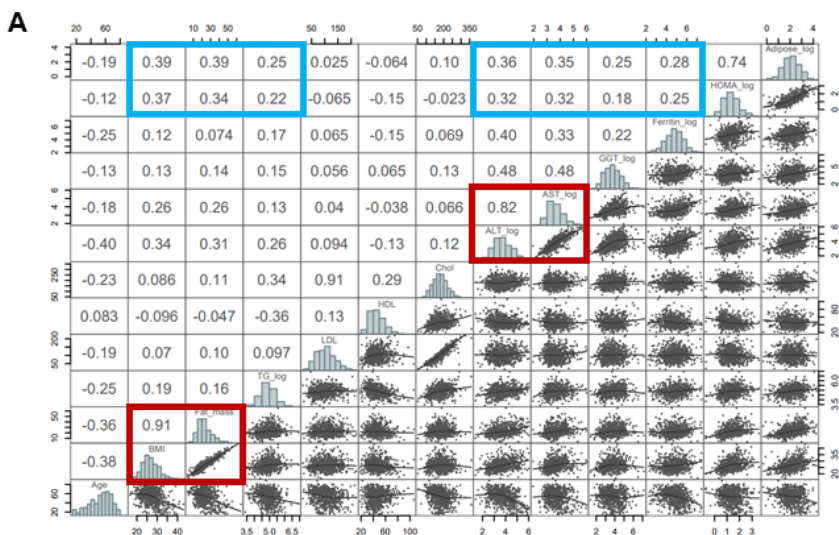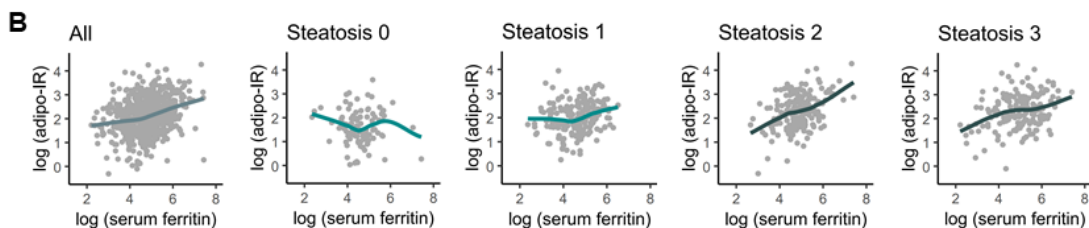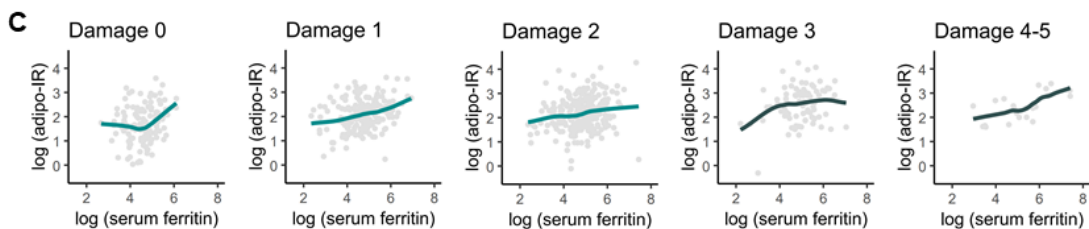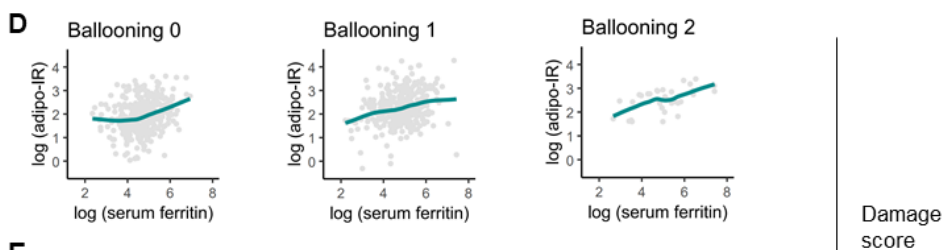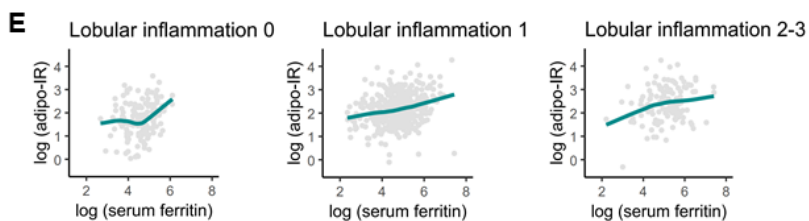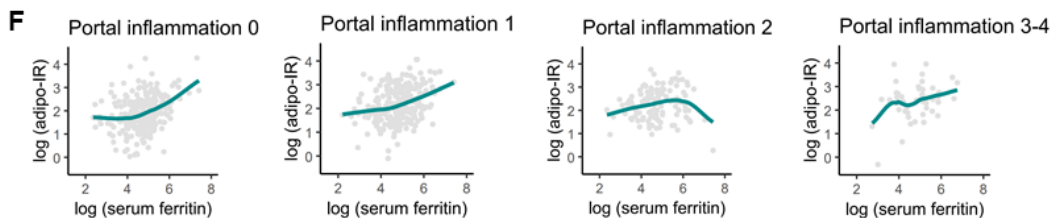

Damage score

**Supplemental Figure 2. Relationship between clinicopathological variables and insulin resistance.**

(A) Pearson's correlation coefficients between clinicopathological variables and insulin resistance parameters in MASLD patients. Blue rectangles indicate variables with a correlation coefficient of 0.25 or higher with insulin resistance (either adipo-IR or HOMA-IR), which were considered covariates in the regression analysis. Red rectangles indicate a very high correlation between two given variables. To avoid multicollinearity, only one of the variables with a higher correlation coefficient was selected from each red rectangle.

(B–C) Association between serum ferritin and adipo-IR according to steatosis severity (B) or liver damage status (C).

(D–F) Scatter plots with LOESS lines illustrating the relationship between serum ferritin and adipo-IR based on hepatocyte ballooning (D), lobular inflammation (E), and portal inflammation levels (F).

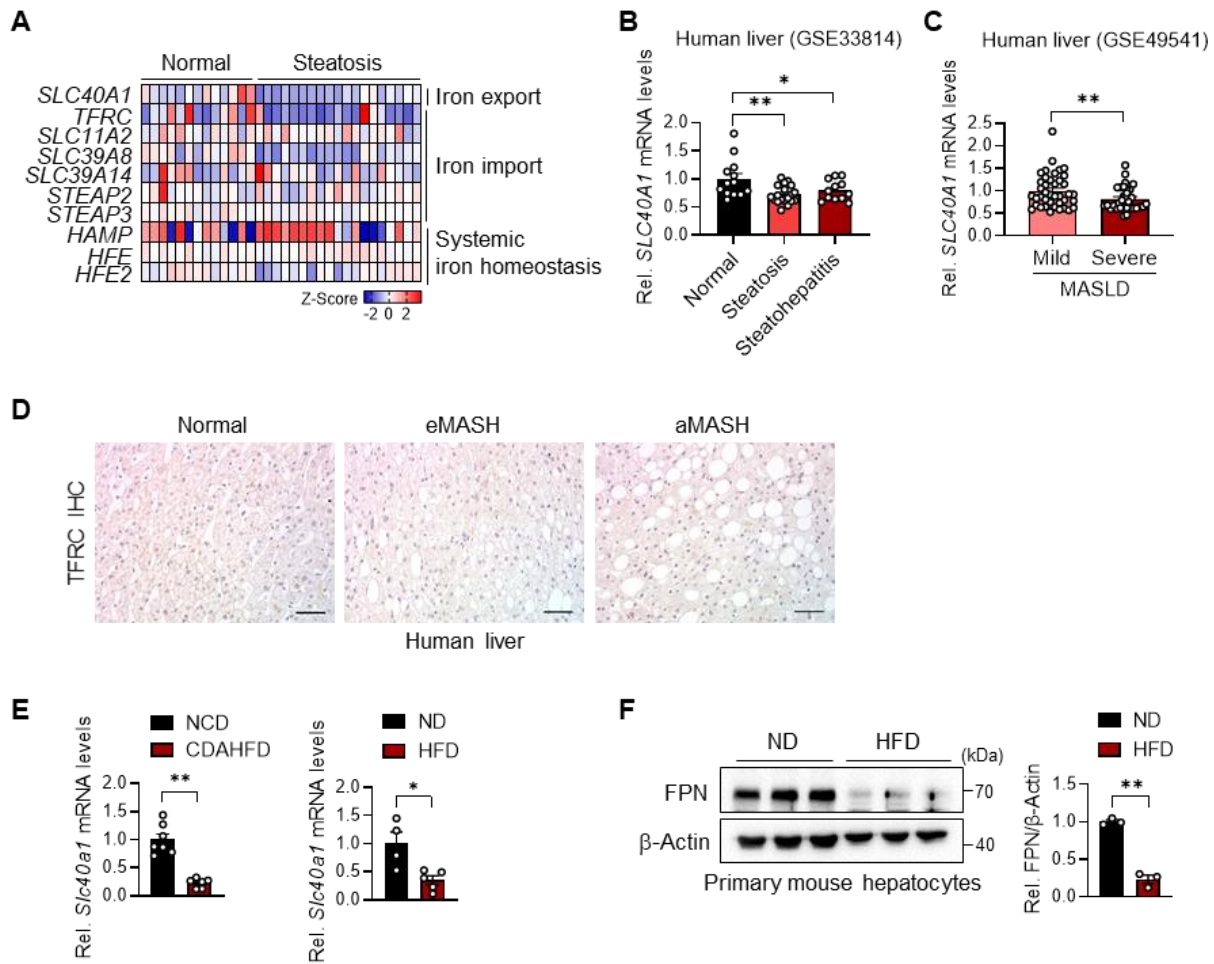

**Supplemental Figure 3. Identification of FPN as a key iron-regulatory molecule altered in MASLD.**

(A) Heatmap depicting hepatic gene expression related to iron homeostasis in healthy controls versus patients with hepatic steatosis (GSE33814).

(B–C) Hepatic FPN mRNA expression comparing healthy controls ( $n = 13$ ), steatosis ( $n = 19$ ), and steatohepatitis ( $n = 12$ ) patients (B, GSE33814), as well as mild ( $n = 40$ ) vs. severe MASLD ( $n = 32$ ) cases (C, GSE49541).

(D) Immunohistochemical staining of TFRC in liver tissues from normal controls and patients with MASLD. eMASH, early MASH defined as MASH with no or mild fibrosis (F0–1); aMASH,

advanced MASH defined as MASH with fibrosis stage  $F \geq 2$ . Scale bars: 20  $\mu\text{m}$ .

(E) Hepatic Fpn mRNA levels in mice fed CDAHFD ( $n = 6-7$  per group) or HFD ( $n = 4-5$  per group).

(F) Western blot analysis of FPN in primary hepatocytes isolated from HFD-fed mice ( $n = 3$  per group).

Data are presented as mean  $\pm$  SEM. Statistical analyses were conducted using unpaired two-tailed Student's *t*-tests (C, E, and F) or one-way ANOVA followed by Tukey's multiple comparisons test (B). \* $p < 0.05$ , \*\* $p < 0.01$ .

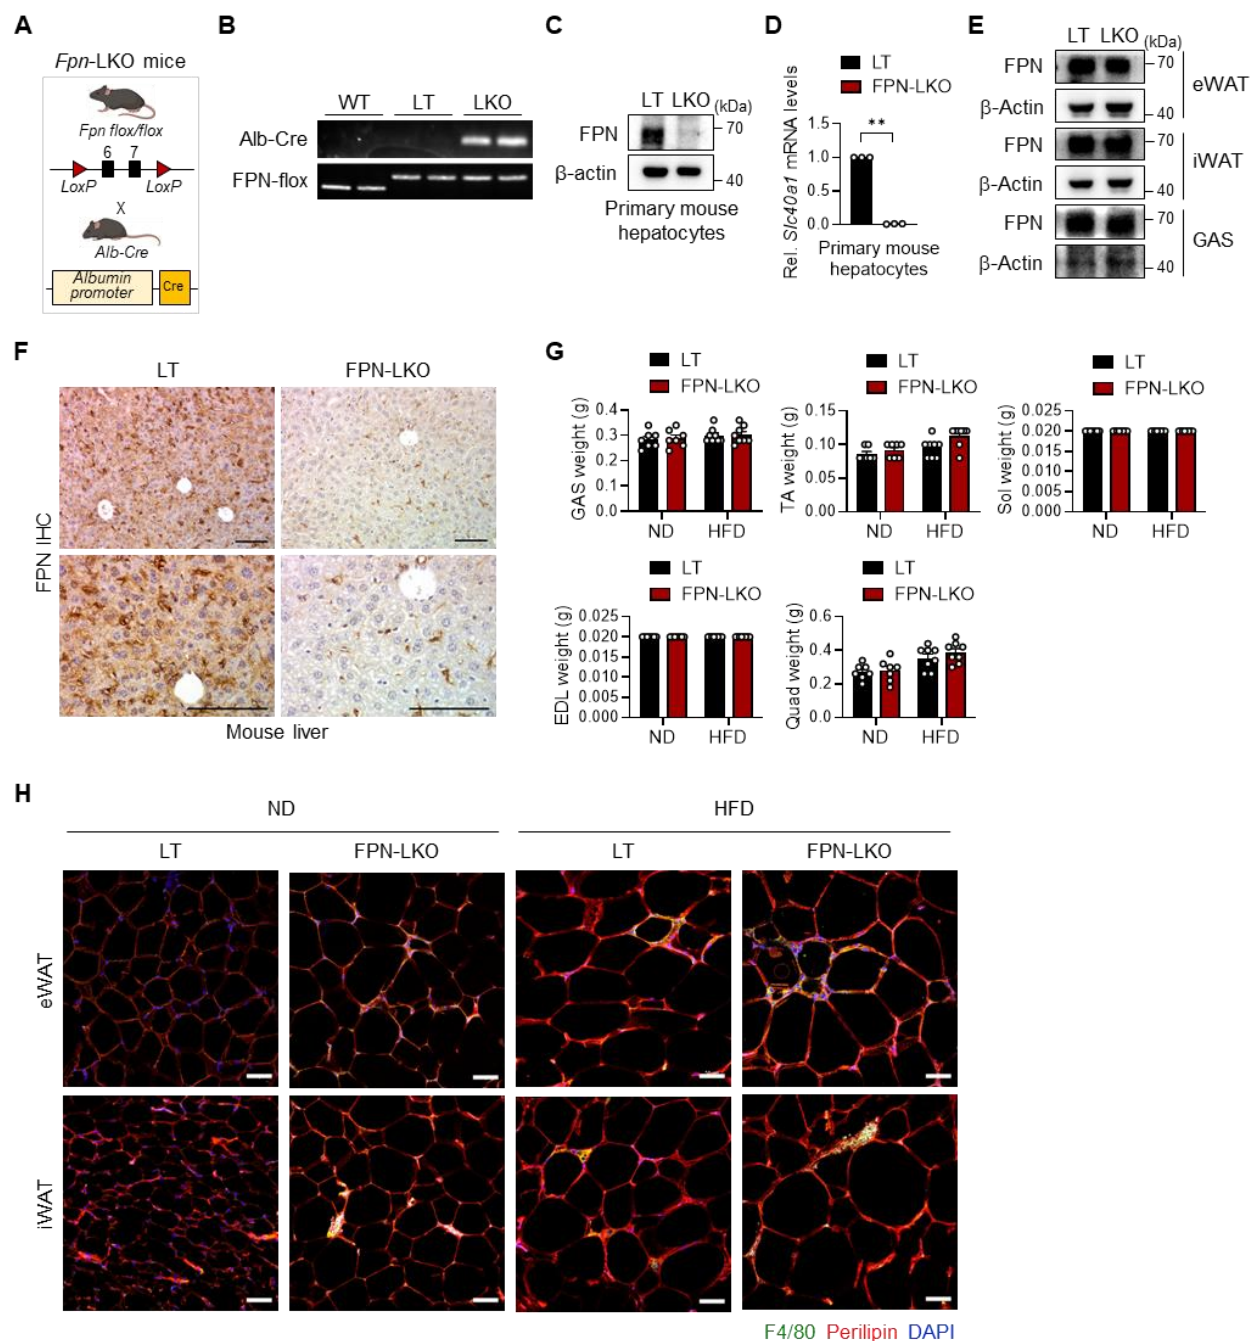

**Supplemental Figure 4. Generation of hepatocyte-specific FPN-deficient mice.**

(A) Strategy for generating *Fpn*-LKO mice by crossing *Fpn*<sup>flox/flox</sup> and *Alb-Cre* mice.

(B) Genotyping of *Fpn*-LKO mice.

(C–E) Validation of hepatocyte-specific FPN deletion in primary hepatocytes and other metabolic tissues from *Fpn*-LKO mice.

(F) Immunohistochemical staining of FPN confirming hepatocyte-specific FPN deletion. Scale bars represent 20  $\mu\text{m}$  (upper images) or 50  $\mu\text{m}$  (lower images).

(G) Skeletal muscle weights of LT control and *Fpn*-LKO mice fed ND or HFD ( $n = 7\text{--}8$  per group).

(H) Immunostaining of F4/80 and perilipin in eWAT and iWAT. Scale bars: 50  $\mu\text{m}$ .

Data are presented as mean  $\pm$  SEM. Statistical analyses were conducted using unpaired two-tailed Student's *t*-tests. \*\* $p < 0.01$ .

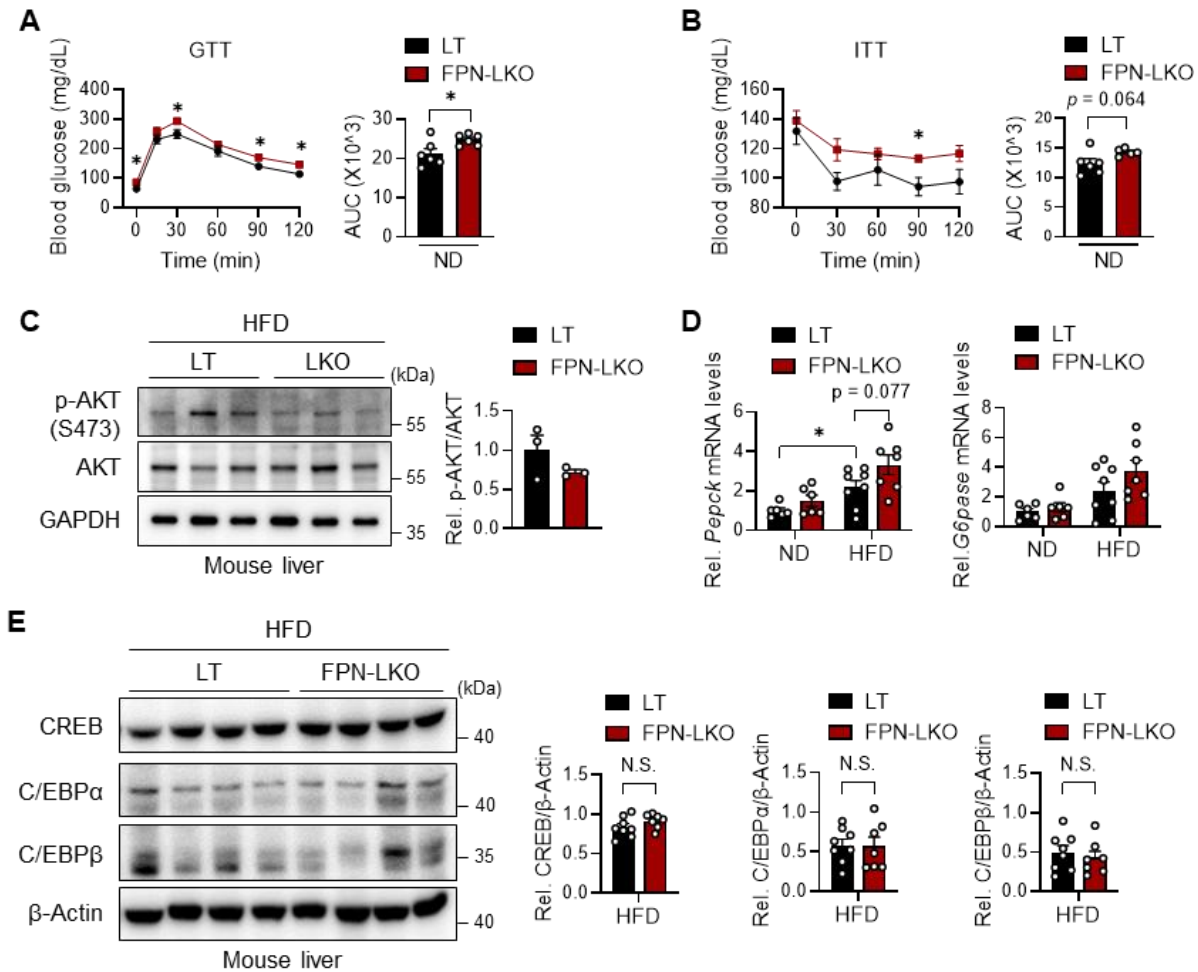

### Supplemental Figure 5. No changes in hepatic gluconeogenesis in Fpn-LKO mice.

(A) GTT analysis in the ND-fed mice ( $n = 6$  per group).

(B) ITT analysis in the ND-fed mice ( $n = 5-6$  per group).

(C) Western blot analysis of p-Akt (S473) in liver tissues from the HFD-fed mice. The relative band intensities were quantified.

(D) qPCR analysis for hepatic gluconeogenic enzyme genes ( $n = 6-8$  per group).

(E) Western blot analysis of transcriptional regulators of gluconeogenesis ( $n = 7-8$  per group).

Data are presented as mean  $\pm$  SEM. Statistical analyses were conducted using unpaired two-tailed Student's  $t$ -tests. \* $p < 0.05$ , N.S., not significant.

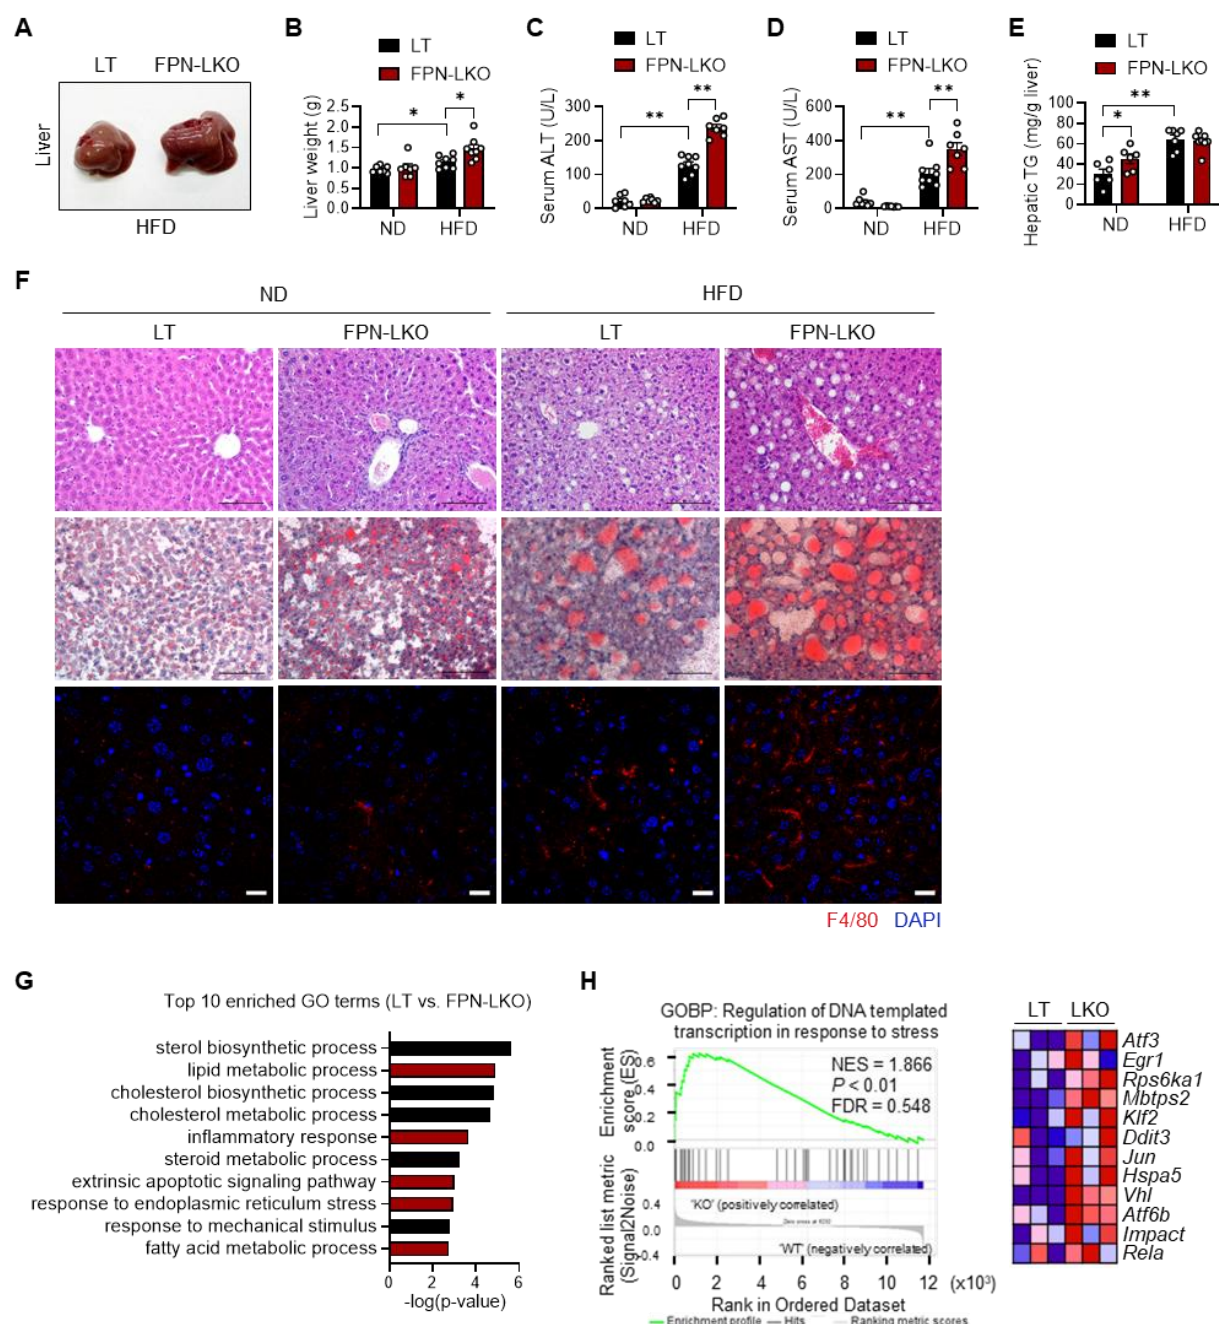

**Supplemental Figure 6. Steatohepatitis development in Fpn-LKO mice.**

(A–B) Gross morphology and liver weights of LT control and *Fpn*-LKO mice fed ND or HFD ( $n = 7$ –8 per group).

(C–D) Serum ALT and AST activities ( $n = 7$ –8 per group).

(E) Hepatic triglyceride (TG) levels ( $n = 6$ –8 per group).

(F) H&E and Oil Red O staining of liver sections. Scale bars: 50  $\mu$ m. Immunostaining for F4/80 in liver sections. Scale bars: 20  $\mu$ m.

(G–H) Gene ontology (GO) and gene set enrichment analysis (GSEA) plots based on liver RNA-seq data from LT control and *Fpn*-LKO mice ( $n = 3$  per group).

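All 12 genes of the heat map in Supplemental Figure 6H had a positive log2 fold change, taking the libraries labelled Fpn-LKO over LT although Slc40a1 itself was not lower in them. The paper's text does not state how these genes were chosen. The figure is based on the same libraries, so neither their shared direction nor an adjustment over these genes alone is an independent test. Over all genes tested, none of the 12 passed (adjusted p from 0.834 to 0.991 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 5 had an unadjusted p-value under 0.05. Adjusted over the 12 genes alone, 3 passed with this edgeR test and 5 with DESeq2 or exactTest. Mbtps2 rose from 5.08 ± 0.255 to 7.92 ± 1.08 CPM (SD, n = 3 each), a log2 fold change of 0.64 with a standard error of 0.17. Vhl rose from 10.5 ± 0.124 to 14.5 ± 1.59 CPM (SD, n = 3 each), a log2 fold change of 0.46 with a standard error of 0.13. For Rps6ka1 the means were 4.23 ± 1.53 and 8.68 ± 2.48 CPM (SD, n = 3 each), and the log2 fold change was 1.04 with a standard error of 0.31. The groups of these genes did not overlap. In all, 5 of the 12 genes had groups that do not overlap. Chance gives 10% of genes, but that rate holds for genes chosen without these libraries, so it does not test this list. Atf3 and Hspa5 had log2 fold changes of 1.78 and 0.81, but their groups overlapped (exact two-sided permutation test, p = 0.2 for each). The other 7 genes had log2 fold changes from 0.30 to 1.39 and unadjusted p-values from 0.0520 to 0.377 by the same edgeR test. The 17 immediate-early genes outside the list had a mean log2 fold change of 0.19, with 11 positive and 6 negative, and their per-library means overlapped between the groups.

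**Figure D3:**
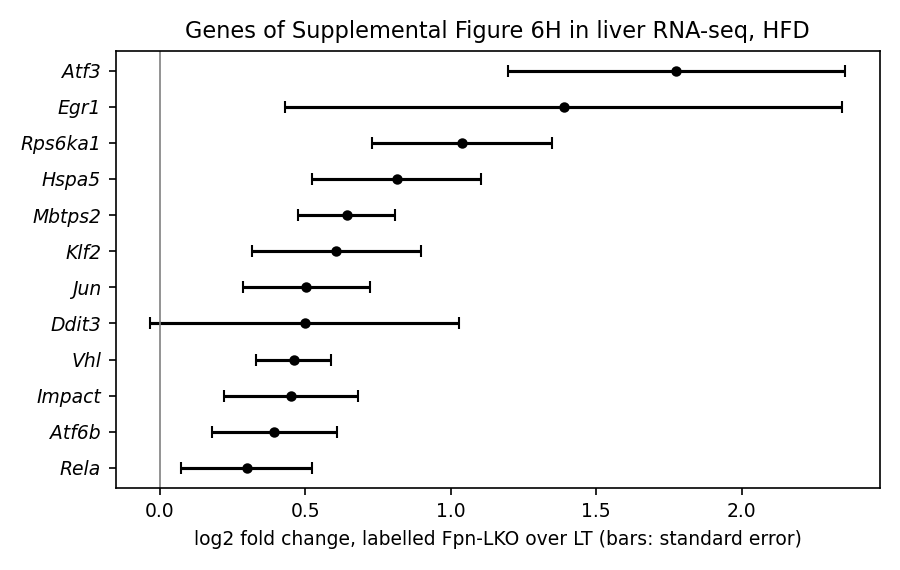
Log2 fold change of the 12 genes, libraries labelled Fpn-LKO over LT, with bars for the standard error from edgeR's quasi-likelihood fit (3 mice per group). All 12 points lie above 0, from 0.30 for Rela to 1.78 for Atf3, and the bar of Ddit3 reaches below 0.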

Data are presented as mean  $\pm$  SEM. Statistical analyses were conducted using unpaired two-tailed Student's *t*-tests. \* $p < 0.05$ , \*\* $p < 0.01$ .

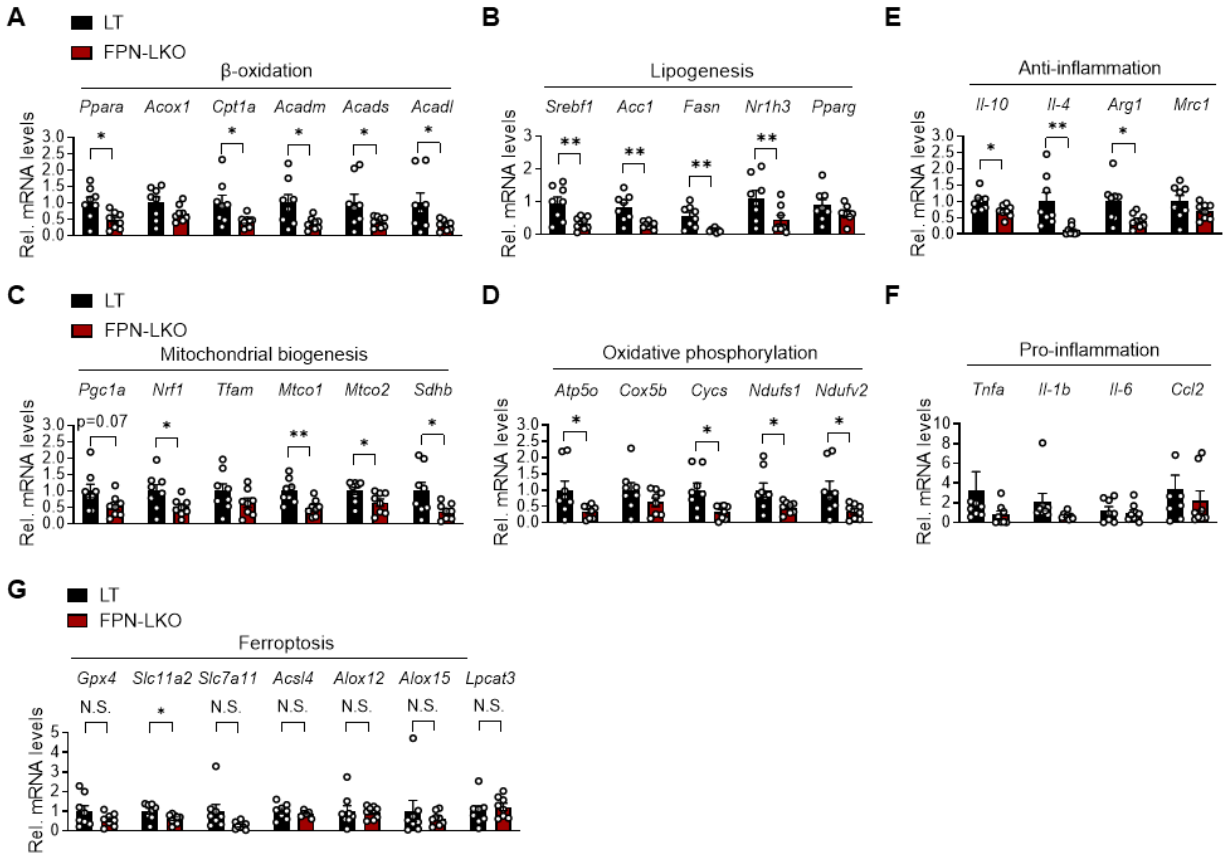

### Supplemental Figure 7. Hepatic transcript levels in Fpn-LKO mice.

(A–G) qPCR analysis of genes involved in lipid metabolism (A and B), mitochondrial function (C and D), inflammation (E and F), and ferroptosis (G) ( $n = 8$  per group).

Data are presented as mean  $\pm$  SEM. Statistical analyses were conducted using unpaired two-tailed

Student's  $t$ -tests. \* $p < 0.05$ , \*\* $p < 0.01$ . N.S., not significant.

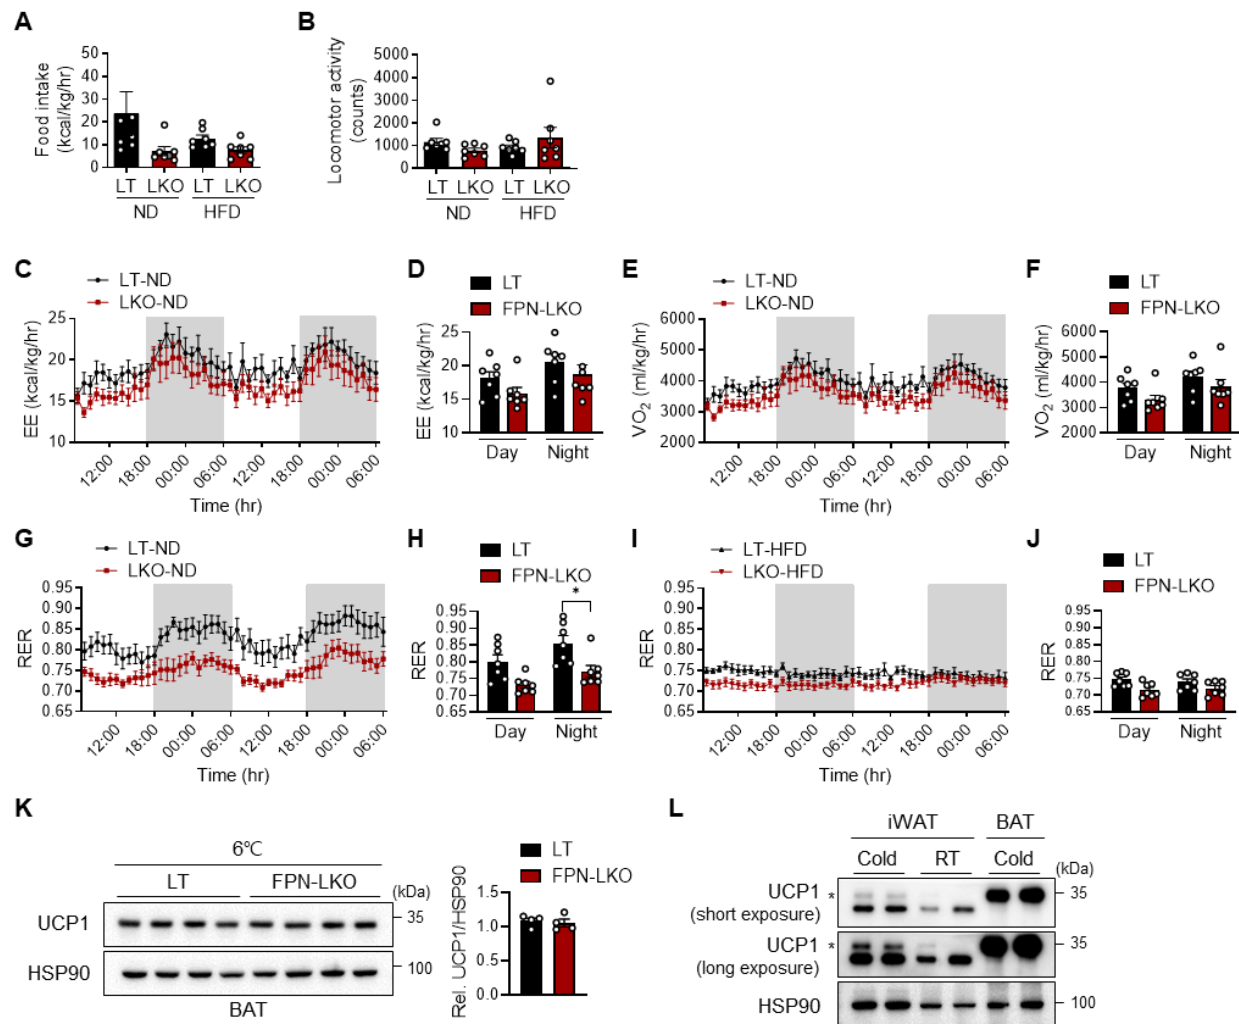

**Supplemental Figure 8. No changes in food intake and locomotor activities in *Fpn*-LKO mice.**

(A–B) Metabolic cage studies showing no significant differences in energy intake and physical activity of LT control versus *Fpn*-LKO mice fed ND or HFD ( $n = 7$  per group).

(C–F) Energy expenditure and oxygen consumption rate in the ND-fed mice ( $n = 7$  per group).

(G–J) Respiratory exchange ratio (RER) in the ND- or HFD-fed mice ( $n = 7$  per group).

(K) Western blot analysis of UCP1 in BAT from mice following cold exposure at 6°C for 48 h.

The relative band intensities were quantified.

(L) Western blot analysis of UCP1 in iWAT, with BAT used as a positive control.

Data are presented as mean  $\pm$  SEM. Statistical analyses were conducted using unpaired two-tailed Student's *t*-tests. \* $p < 0.05$ .

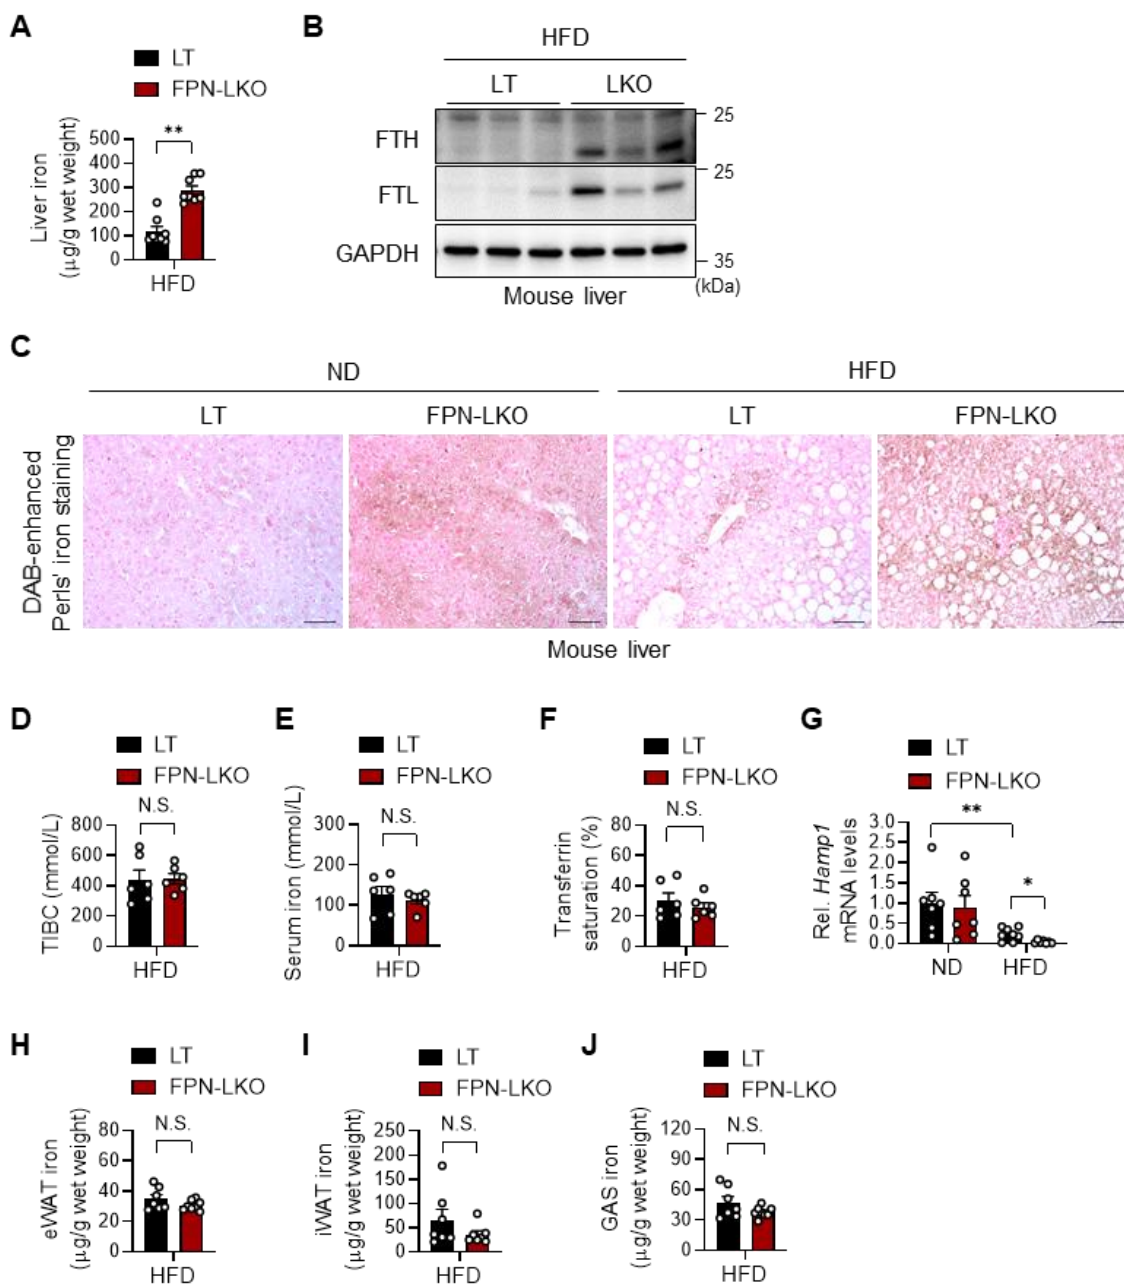

**Supplemental Figure 9. Hepatic iron overload without alterations in iron levels of other metabolic tissues in *Fpn*-LKO mice.**

(A–B) Hepatic iron accumulation evaluated by measuring liver iron content and performing Western blot analysis of ferritin heavy and light chain (FTH and FTL) expression in HFD-fed LT and *Fpn*-LKO mice ( $n = 8$  per group).

(C) DAB-enhanced Perls' staining confirming hepatic iron accumulation in *Fpn*-LKO mice. Scale bars: 20  $\mu$ m.

(D–F) Measurement of total iron-binding capacity (TIBC), serum iron content, and transferrin saturation in the HFD-fed mice ( $n = 6$  per group).

(G) qPCR analysis of hepatic hepcidin expression in LT and *Fpn*-LKO mice ( $n = 7$ –8 per group).

(H–J) Measurement of iron levels in eWAT ( $n = 7$ –8 per group), iWAT ( $n = 7$  per group), and GAS tissues ( $n = 7$ –8 per group).

Data are presented as mean  $\pm$  SEM. Statistical analyses were conducted using unpaired two-tailed Student's *t*-tests. \* $p < 0.05$ , \*\* $p < 0.01$ , N.S., not significant.

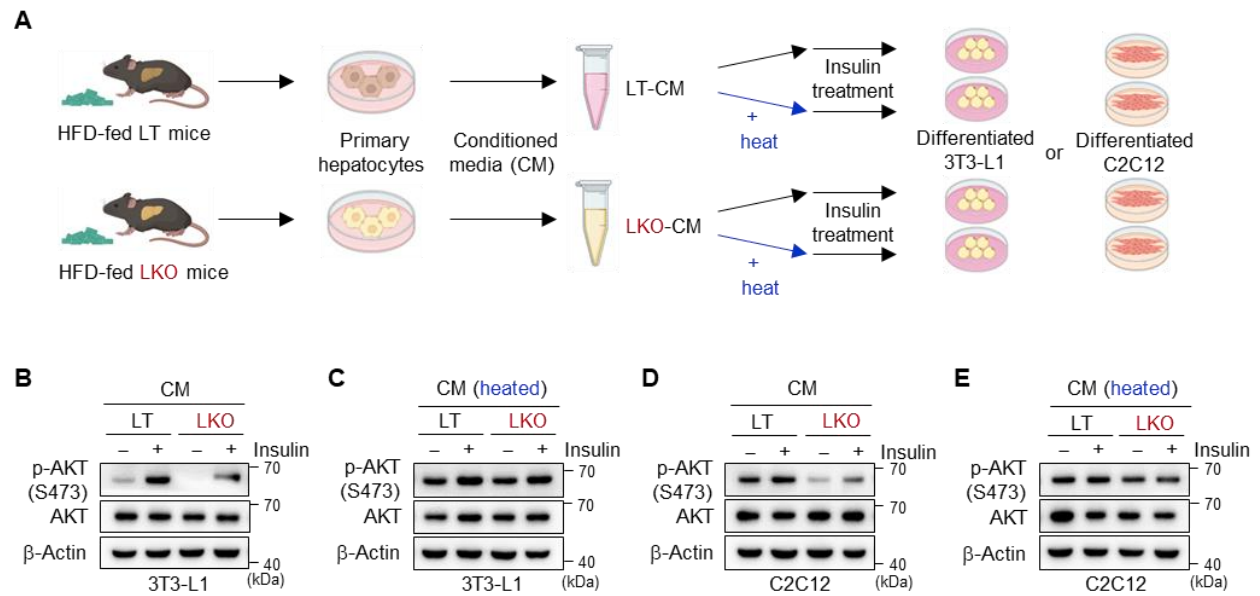

**Supplemental Figure 10. Effects of conditioned media from FPN-deficient hepatocytes on insulin signaling in adipocytes and myotubes.**

(A) Schematic of the experimental design to investigate potential inter-organ crosstalk between the liver and adipose tissue or skeletal muscle in metabolic dysfunction induced by hepatic FPN deficiency. Conditioned media (CM) were collected from primary hepatocytes of LT control and *Fpn*-LKO mice, and used either in their native form or after heat inactivation (90°C for 30 min). (B–E) Western blot analysis of p-Akt (S473) in differentiated 3T3-L1 adipocytes (B, C) and C2C12 myotubes (D, E) following insulin stimulation (10 nM, 15 min) after 24 h treatment with CM described in panel A.

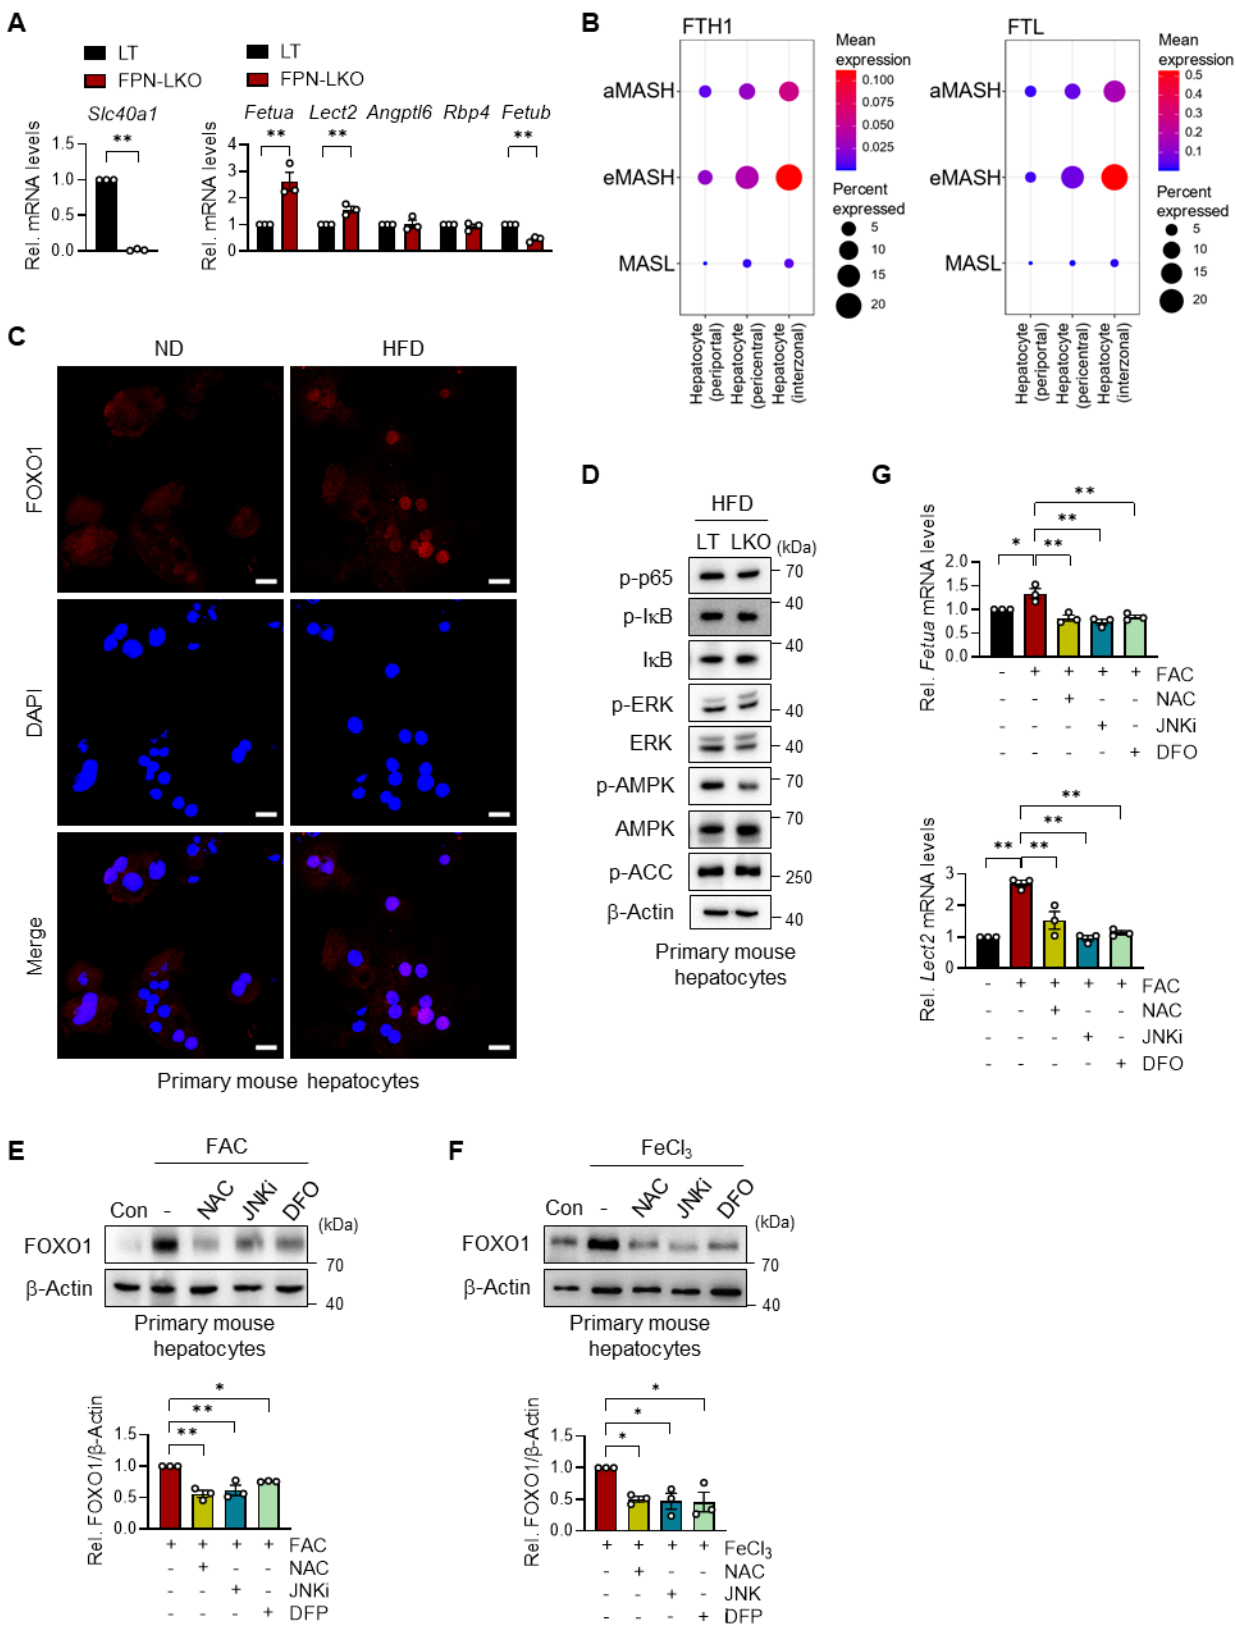

**Supplemental Figure 11. Iron-induced FoxO1 expression via ROS-dependent JNK signaling.**

(A) qPCR validation of mRNA expression of the indicated hepatokines in primary hepatocytes isolated from HFD-fed LT and *Fpn*-LKO mice ( $n = 3$  per group).

(B) snRNA-seq analysis showing hepatocyte FTH1 and FTL expression in patients with MASLD according to disease severity.

(C) Immunofluorescence staining indicating FoxO1 activation in primary hepatocytes from HFD-fed mice compared to ND-fed mice. Scale bars: 20  $\mu\text{m}$ .

(D) Western blot analysis of signaling pathway molecules known to regulate Fetuin-A or LECT2.

(E–F) Western blot analysis of FoxO1 in primary mouse hepatocytes treated with ferric ammonium citrate (FAC) or ferric chloride ( $\text{FeCl}_3$ ), with or without pre-treatment with N-acetylcysteine (NAC, 10 mM), the JNK inhibitor (SP600125, 50  $\mu\text{M}$ ), or deferoxamine (DFO, 100  $\mu\text{M}$ ).

(G) qPCR analysis of Fetuin-A and LECT2 in primary mouse hepatocytes treated similarly to those in panel E.

Data are presented as mean  $\pm$  SEM. Statistical analyses were conducted using unpaired two-tailed Student's *t*-tests (A) or one-way ANOVA followed by Tukey's multiple comparisons test (E–G).

\* $p < 0.05$ , \*\* $p < 0.01$ .

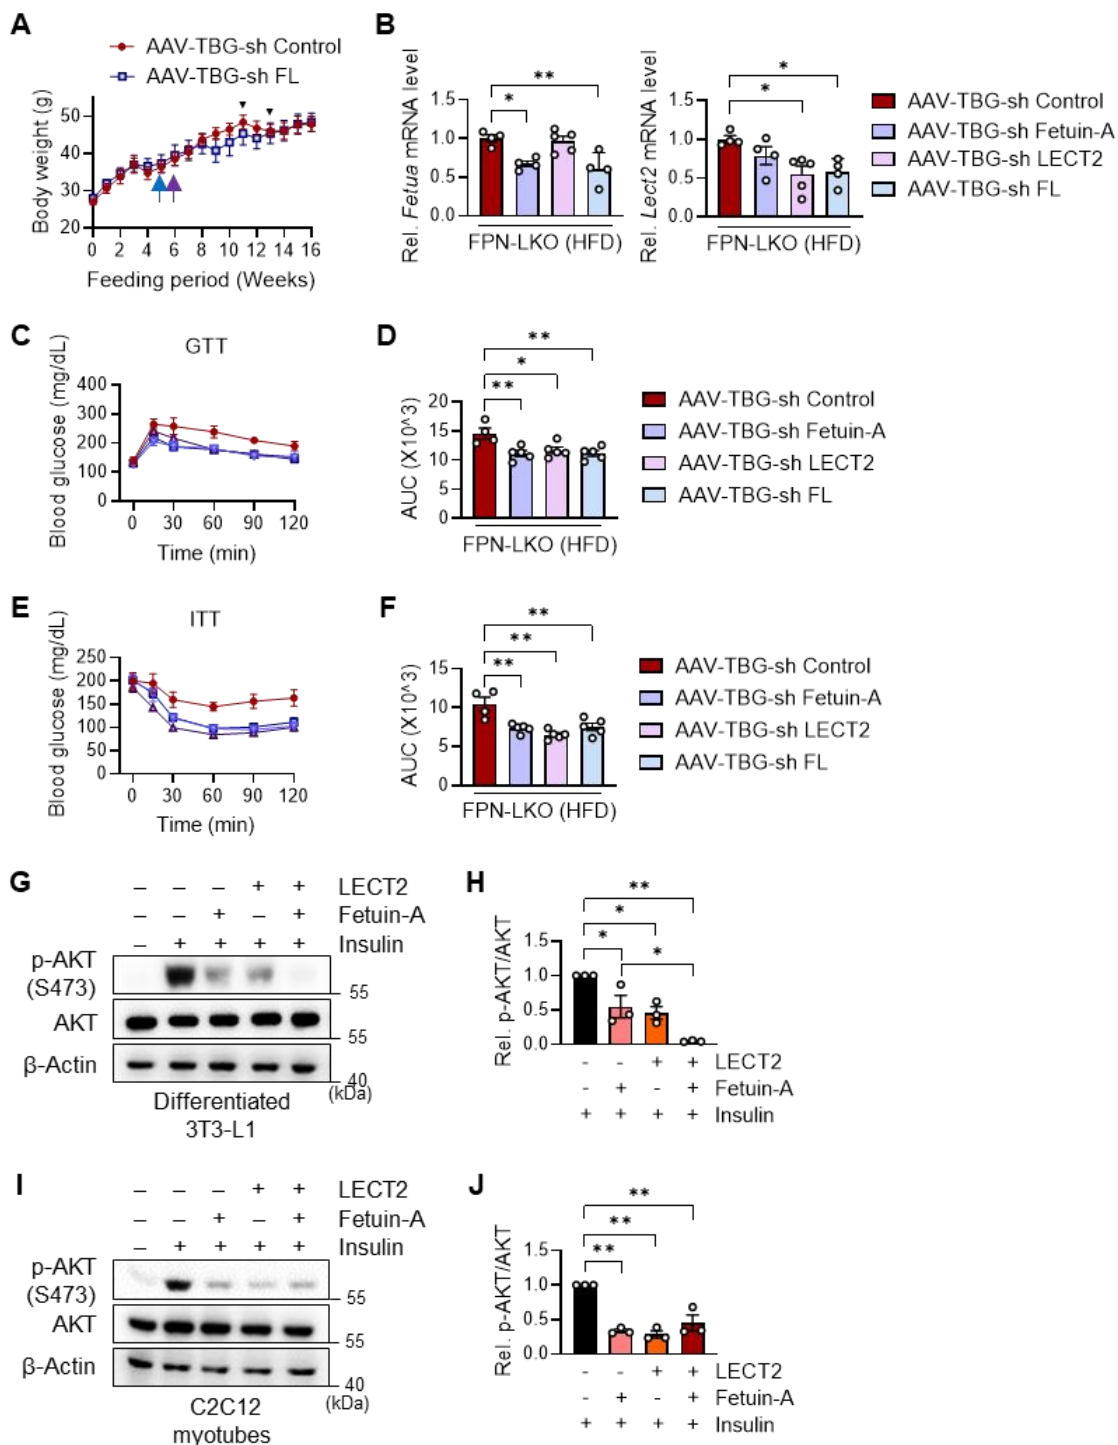

**Supplemental Figure 12. Single and combined effects of Fetuin-A and LECT2 on insulin sensitivity.**

(A) Body weight curves of Fpn-LKO mice injected with AAV vectors for hepatocyte-specific

knockdown of Fetuin-A and LECT2 (AAV-TBG-sh FL) ( $n = 6-7$  per group). Arrows indicate the time points of AAV injection, and arrowheads indicate the timing of GTT and ITT analyses.

**(B)** qPCR analysis confirming selective knockdown of Fetuin-A and LECT2 ( $n = 4-5$  per group).

**(C–D)** GTT analysis ( $n = 4-5$  per group).

**(E–F)** ITT analysis ( $n = 4-5$  per group).

**(G–J)** Effects of exogenous Fetuin-A and/or LECT2 on insulin signaling in differentiated 3T3-L1 adipocytes (**G** and **H**) and C2C12 myotubes (**I** and **J**) ( $n = 3$  per group).

Data are presented as mean  $\pm$  SEM. Statistical analyses were conducted using one-way ANOVA followed by Tukey's multiple comparisons test. \* $p < 0.05$ , \*\* $p < 0.01$ .

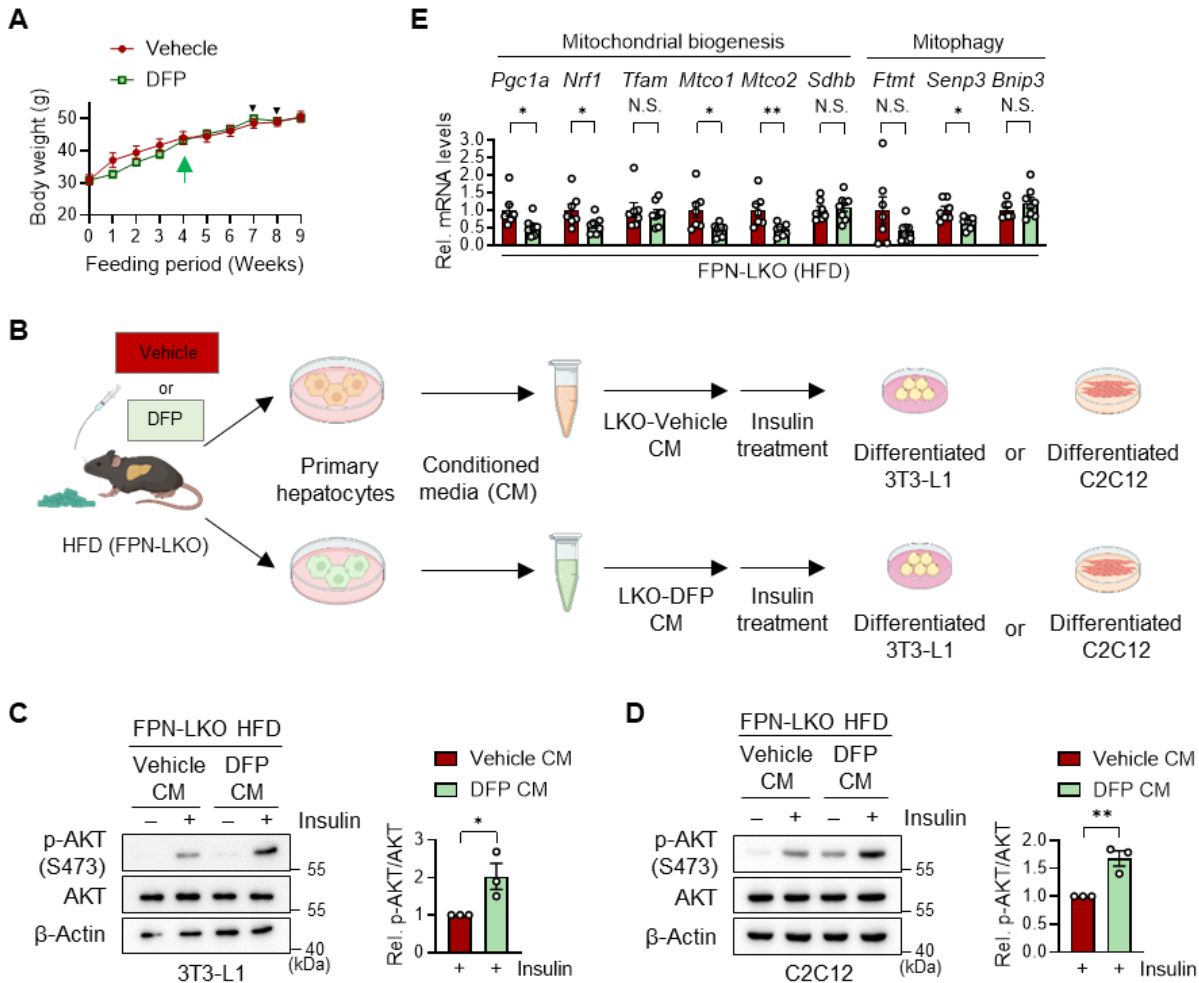

**Supplemental Figure 13. Enhancement of insulin signaling by conditioned media from DFP-treated hepatocytes.**

(A) Body weight curves of *Fpn*-LKO mice treated with deferiprone (DFP) during HFD feeding ( $n = 7-8$  per group). Arrows indicate the time points of DFP administration, and arrowheads indicate the timing of GTT and ITT analyses.

(B) Experimental design to examine the effect of conditioned media (CM) collected from primary hepatocytes derived from *Fpn*-LKO mice treated with vehicle or DFP during HFD feeding on insulin signaling.

(C-D) Enhanced effects of CM from DFP-treated hepatocytes on insulin signaling in differentiated

3T3-L1 adipocytes (**C**) and C2C12 myotubes (**D**) ( $n = 3$  per group).

(**E**) qPCR analysis of gene involved in mitochondrial biogenesis and mitophagy ( $n = 7-8$  per group).

Data are presented as mean  $\pm$  SEM. Statistical analyses were conducted using unpaired two-tailed Student's *t*-tests. \* $p < 0.05$ , \*\* $p < 0.01$ . N.S., not significant.

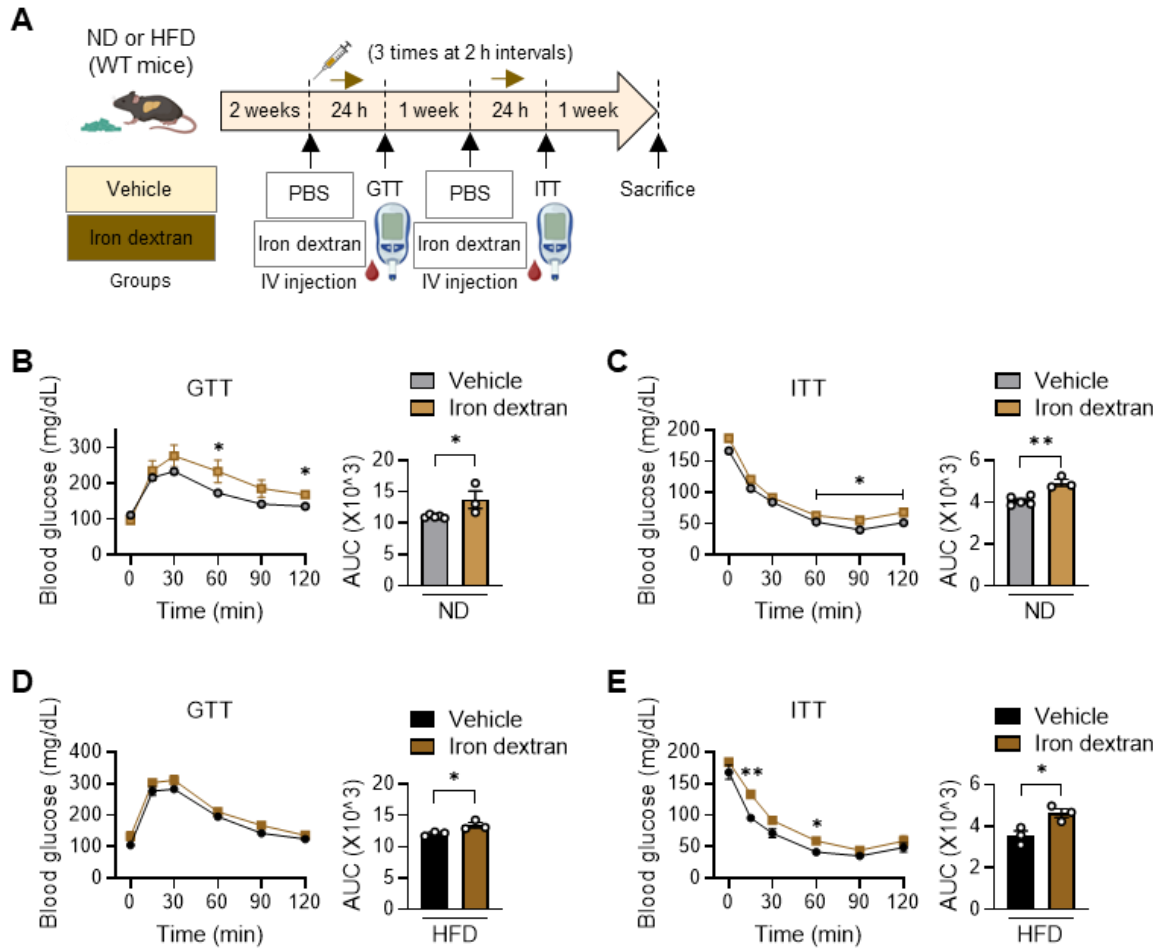

**Supplemental Figure 14. Effect of iron dextran injection on insulin sensitivity in mice.**

(A) Administration protocol of iron dextran in mice fed ND or HFD.

(B–C) GTT and ITT analyses in ND-fed mice ( $n = 3–5$  per group).

(D–E) GTT and ITT analyses in HFD-fed mice ( $n = 3$  per group).

Data are presented as mean  $\pm$  SEM. Statistical analyses were conducted using unpaired two-tailed Student's  $t$ -tests. \* $p < 0.05$ , \*\* $p < 0.01$ .

**Supplemental Table 1. Baseline characteristics of patients with MASLD.**

| Clinical and pathological characteristics |                            |   | All<br>(n=656) |         | Male<br>(n=323) |         | Female<br>(n=333) |         |
|-------------------------------------------|----------------------------|---|----------------|---------|-----------------|---------|-------------------|---------|
|                                           |                            |   | Median (IQR)   |         | Median (IQR)    |         | Median (IQR)      |         |
| Clinical characteristics                  | Age (year)                 |   | 56.0           | (22.3)  | 50.0            | (23.0)  | 60.0              | (15.0)  |
|                                           | Adipo-IR                   |   | 8.2            | (8.5)   | 7.7             | (7.4)   | 9.0               | (9.6)   |
|                                           | HOMA-IR                    |   | 3.7            | (3.3)   | 3.5             | (3.1)   | 3.9               | (3.4)   |
|                                           | BMI (kg/m <sup>2</sup> )   |   | 26.5           | (5.3)   | 26.9            | (5.0)   | 26.0              | (5.5)   |
|                                           | Fat mass (kg)              |   | 21.7           | (9.6)   | 20.5            | (9.7)   | 22.3              | (10.1)  |
|                                           | TG (mg/dL)                 |   | 134.0          | (84.0)  | 143.0           | (88.0)  | 123.0             | (70.0)  |
|                                           | LDL (mg/dL)                |   | 102.0          | (49.9)  | 100.0           | (52.0)  | 104.6             | (46.8)  |
|                                           | HDL (mg/dL)                |   | 45.0           | (15.3)  | 41.0            | (15.0)  | 49.0              | (16.0)  |
|                                           | Total cholesterol (mg/dL)  |   | 179.0          | (54.3)  | 175.0           | (56.0)  | 182.0             | (54.0)  |
|                                           | ALT (IU/L)                 |   | 40.0           | (51.3)  | 47.0            | (54.0)  | 35.0              | (41.0)  |
|                                           | AST (IU/L)                 |   | 36.0           | (29.3)  | 36.0            | (27.0)  | 37.0              | (32.0)  |
|                                           | GGT (IU/L)                 |   | 41.0           | (54.0)  | 45.0            | (58.5)  | 37.0              | (46.0)  |
|                                           | Serum ferritin (ng/mL)     |   | 123.3          | (142.5) | 164.2           | (166.3) | 94.0              | (112.2) |
|                                           |                            |   | n              | (%)     | n               | (%)     | n                 | (%)     |
| Hepatic pathological index                | Steatosis score            | 0 | 108            | (16.5)  | 49              | (15.2)  | 59                | (17.7)  |
|                                           |                            | 1 | 186            | (28.4)  | 98              | (30.3)  | 88                | (26.4)  |
|                                           |                            | 2 | 193            | (29.4)  | 94              | (29.1)  | 99                | (29.7)  |
|                                           |                            | 3 | 169            | (25.8)  | 82              | (25.4)  | 87                | (26.1)  |
|                                           | Lobular inflammation score | 0 | 149            | (22.7)  | 82              | (25.4)  | 67                | (20.1)  |
|                                           |                            | 1 | 389            | (59.3)  | 197             | (61.0)  | 192               | (57.7)  |
|                                           |                            | 2 | 114            | (17.4)  | 42              | (13.0)  | 72                | (21.6)  |
|                                           |                            | 3 | 4              | (0.6)   | 2               | (0.6)   | 2                 | (0.6)   |
|                                           | Portal inflammation score* | 0 | 249            | (38.0)  | 134             | (41.5)  | 115               | (34.5)  |
|                                           |                            | 1 | 246            | (37.5)  | 132             | (40.9)  | 114               | (34.2)  |
|                                           |                            | 2 | 111            | (16.9)  | 39              | (12.1)  | 72                | (21.6)  |
|                                           |                            | 3 | 40             | (6.1)   | 14              | (4.3)   | 26                | (7.8)   |
|                                           |                            | 4 | 9              | (1.4)   | 3               | (0.9)   | 6                 | (1.8)   |
|                                           | Ballooning score           | 0 | 314            | (47.9)  | 171             | (52.9)  | 143               | (42.9)  |
|                                           |                            | 1 | 309            | (47.1)  | 136             | (42.1)  | 173               | (52.0)  |
|                                           |                            | 2 | 33             | (5.0)   | 16              | (5.0)   | 17                | (5.1)   |
|                                           | NAS score                  | 0 | 57             | (8.7)   | 25              | (7.7)   | 32                | (9.6)   |
|                                           |                            | 1 | 90             | (13.7)  | 55              | (17)    | 35                | (10.5)  |
|                                           |                            | 2 | 92             | (14.0)  | 47              | (14.6)  | 45                | (13.5)  |
|                                           |                            | 3 | 109            | (16.6)  | 55              | (17)    | 54                | (16.2)  |
|                                           |                            | 4 | 127            | (19.4)  | 63              | (19.5)  | 64                | (19.2)  |
|                                           |                            | 5 | 126            | (19.2)  | 54              | (16.7)  | 72                | (21.6)  |
|                                           |                            | 6 | 42             | (6.4)   | 17              | (5.3)   | 25                | (7.5)   |
|                                           |                            | 7 | 13             | (2.0)   | 7               | (2.2)   | 6                 | (1.8)   |

\* One data is missing in portal inflammation scores.

**Supplemental Table 2. New stratification of hepatic pathological indices and age according to mean of natural log-transformed Adipo-IR and HOMA-IR values.**

| Covariate                  | Score or category | n   | Log transformed Adipo-IR [log (Adipo-IR)] |      | Log transformed HOMA-IR [log (HOMA-IR)] |      | New category |
|----------------------------|-------------------|-----|-------------------------------------------|------|-----------------------------------------|------|--------------|
|                            |                   |     | Mean                                      | SD   | Mean                                    | SD   |              |
| Steatosis score            | 0                 | 108 | 1.62                                      | 0.68 | 0.90                                    | 0.48 | 0-1          |
|                            | 1                 | 186 | 2.00                                      | 0.66 | 1.30                                    | 0.56 | 0-1          |
|                            | 2                 | 193 | 2.30                                      | 0.71 | 1.47                                    | 0.63 | 2-3          |
|                            | 3                 | 169 | 2.32                                      | 0.72 | 1.49                                    | 0.64 | 2-3          |
| Lobular inflammation score | 0                 | 149 | 1.71                                      | 0.73 | 1.05                                    | 0.53 | 0            |
|                            | 1                 | 389 | 2.17                                      | 0.67 | 1.37                                    | 0.62 | 1            |
|                            | 2                 | 114 | 2.40                                      | 0.77 | 1.57                                    | 0.64 | 2-3          |
|                            | 3                 | 4   | 2.22                                      | 0.66 | 1.54                                    | 0.40 | 2-3          |
| Portal inflammation score* | 0                 | 249 | 1.92                                      | 0.74 | 1.18                                    | 0.58 | 0            |
|                            | 1                 | 246 | 2.16                                      | 0.71 | 1.37                                    | 0.61 | 1            |
|                            | 2                 | 111 | 2.27                                      | 0.67 | 1.45                                    | 0.68 | 2-4          |
|                            | 3                 | 40  | 2.40                                      | 0.77 | 1.64                                    | 0.62 | 2-4          |
|                            | 4                 | 9   | 2.35                                      | 0.74 | 1.56                                    | 0.38 | 2-4          |
| Ballooning score           | 0                 | 314 | 1.91                                      | 0.72 | 1.17                                    | 0.59 | 0            |
|                            | 1                 | 309 | 2.26                                      | 0.72 | 1.45                                    | 0.63 | 1            |
|                            | 2                 | 33  | 2.51                                      | 0.51 | 1.70                                    | 0.49 | 2            |
| NAS score                  | 0                 | 57  | 1.48                                      | 0.77 | 0.85                                    | 0.51 | 0            |
|                            | 1                 | 90  | 1.80                                      | 0.63 | 1.08                                    | 0.50 | 1-2          |
|                            | 2                 | 92  | 1.88                                      | 0.61 | 1.13                                    | 0.49 | 1-2          |
|                            | 3                 | 109 | 2.34                                      | 0.63 | 1.55                                    | 0.64 | 3-5          |
|                            | 4                 | 127 | 2.15                                      | 0.69 | 1.35                                    | 0.61 | 3-5          |
|                            | 5                 | 126 | 2.31                                      | 0.72 | 1.51                                    | 0.61 | 3-5          |
|                            | 6                 | 42  | 2.65                                      | 0.72 | 1.66                                    | 0.66 | 6-7          |
|                            | 7                 | 13  | 2.51                                      | 0.54 | 1.77                                    | 0.57 | 6-7          |
| Age                        | <19               | 10  | 2.54                                      | 0.55 | 1.71                                    | 0.45 | < 30         |
|                            | 19-30             | 41  | 2.64                                      | 0.66 | 1.73                                    | 0.60 | < 30         |
|                            | 30-40             | 76  | 2.24                                      | 0.80 | 1.37                                    | 0.67 | ≥ 30         |
|                            | 40-50             | 104 | 2.14                                      | 0.68 | 1.33                                    | 0.52 | ≥ 30         |
|                            | 50-60             | 159 | 2.00                                      | 0.66 | 1.18                                    | 0.54 | ≥ 30         |
|                            | 60-70             | 184 | 1.99                                      | 0.74 | 1.30                                    | 0.70 | ≥ 30         |
|                            | >70               | 82  | 2.08                                      | 0.79 | 1.42                                    | 0.61 | ≥ 30         |

\* One data is missing in portal inflammation scores.

**Supplemental Table 3. Multiple linear regression analysis of the association between serum ferritin and Adipo-IR or HOMA-IR in MASLD.**

|          |                                        |        |          |          |        |          |          |
|----------|----------------------------------------|--------|----------|----------|--------|----------|----------|
|          | log (Serum ferritin)                   | 0.137  | 0.0041   |          | 0.092  | 0.02     |          |
|          | NAS (1-2 vs. 0)                        | 0.295  | 0.038    |          | 0.237  | 0.044    |          |
|          | NAS (3-5 vs. 0)                        | 0.448  | 0.0019   |          | 0.459  | 0.00014  |          |
|          | NAS (6-7 vs. 0)                        | 0.535  | 0.0051   |          | 0.516  | 0.0012   |          |
|          | Portal inflammation (1 vs.0)           | 0.060  | 0.51     |          | 0.070  | 0.36     |          |
|          | Portal inflammation (2-4 vs.0)         | 0.162  | 0.096    |          | 0.167  | 0.039    |          |
| Model II | Age (< 30 vs. ≥ 30)                    | -0.477 | 0.015    | < 0.0001 | -0.411 | 0.012    | < 0.0001 |
|          | BMI                                    | 0.043  | < 0.0001 |          | 0.034  | < 0.0001 |          |
|          | log (TG)                               | 0.078  | 0.35     |          | 0.055  | 0.43     |          |
|          | log (ALT)                              | 0.070  | 0.25     |          | 0.018  | 0.73     |          |
|          | log (GGT)                              | 0.070  | 0.15     |          | 0.044  | 0.28     |          |
|          | log (Serum ferritin)                   | 0.146  | 0.0021   |          | 0.101  | 0.01     |          |
|          | Steatosis score (1 vs. 0)              | 0.258  | 0.035    |          | 0.341  | 0.00088  |          |
|          | Steatosis score (2-3 vs. 0)            | 0.234  | 0.076    |          | 0.345  | 0.0017   |          |
|          | Ballooning score (1 vs. 0)             | 0.030  | 0.75     |          | 0.055  | 0.48     |          |
|          | Ballooning score (2 vs. 0)             | -0.018 | 0.92     |          | 0.103  | 0.5      |          |
|          | Lobular inflammation score (1 vs. 0)   | 0.201  | 0.065    |          | 0.048  | 0.59     |          |
|          | Lobular inflammation score (2-3 vs. 0) | 0.111  | 0.43     |          | 0.017  | 0.89     |          |
|          | Portal inflammation (1 vs.0)           | 0.066  | 0.48     |          | 0.071  | 0.36     |          |
|          | Portal inflammation (2-4 vs.0)         | 0.158  | 0.12     |          | 0.166  | 0.049    |          |

---

**Supplemental Table 4. Primer sequences used for qPCR, ChIP, and genotyping.**

**Supplemental Table 5. Information on primary antibodies used in Western blotting.**

| Primary antibodies   | Source                    | Identifier     |
|----------------------|---------------------------|----------------|
| FPN                  | Alpha Diagnostic Intl.    | #MTP11-A       |
| p-AKT (S473)         | Cell Signaling Technology | #4060          |
| AKT                  | Cell Signaling Technology | #9272          |
| GAPDH                | Cell Signaling Technology | #2118          |
| $\beta$ -Actin       | Sigma-Aldrich             | #A5441         |
| UCP1                 | Sigma-Aldrich             | #U-6382        |
| HSP90                | Enzo Life Sciences        | #ADI-SPA-836-F |
| FTH                  | Abcam                     | #ab65080       |
| FTL                  | Abcam                     | #ab69090       |
| Fetuin-A             | Santa Cruz Biotechnology  | #sc-166531     |
| LECT2                | Abcam                     | #ab119429      |
| FOXO1                | Cell Signaling Technology | #2880          |
| p-NF- $\kappa$ B p65 | Cell Signaling Technology | #3033          |
| p-I $\kappa$ B       | Cell Signaling Technology | #2859          |
| I $\kappa$ B         | Santa Cruz Biotechnology  | #sc-371        |
| p-ERK                | Cell Signaling Technology | #4376          |
| ERK                  | Cell Signaling Technology | #4695          |
| p-AMPK               | Cell Signaling Technology | #2535          |
| AMPK                 | Cell Signaling Technology | #2603          |
| p-ACC                | Cell Signaling Technology | #3661          |

# Supplementary material for: Iron overload in steatotic hepatocytes drives systemic metabolic dysfunction via alterations in hepatokine production
**Source:** J Clin Invest. 2026 Apr 28;136(12):e196374. doi: 10.1172/JCI196374

Fig. 3N

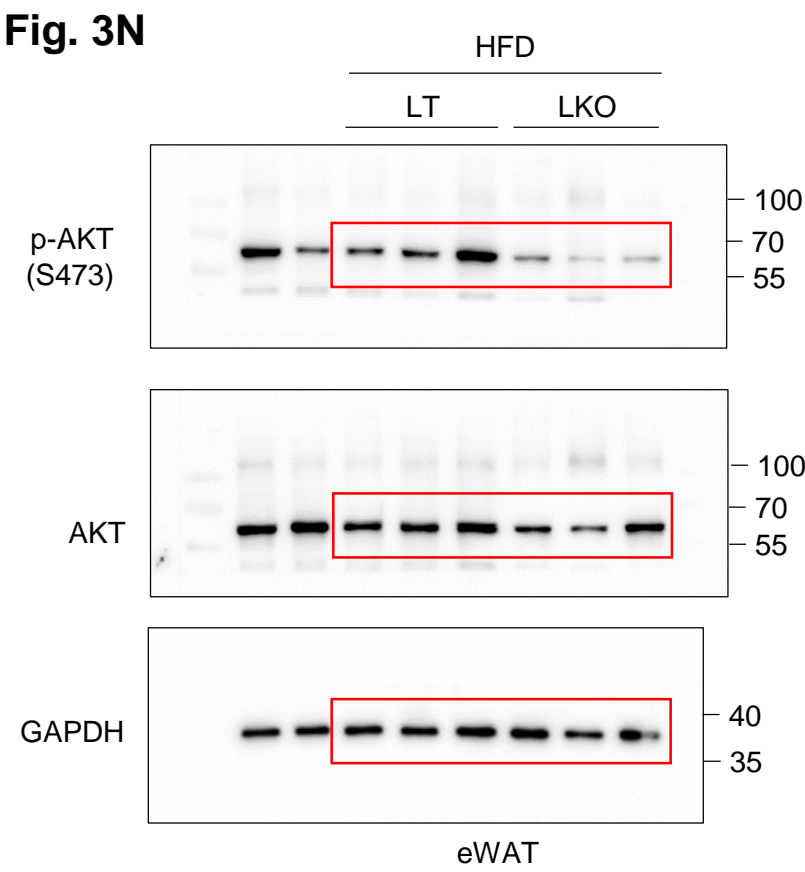

Fig. 3O

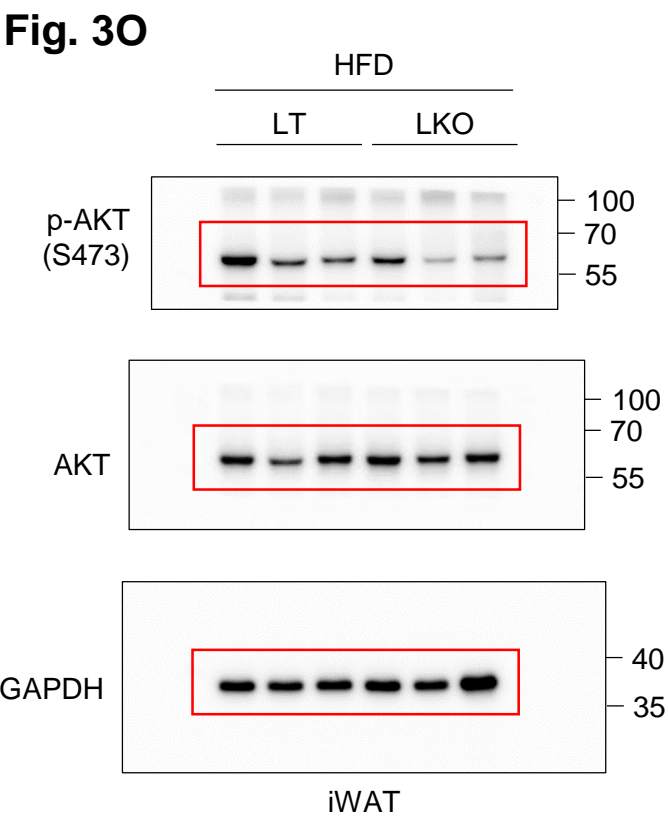

Fig. 3P

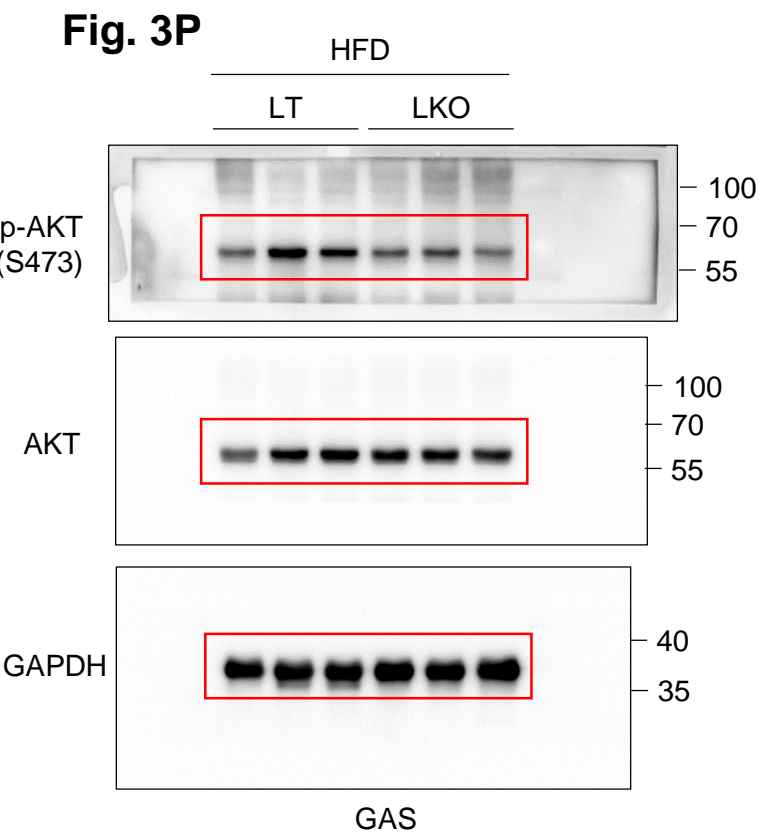

Figure 3 (raw blots)

Fig. 4G

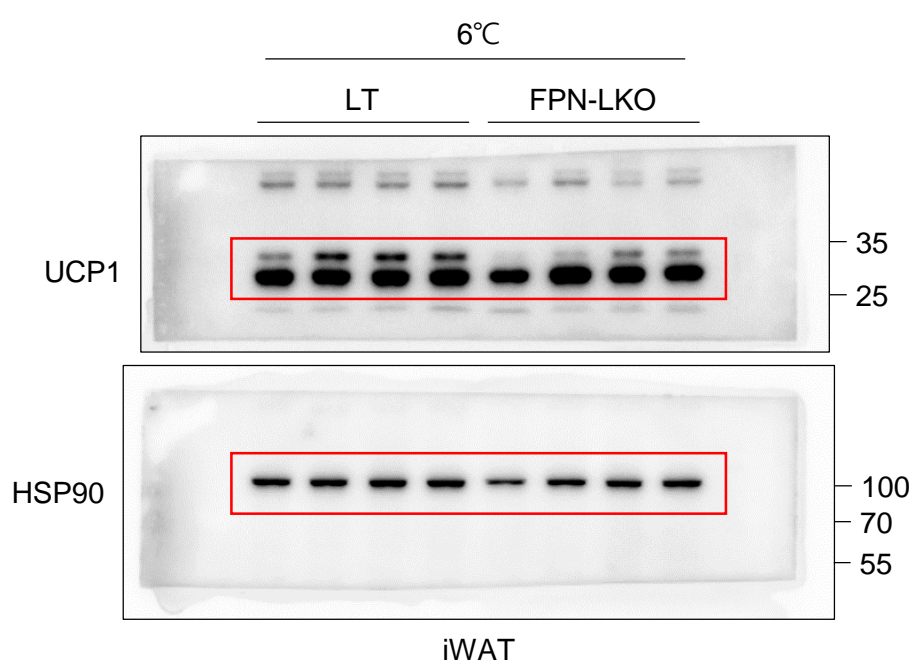

Figure 4 (raw blots)

Fig. 5C

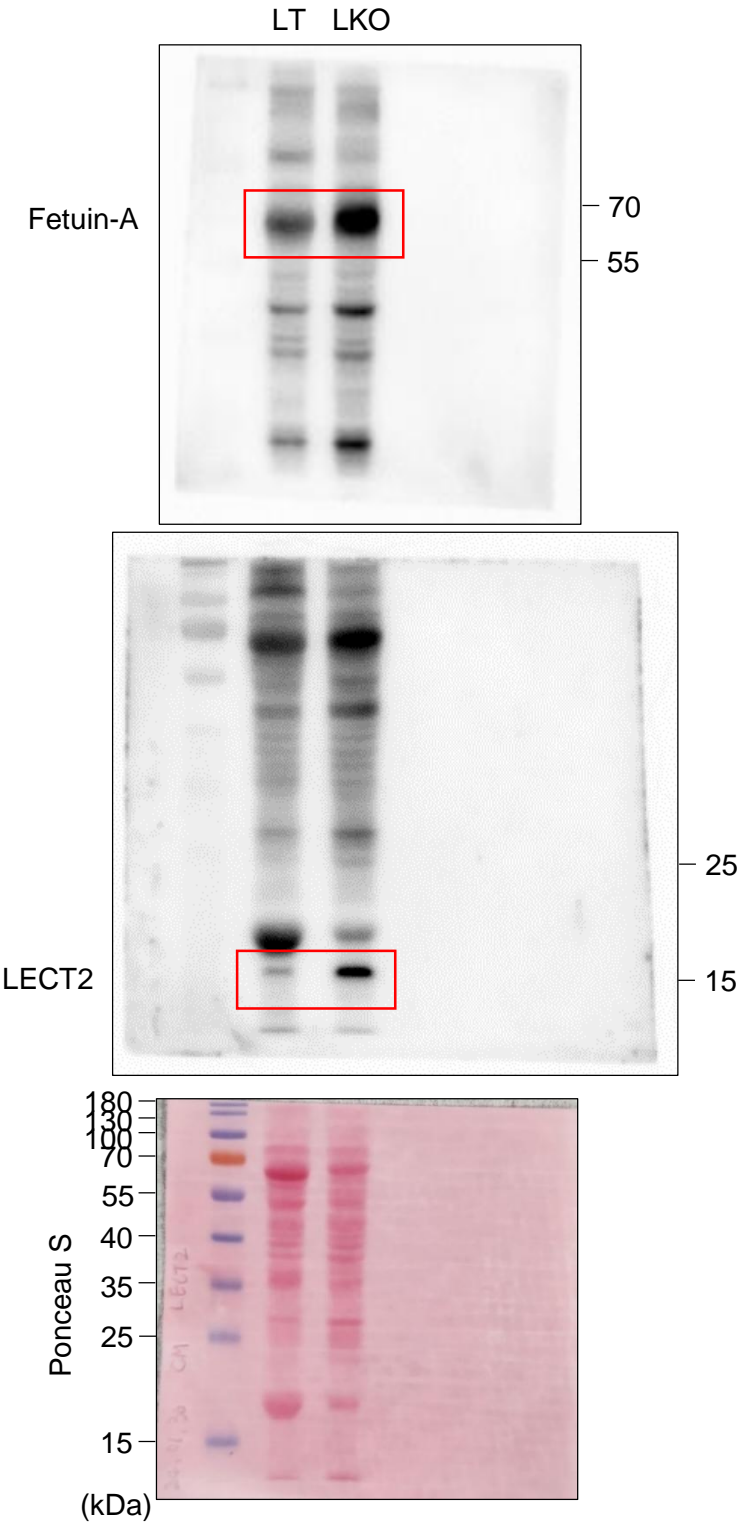

Figure 5 (raw blots)

Fig. 6D

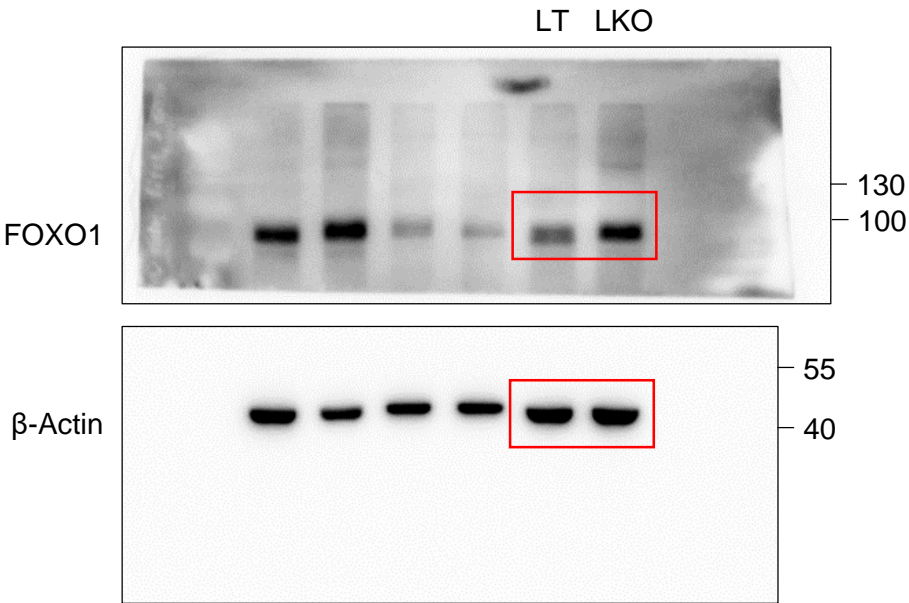

Fig. 6E

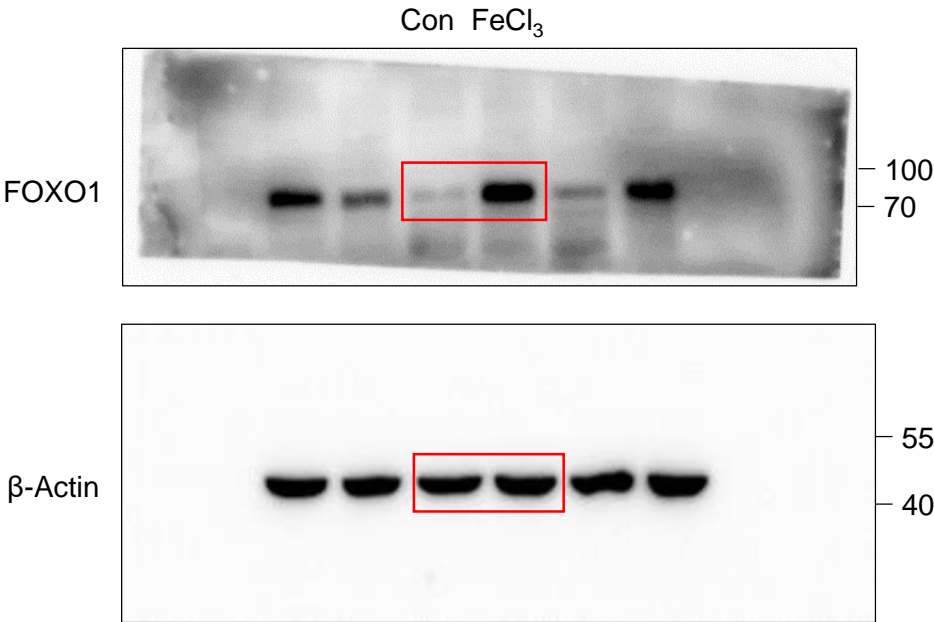

Fig. 6I

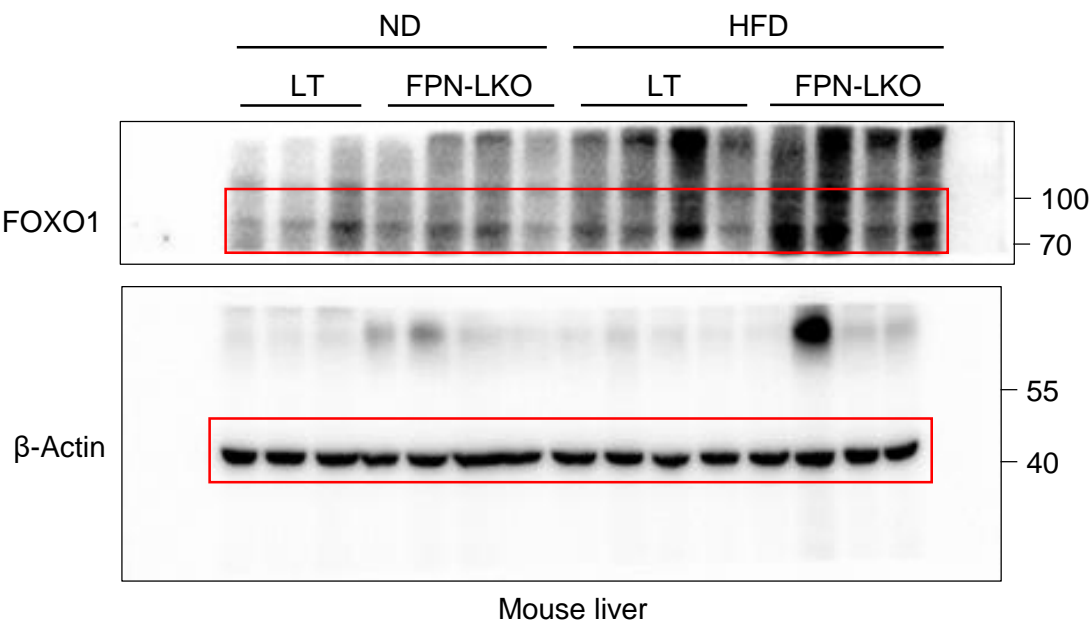

Figure 6 (raw blots)

Fig. 7H

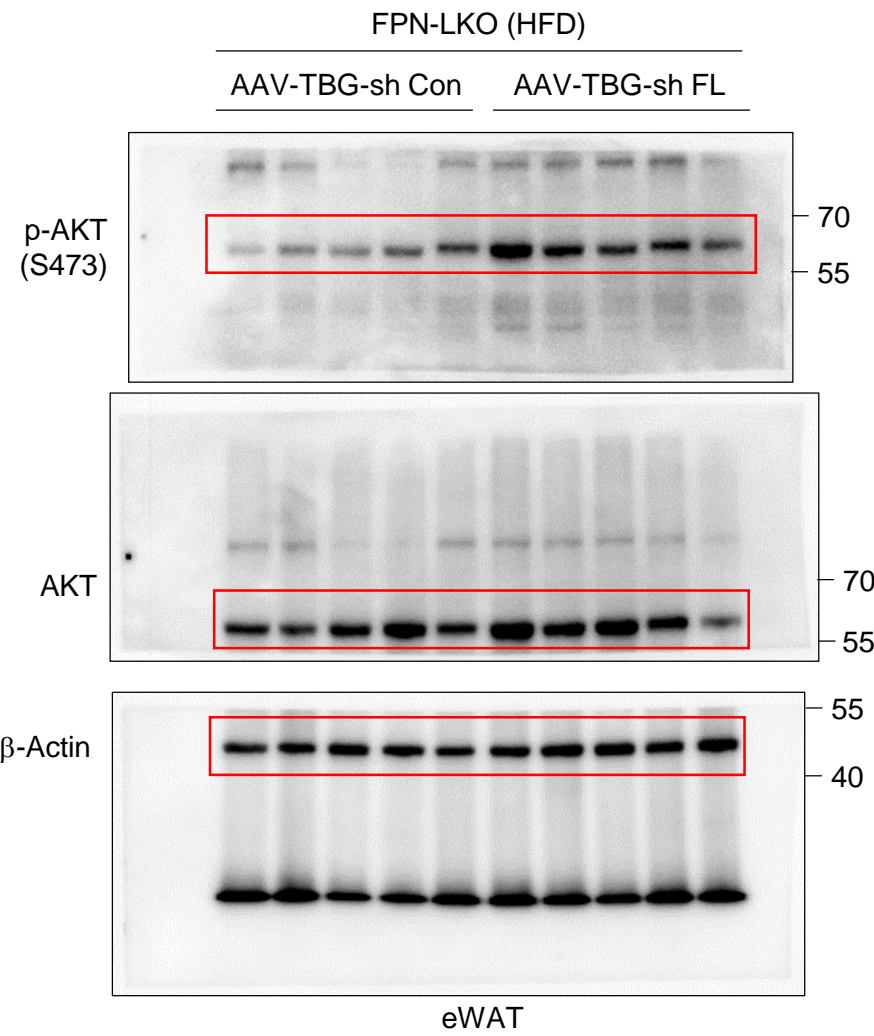

Fig. 7I

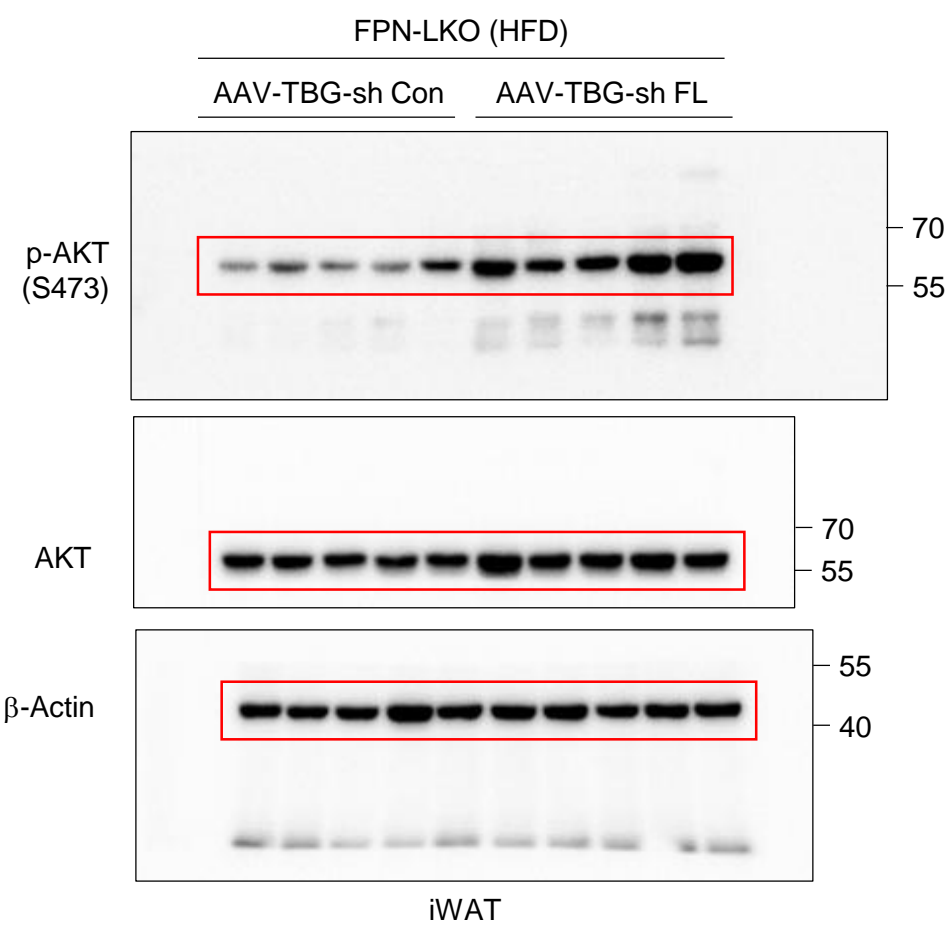

Fig. 7J

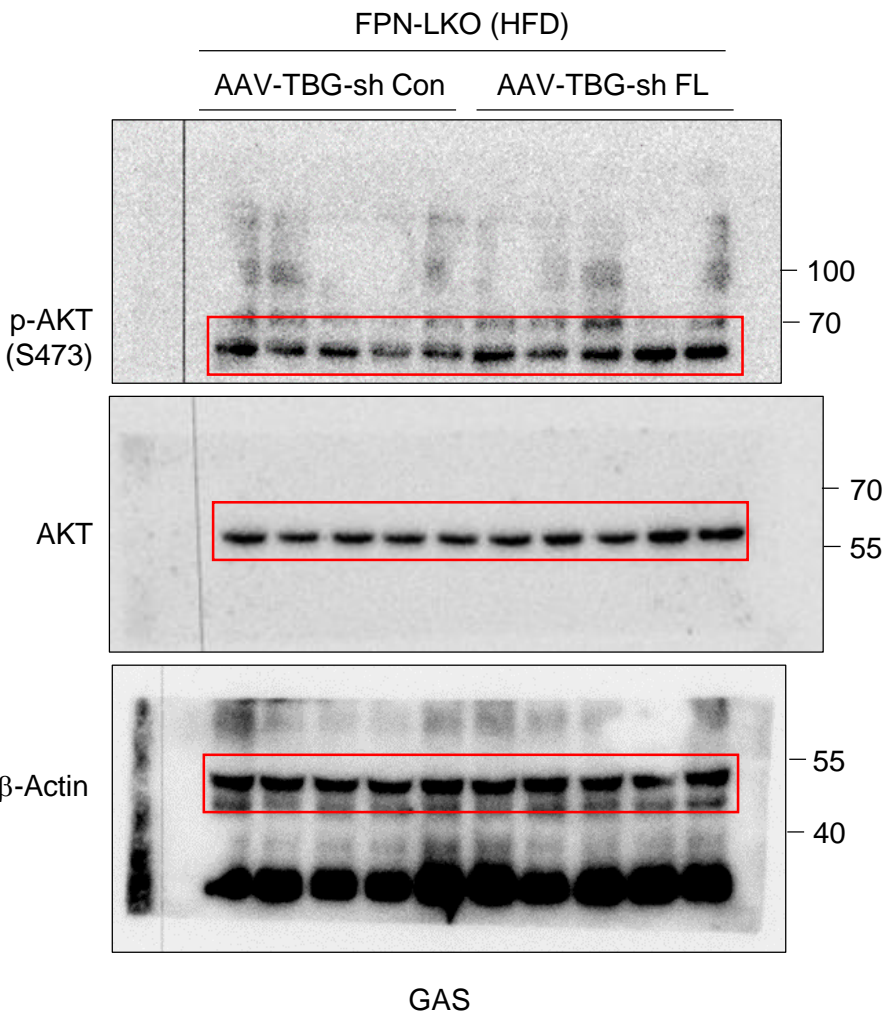

Figure 7 (raw blots)

Fig. 8A

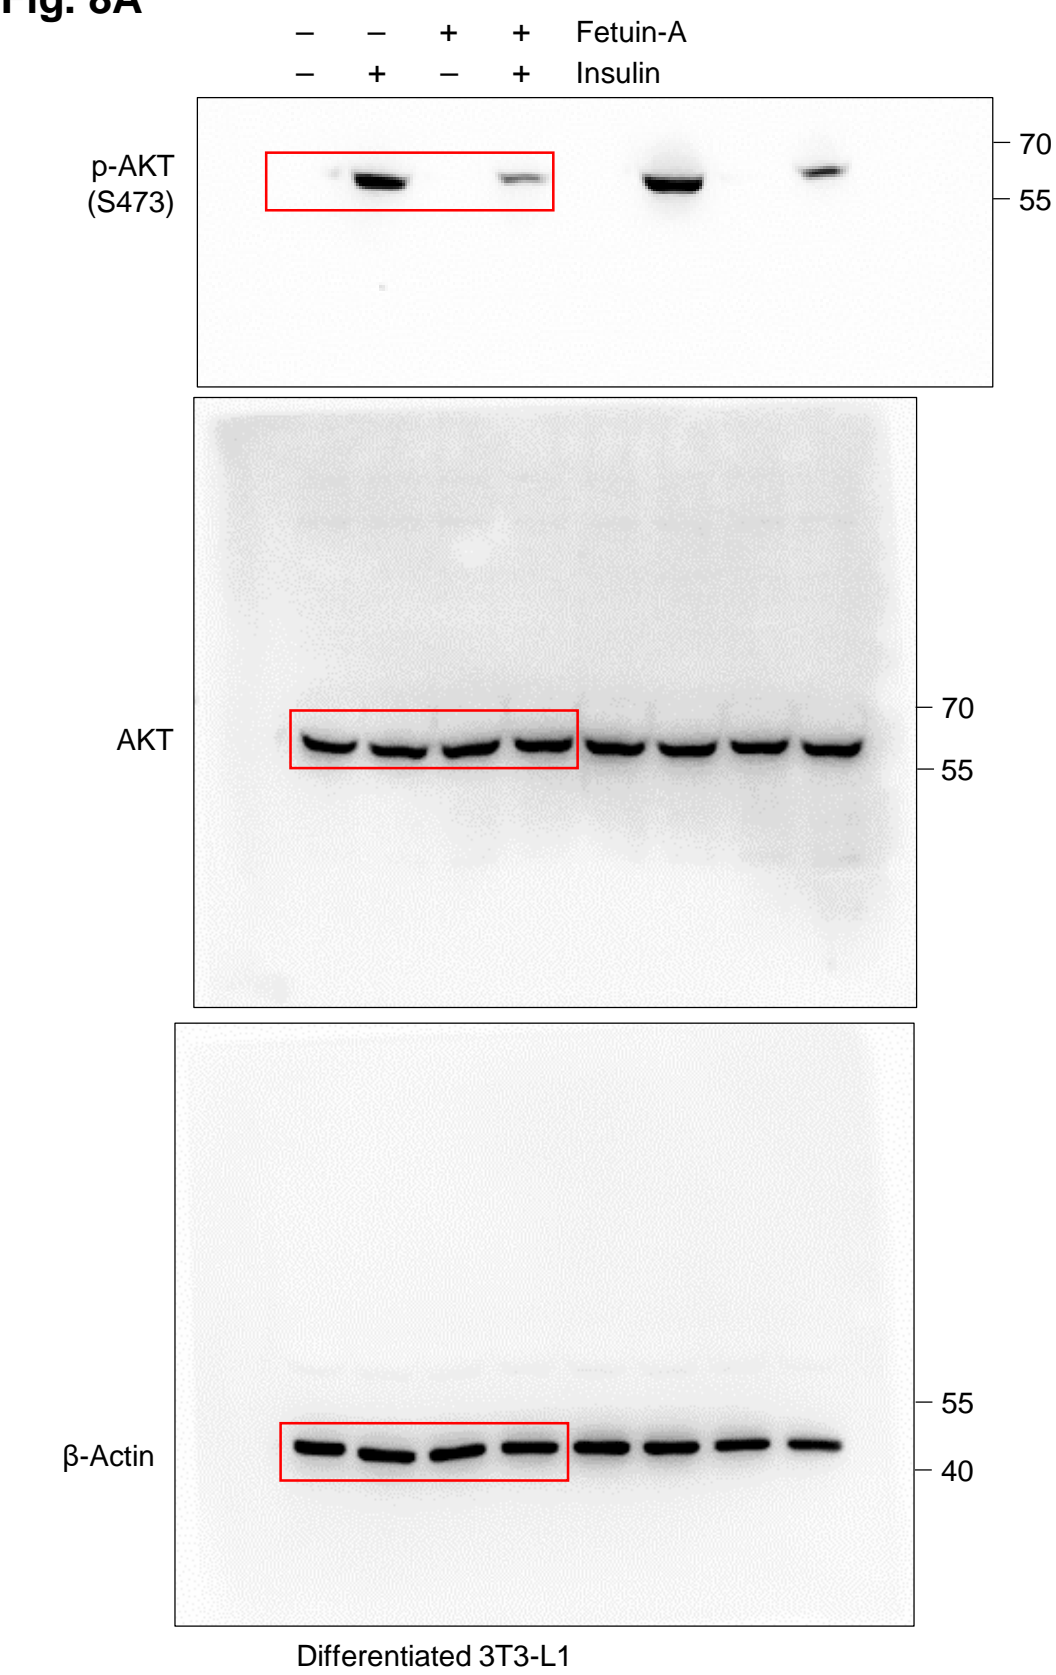

Fig. 8B

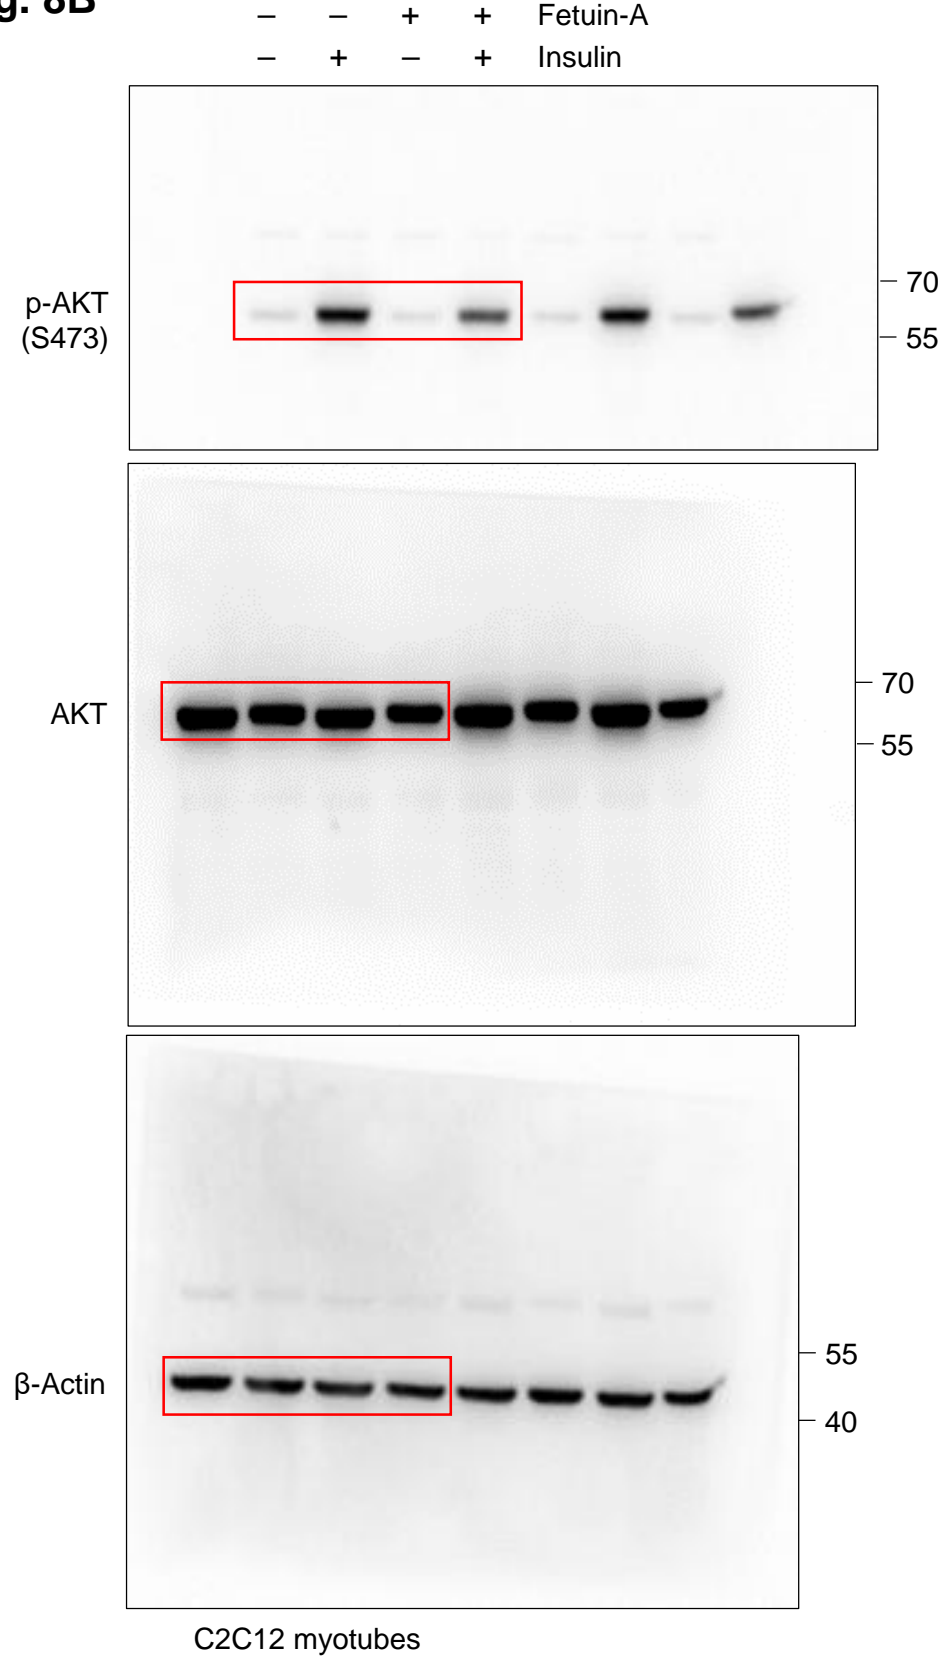

Fig. 8C

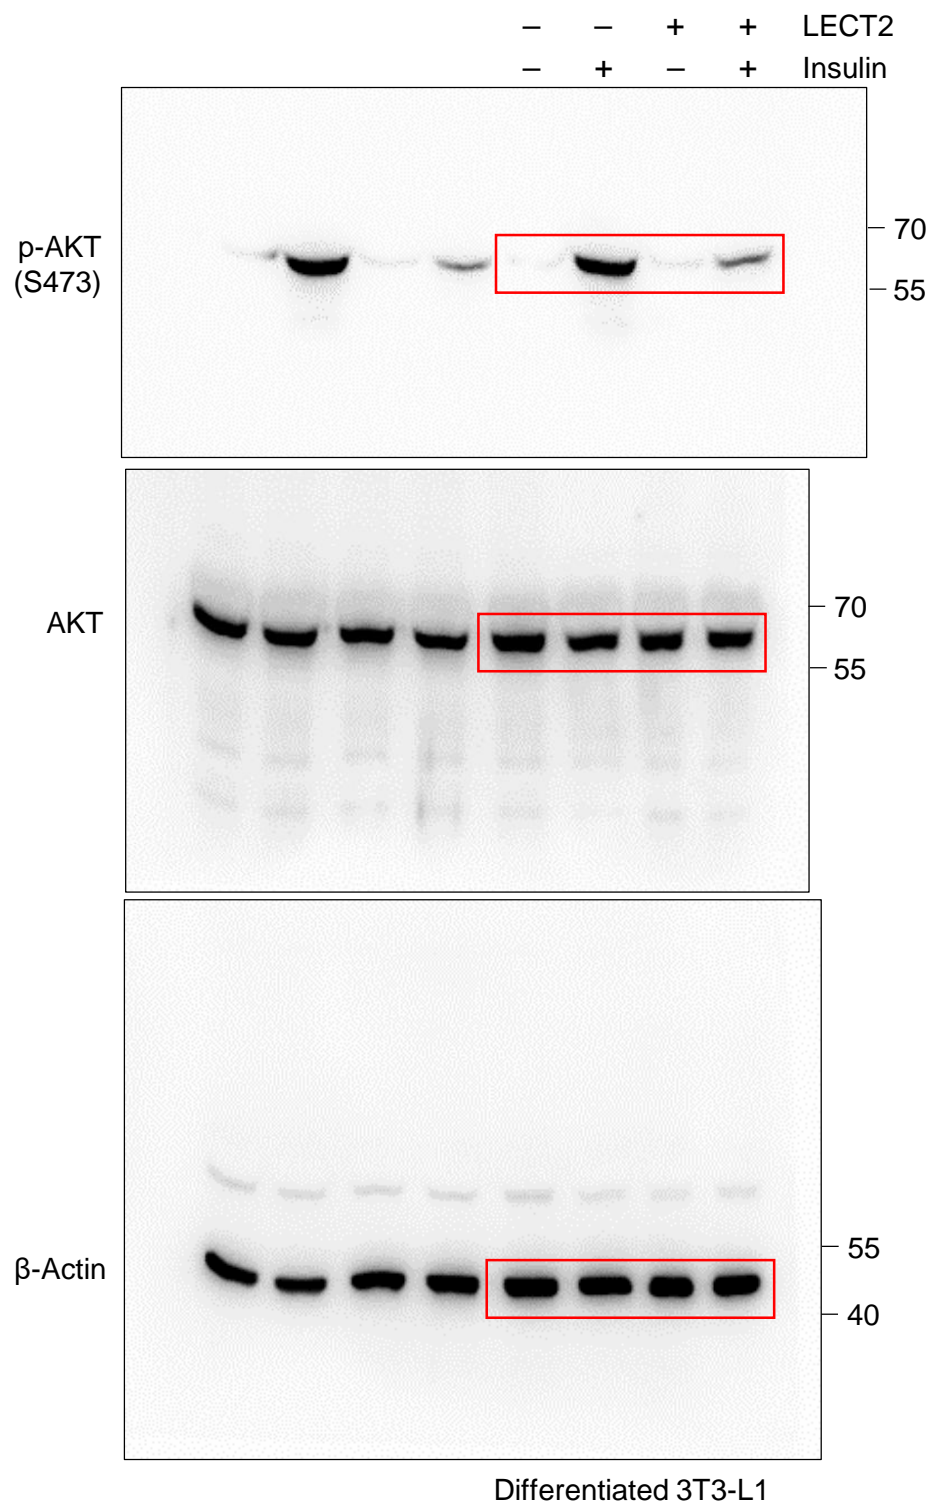

Fig. 8D

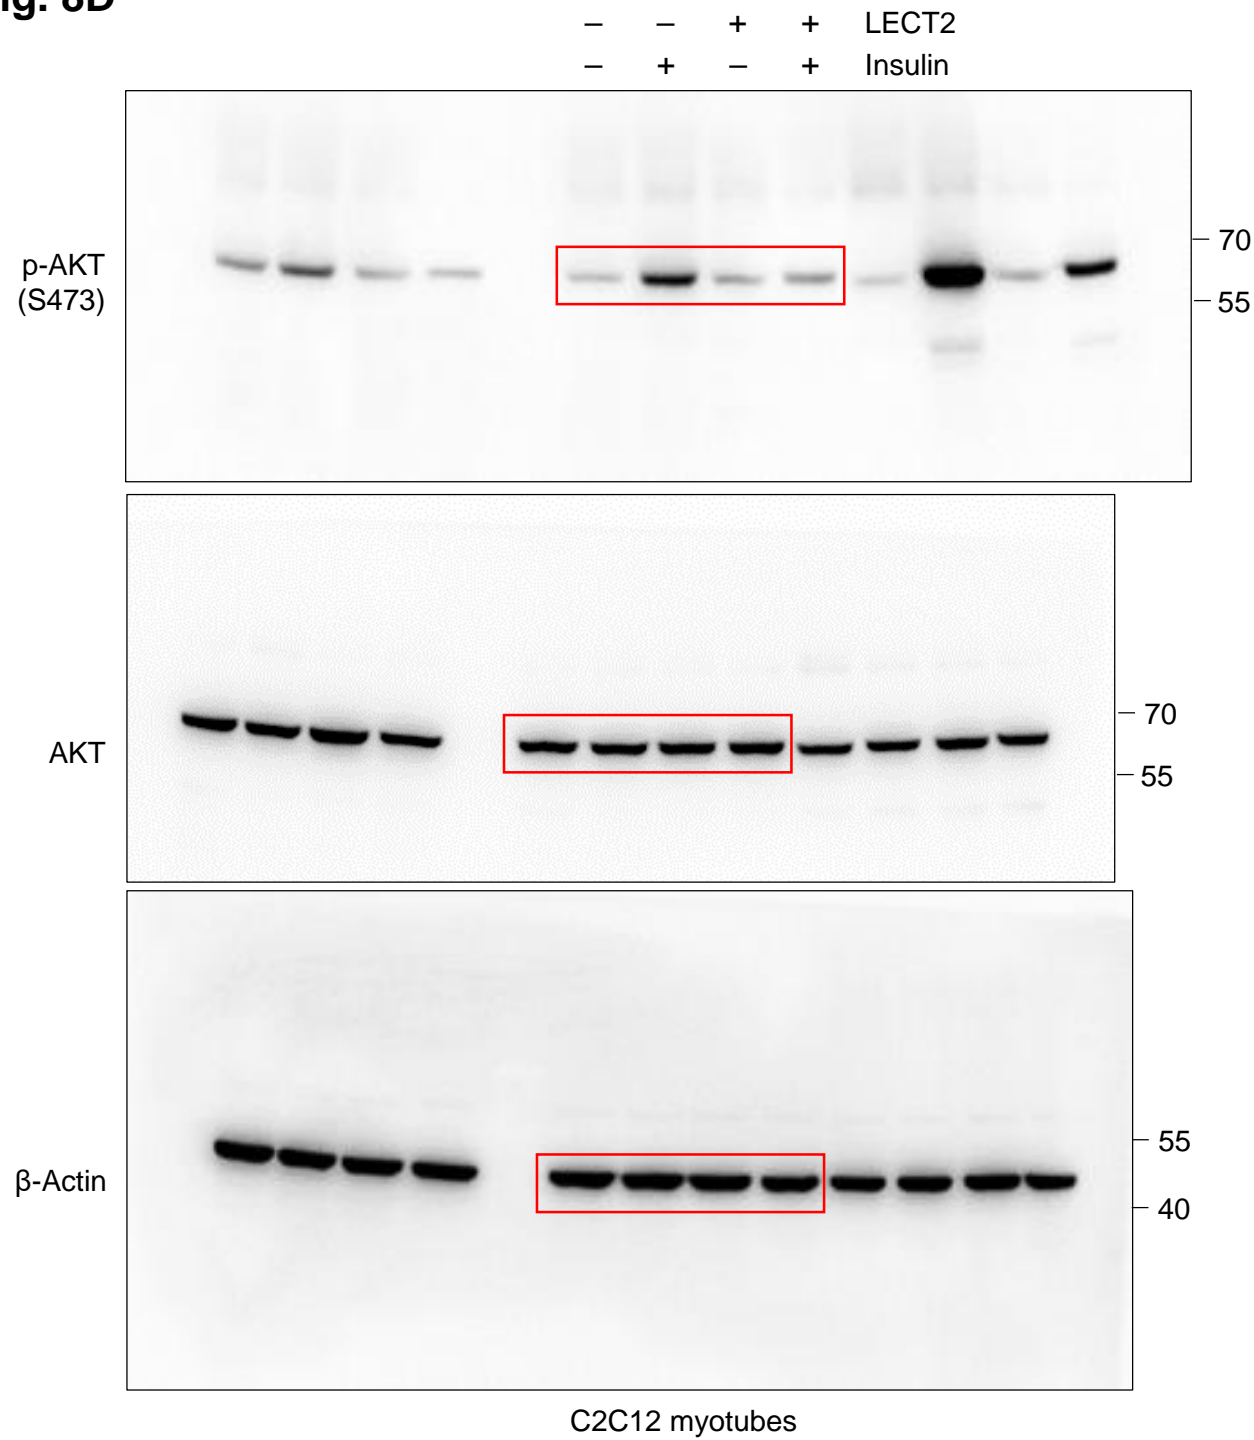

Figure 8 (raw blots)

**Fig. 9F**

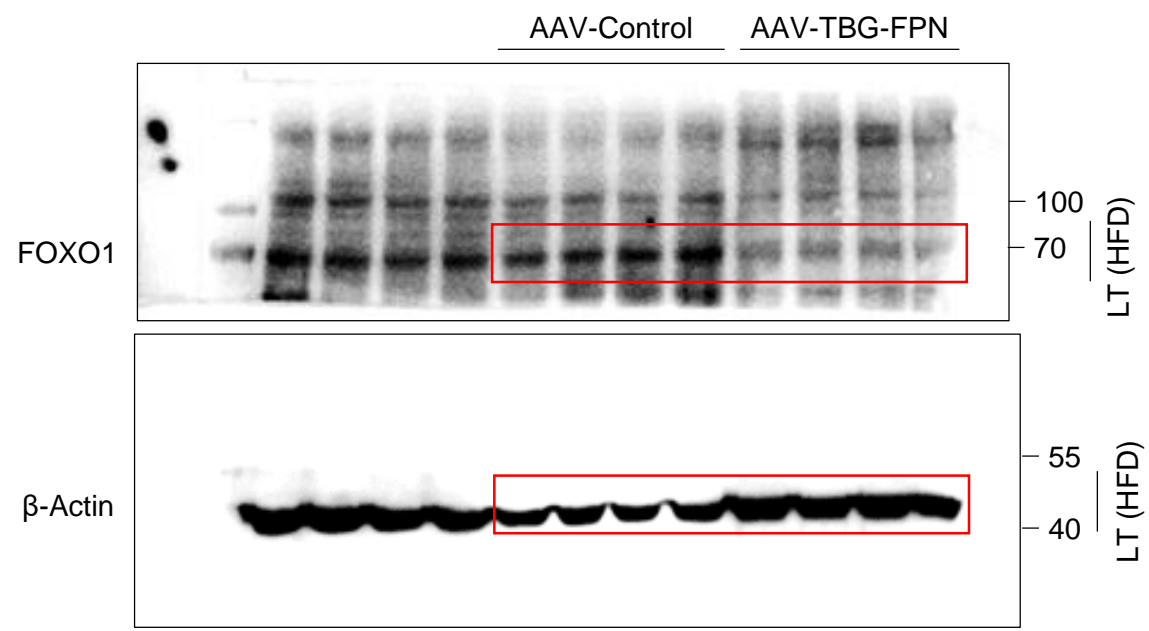

**Fig. 9G**

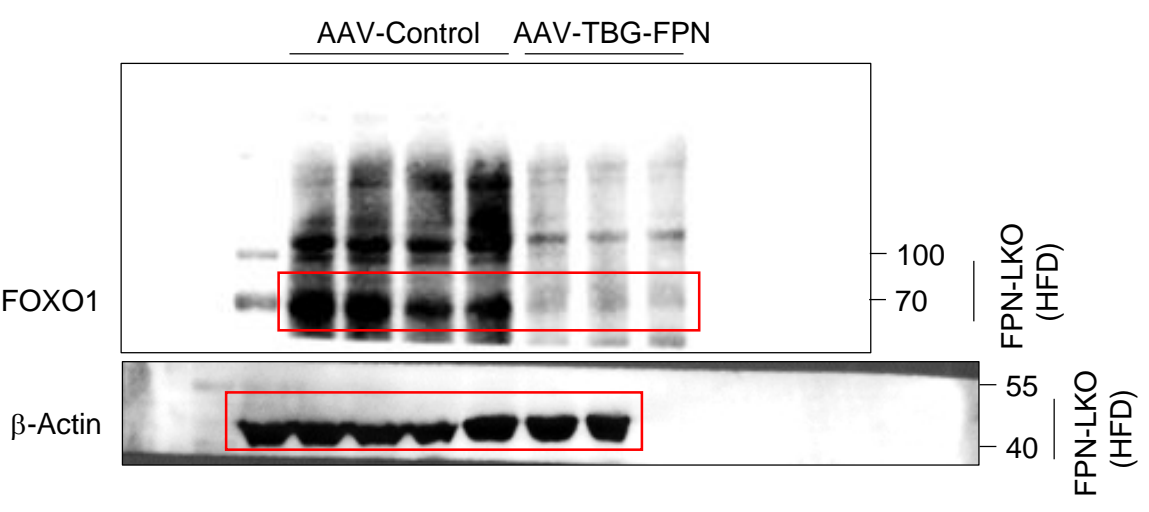

**Figure 9 (raw blots)**

Fig. 10C

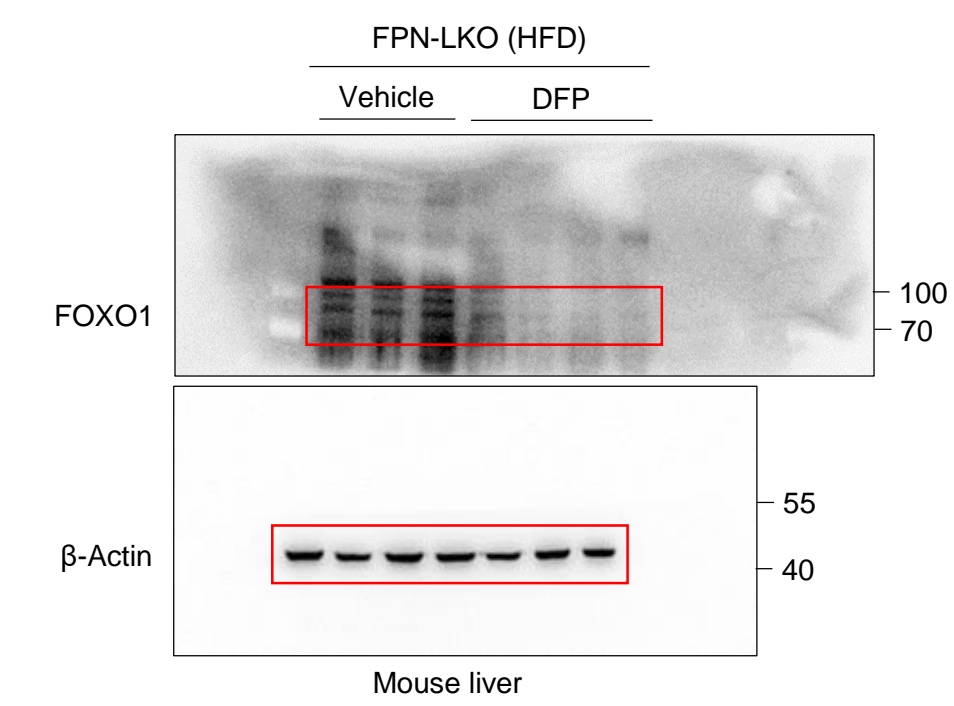

Fig. 10D

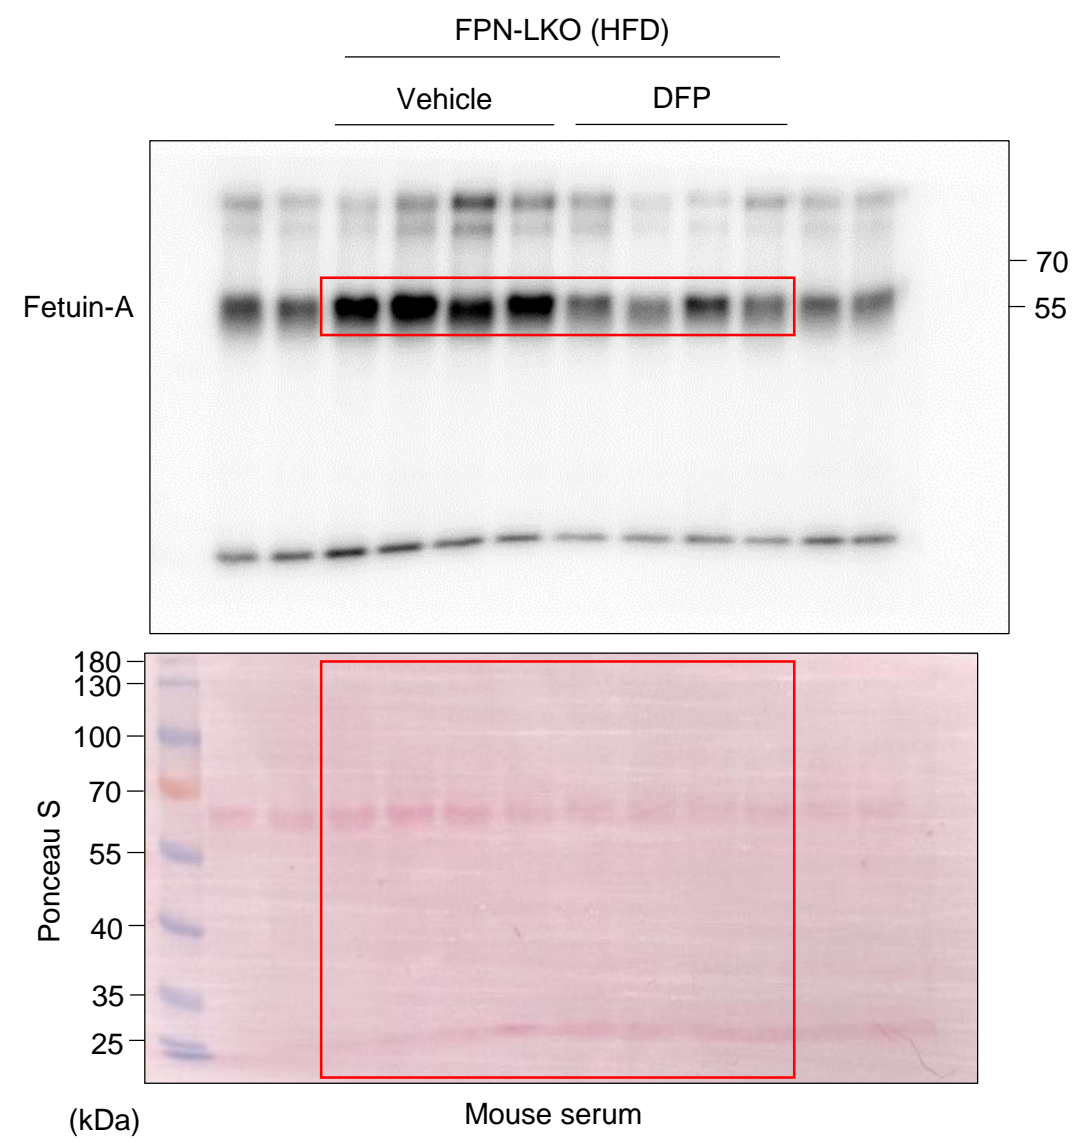

Figure 10 (raw blots)

Supplemental Fig. 3F

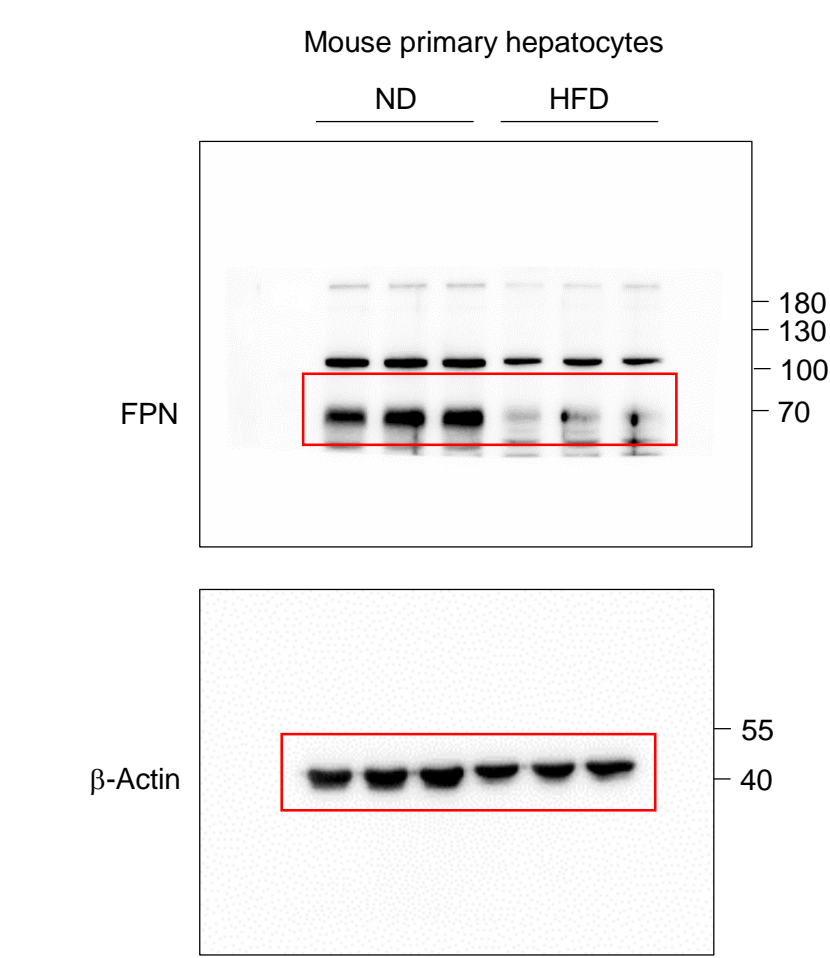

Supplemental Fig. 4C

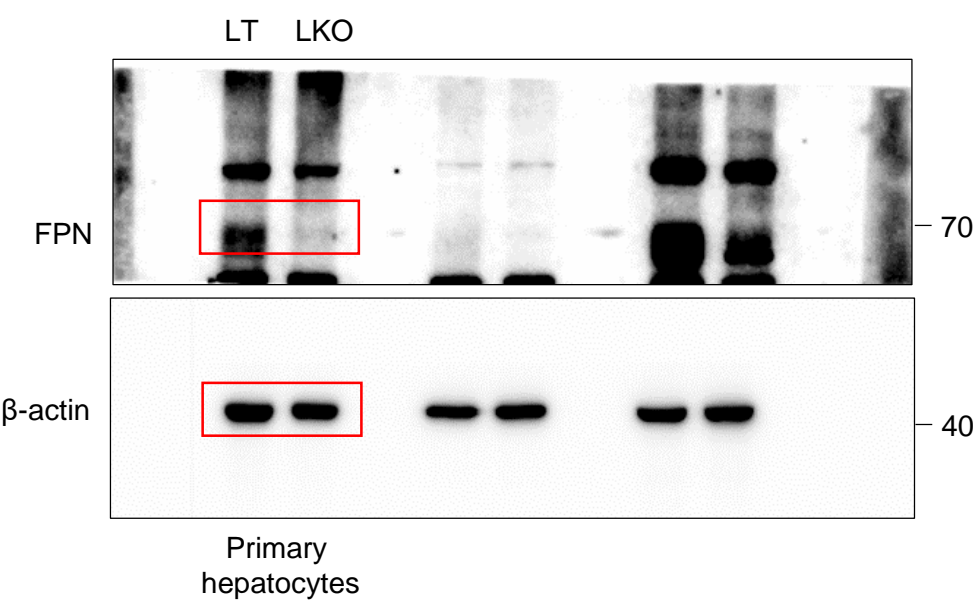

Supplemental Fig. 4E

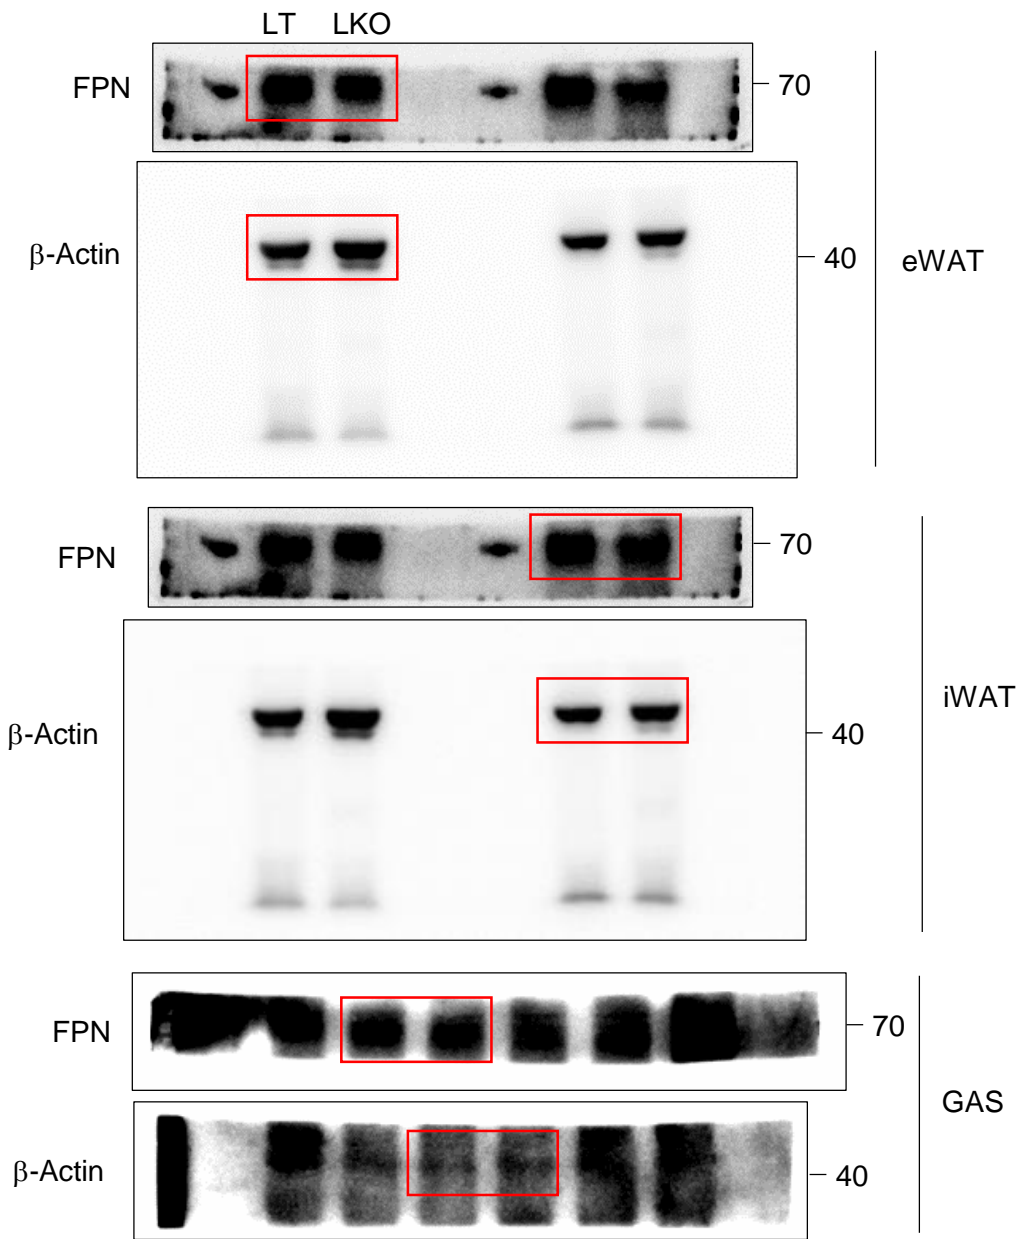

Supplemental Fig. 4 (raw blots)

Supplemental Fig. 5C

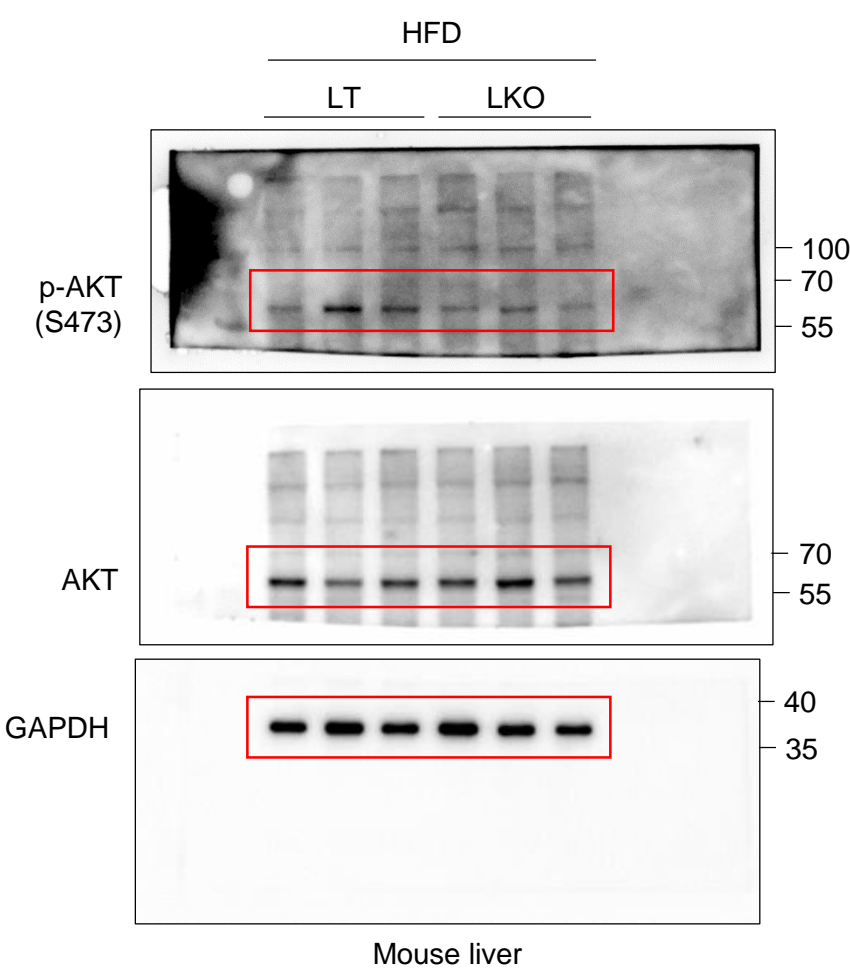

Supplemental Fig. 5E

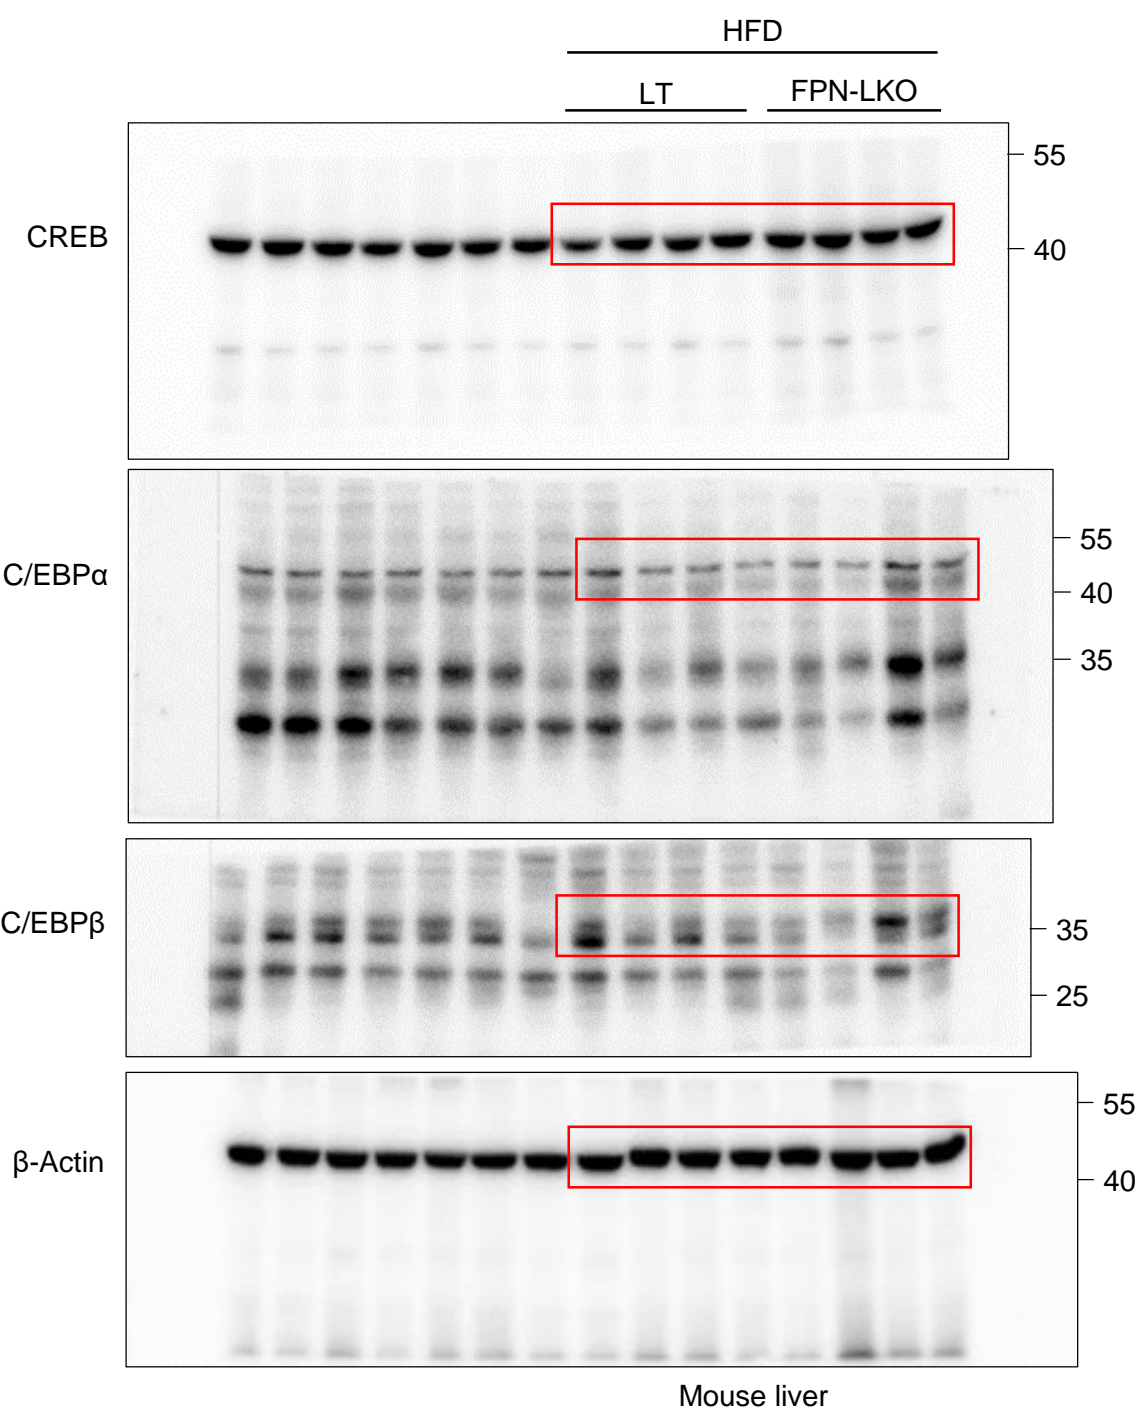

Supplemental Fig. 8K

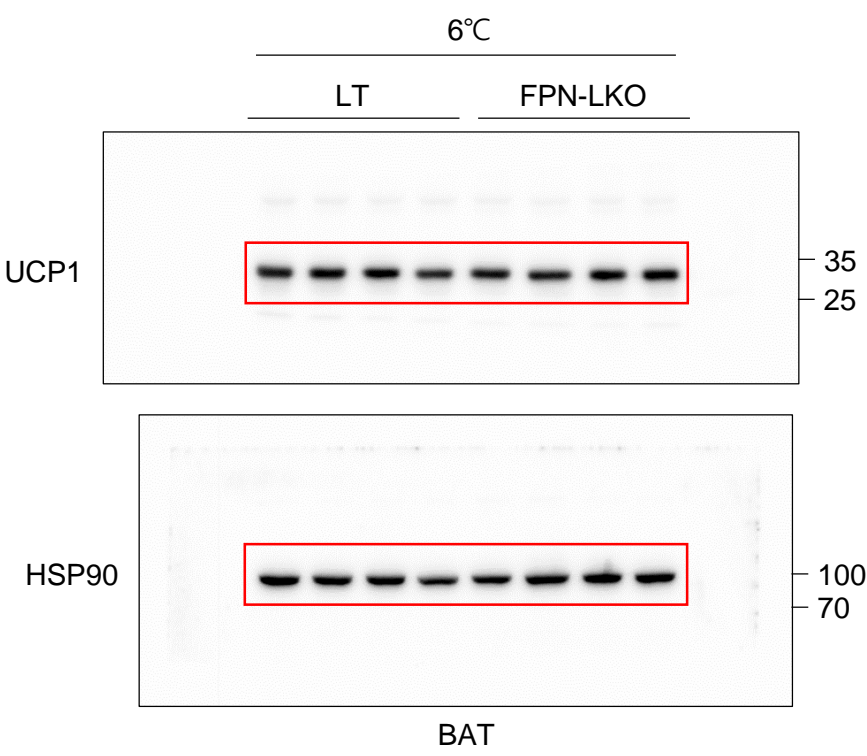

Supplemental Fig. 8L

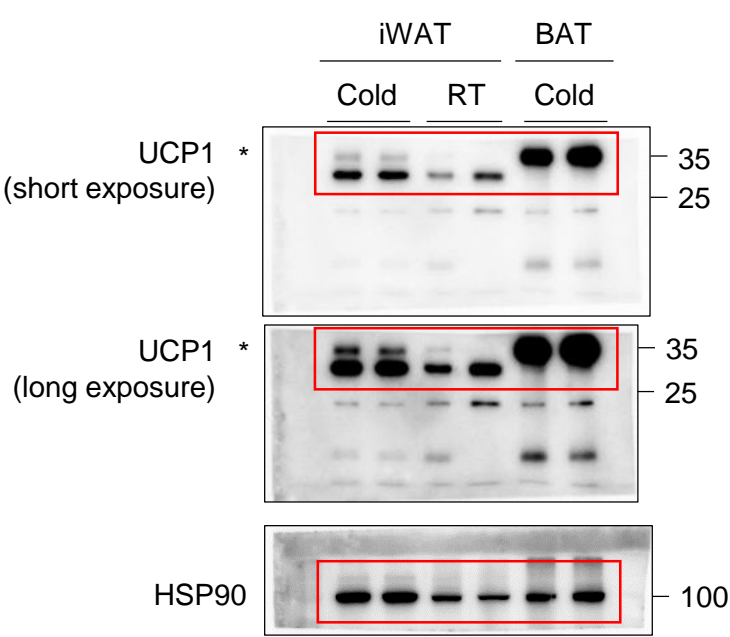

Supplemental Fig. 9B

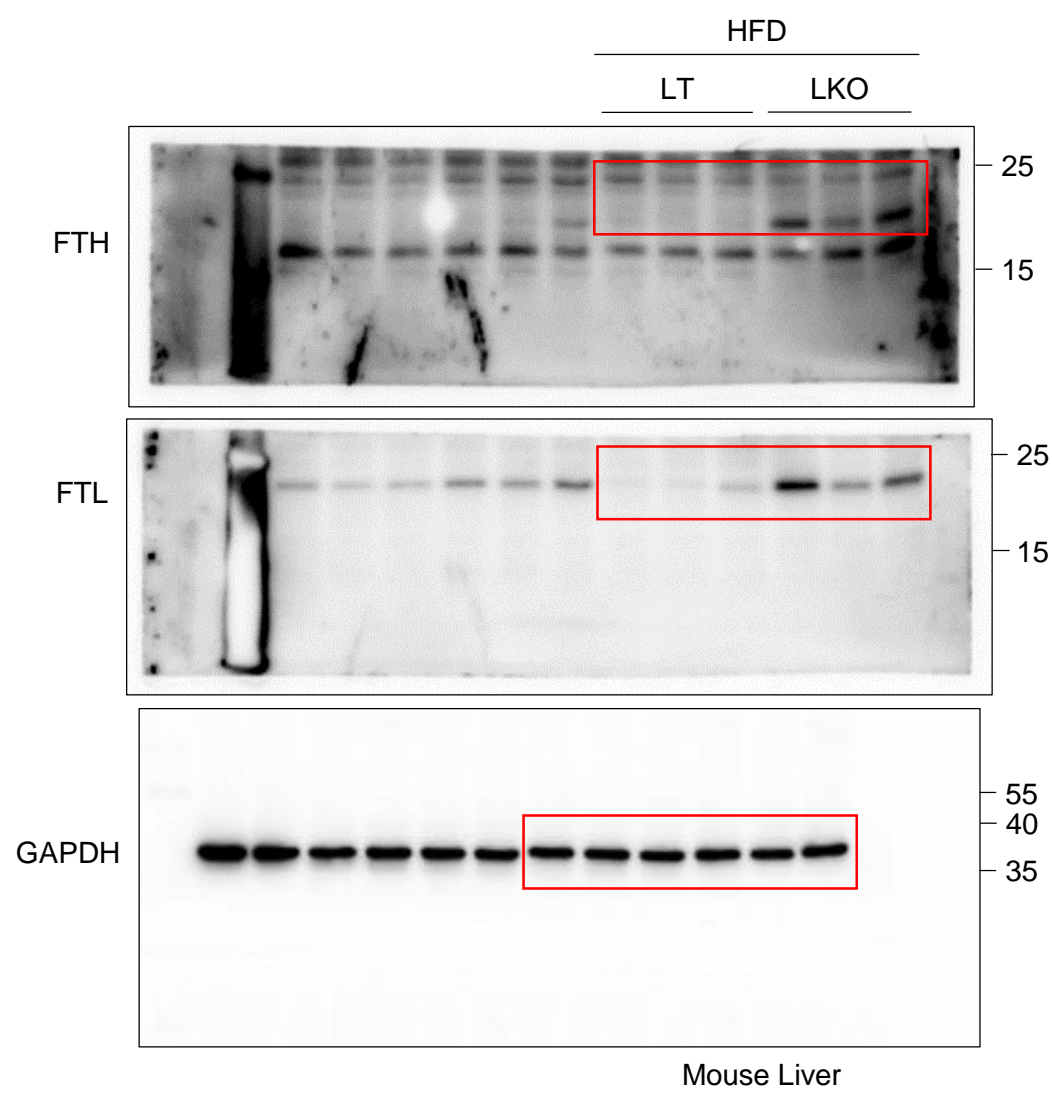

Supplemental Fig. 10B

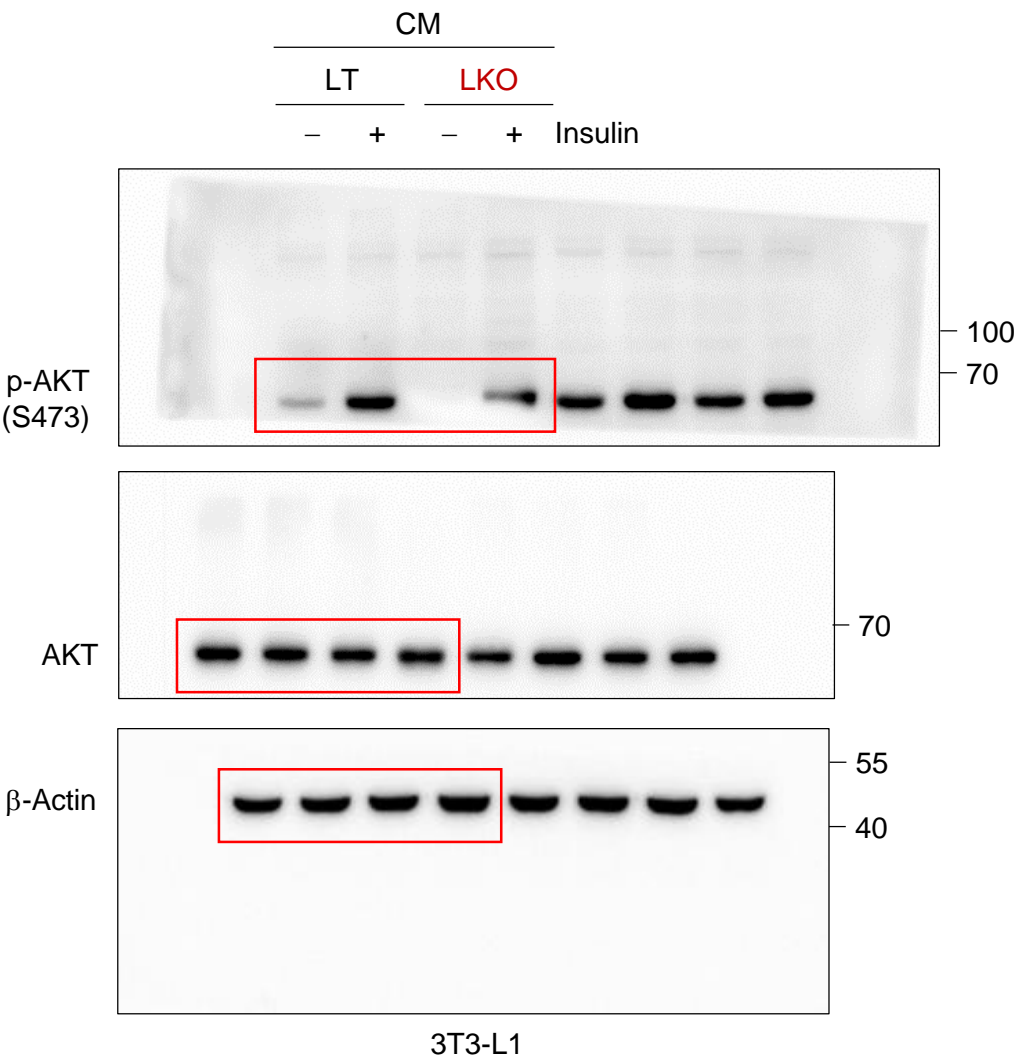

Supplemental Fig. 10C

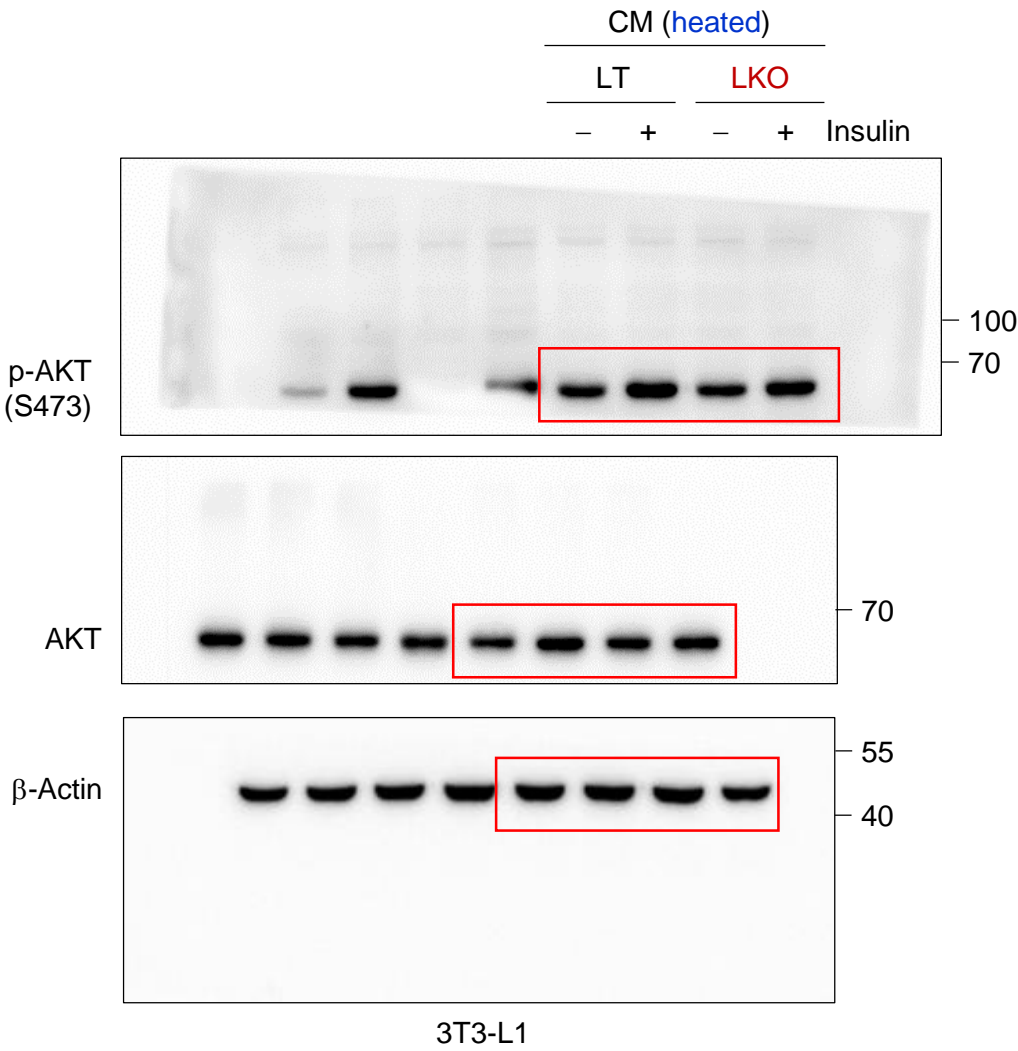

Supplemental Fig. 10D

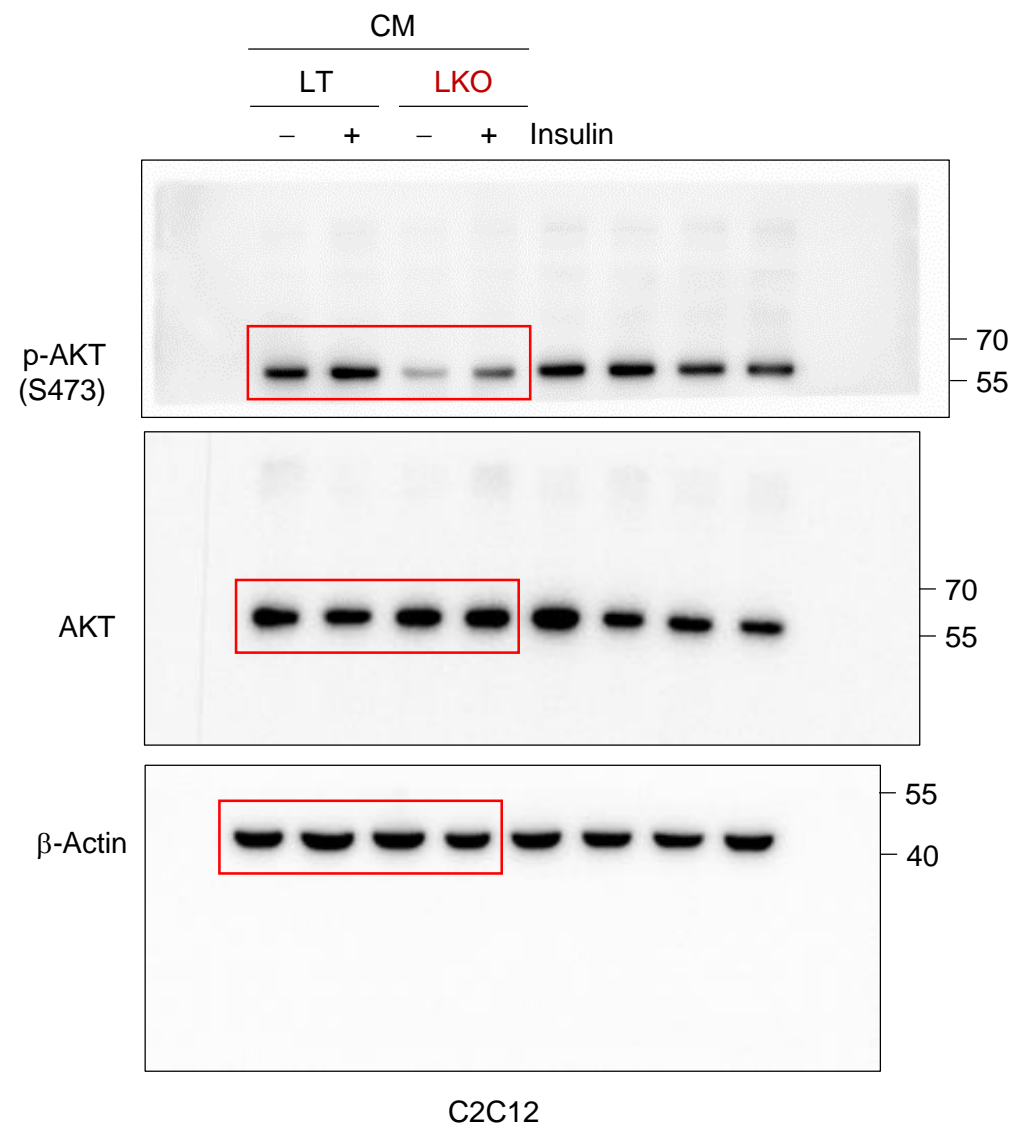

Supplemental Fig. 10E

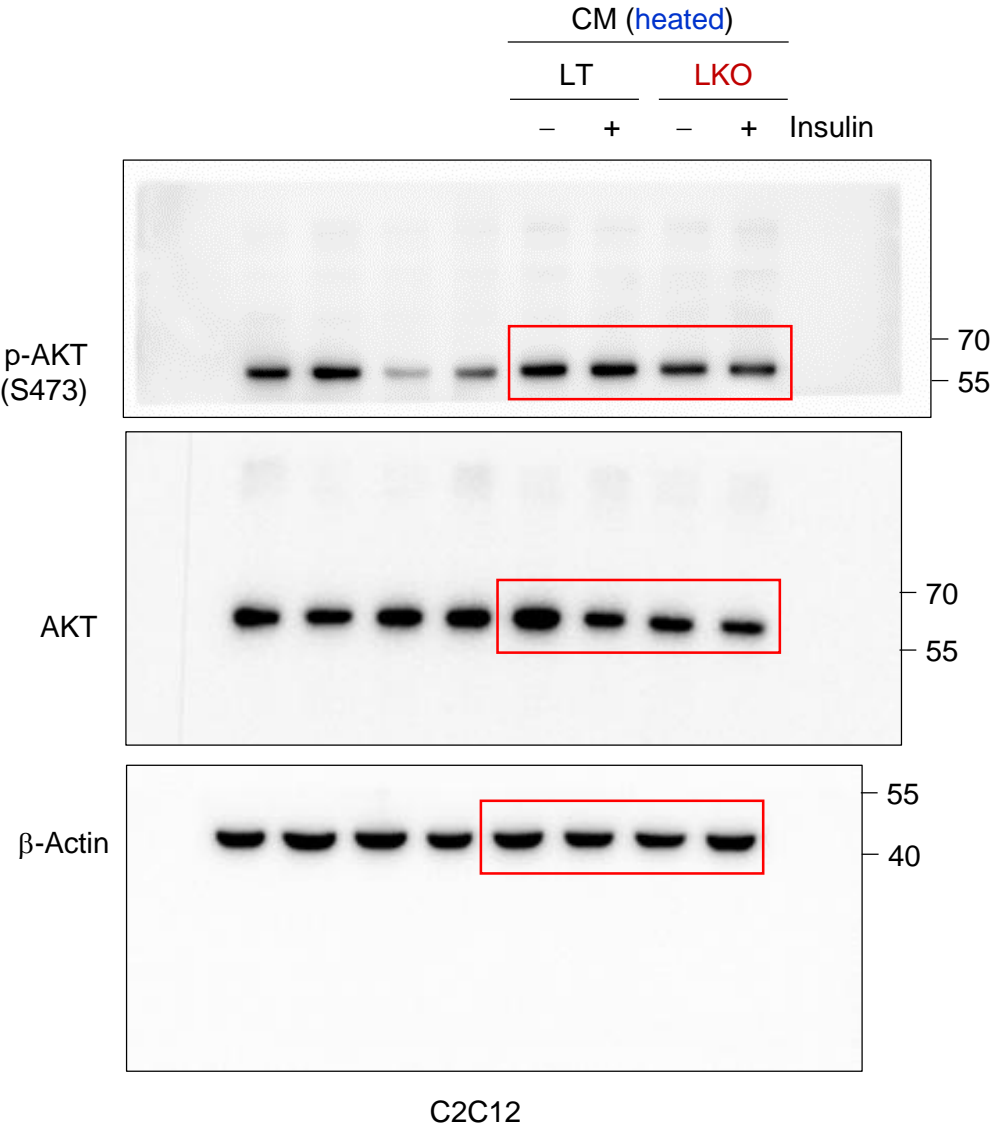

Supplemental Fig. 10 (raw blots)

Supplemental Fig. 11D

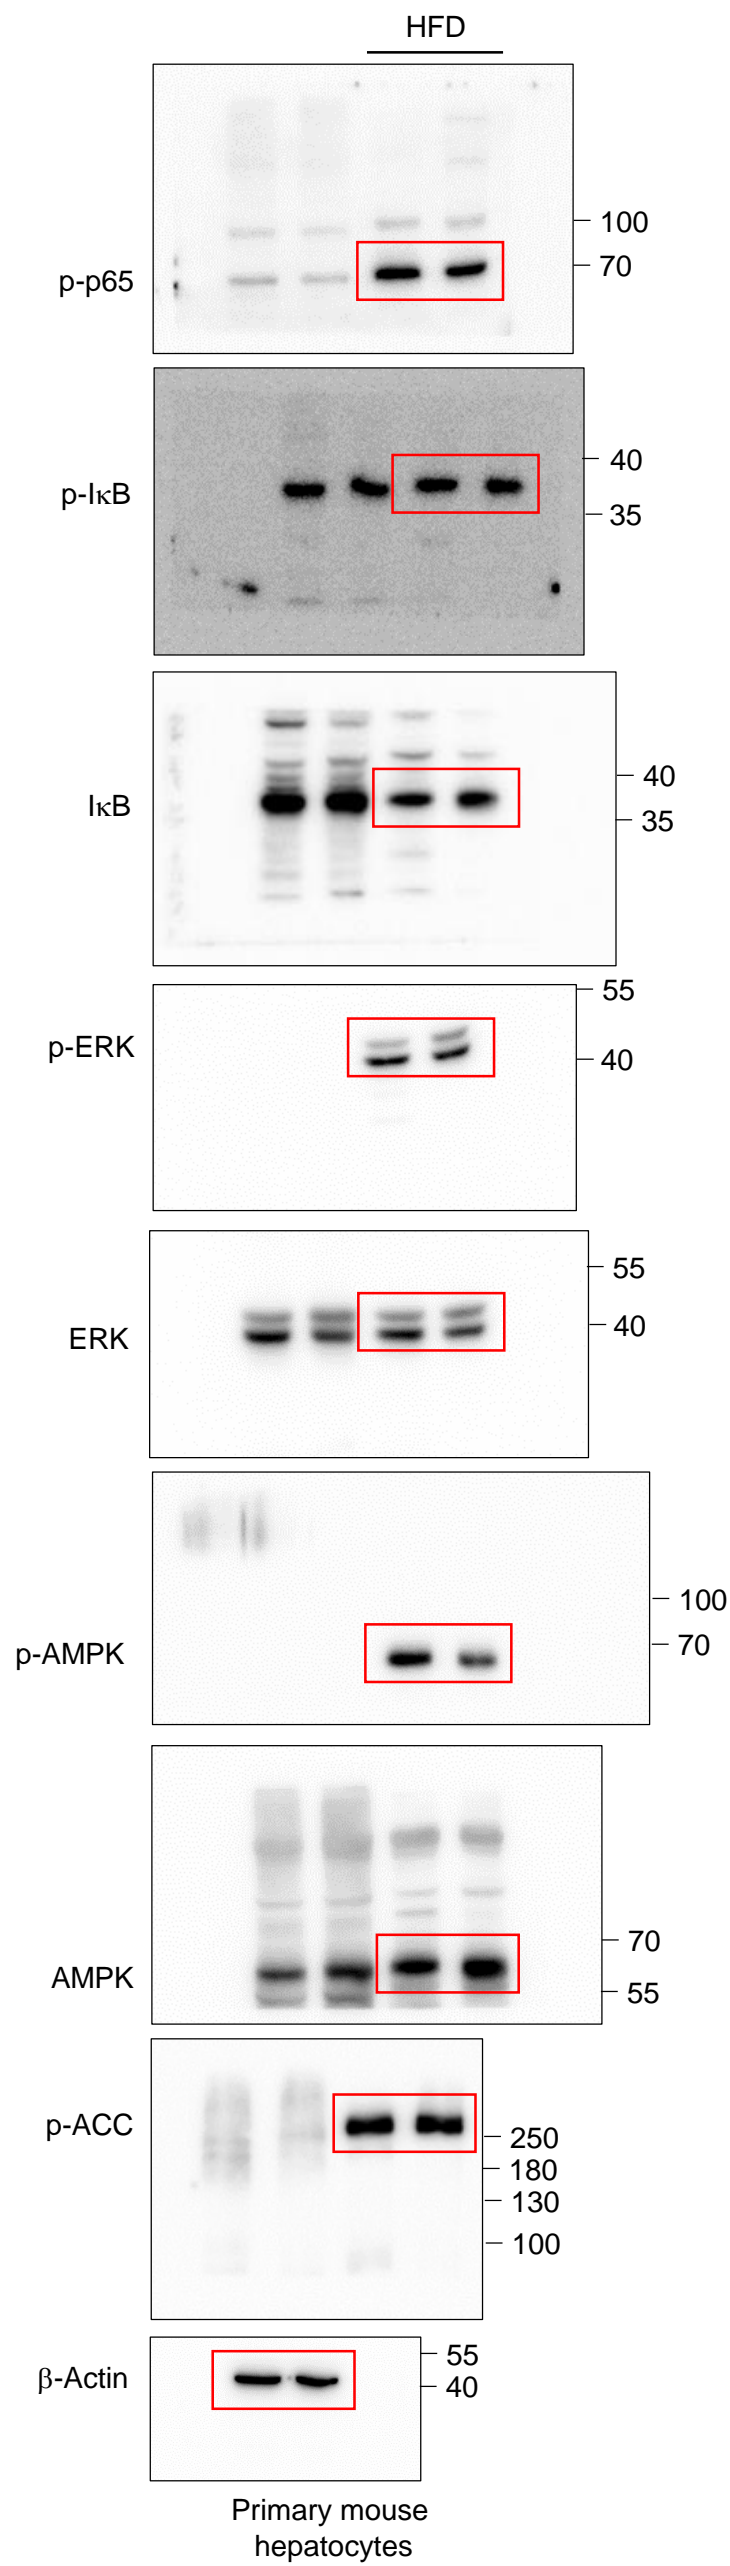

Supplemental Fig. 11E

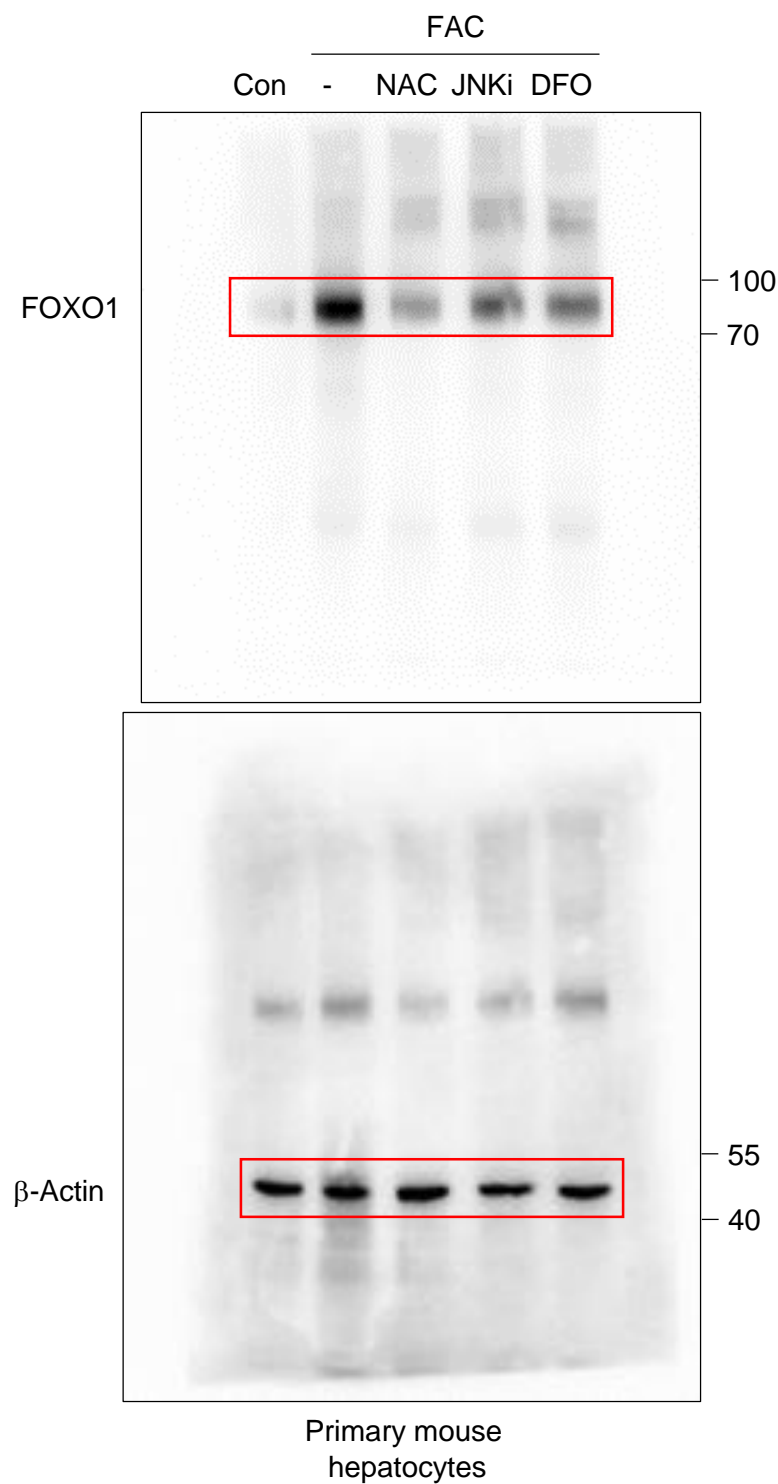

Supplemental Fig. 11F

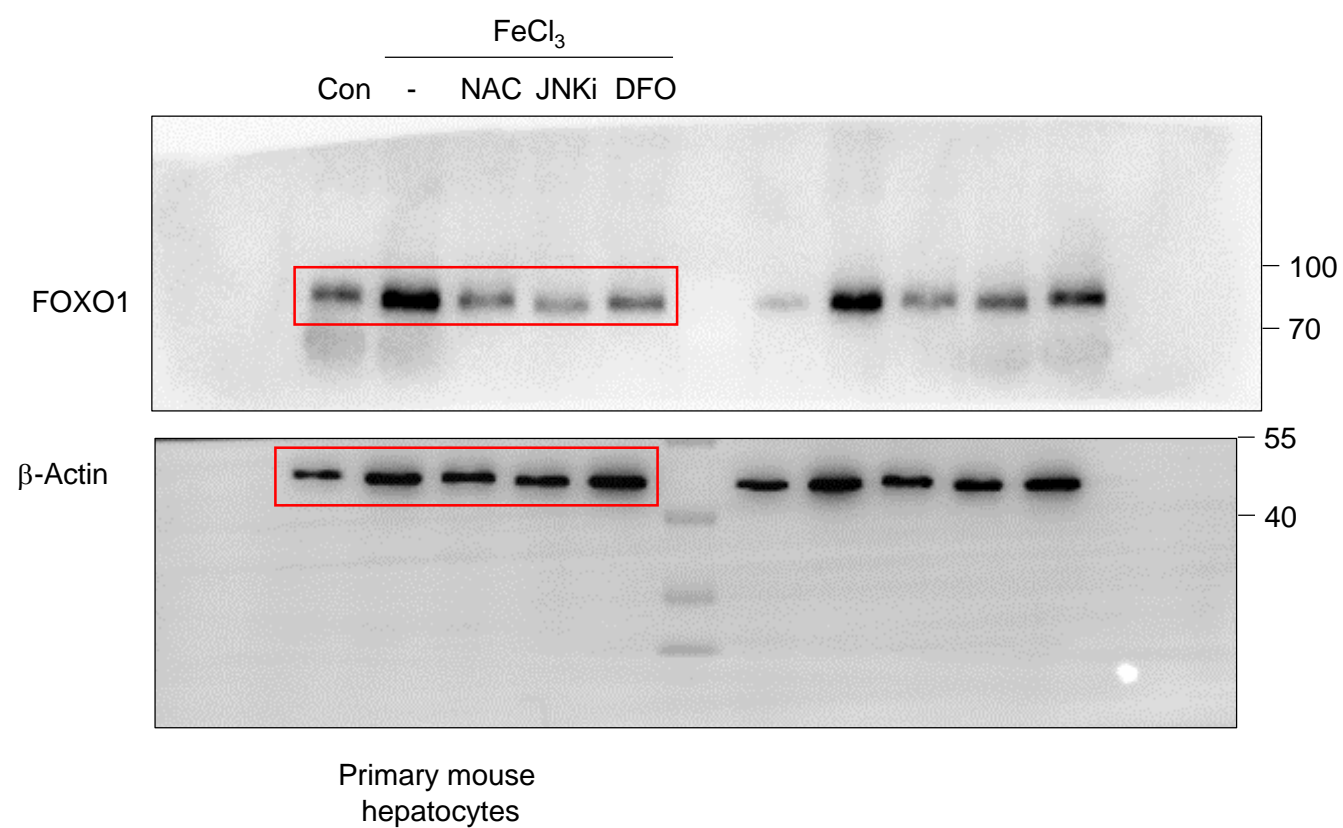

Supplemental Fig. 11 (raw blots)

Supplemental Fig. 12G

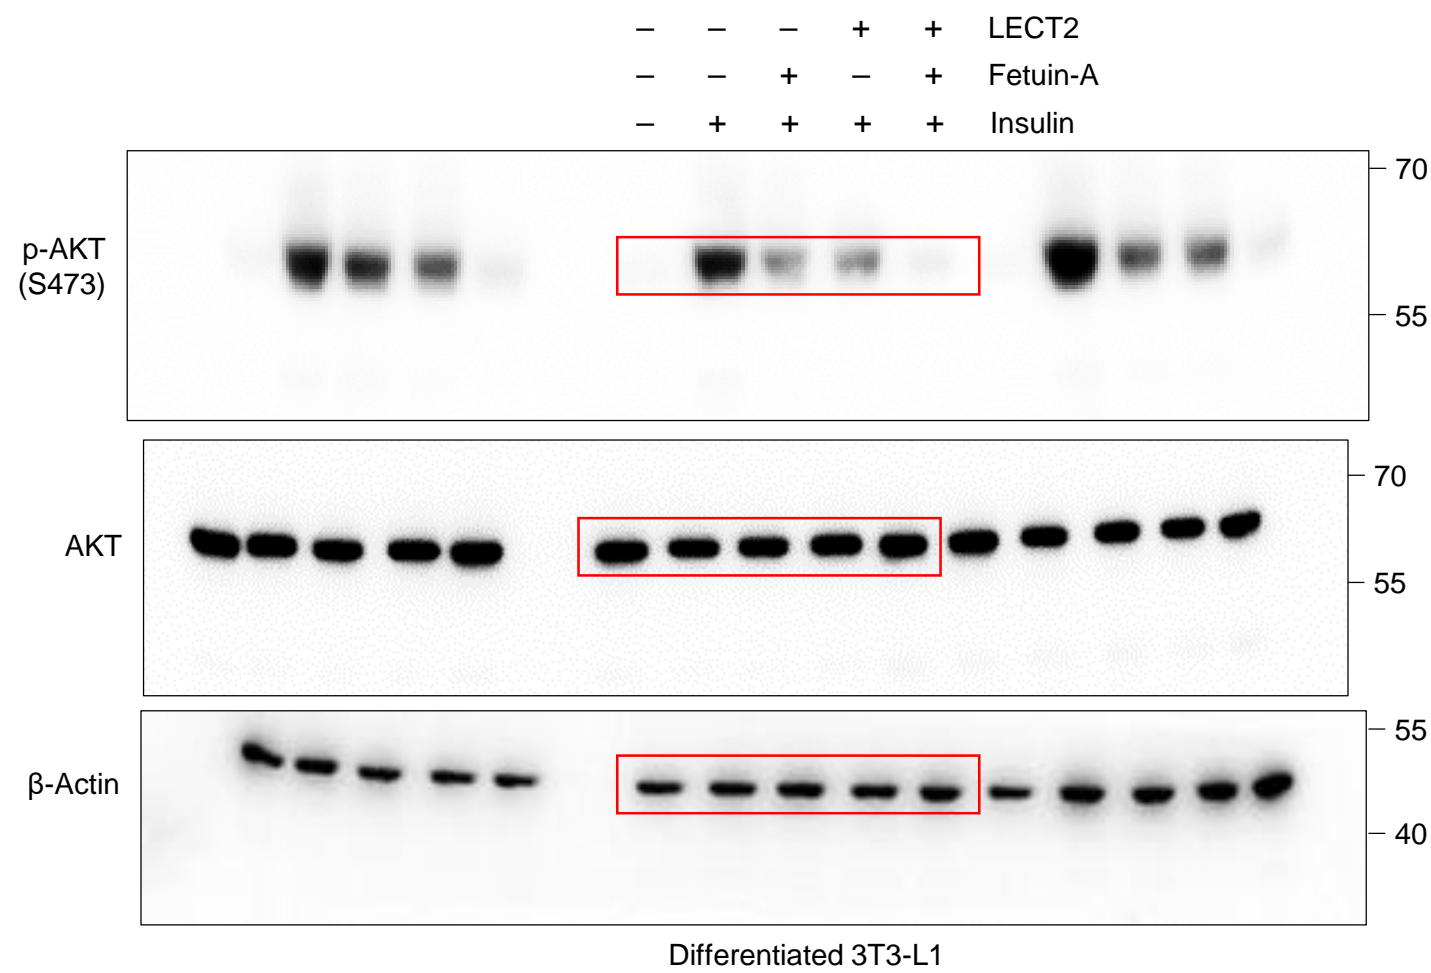

Supplemental Fig. 12I

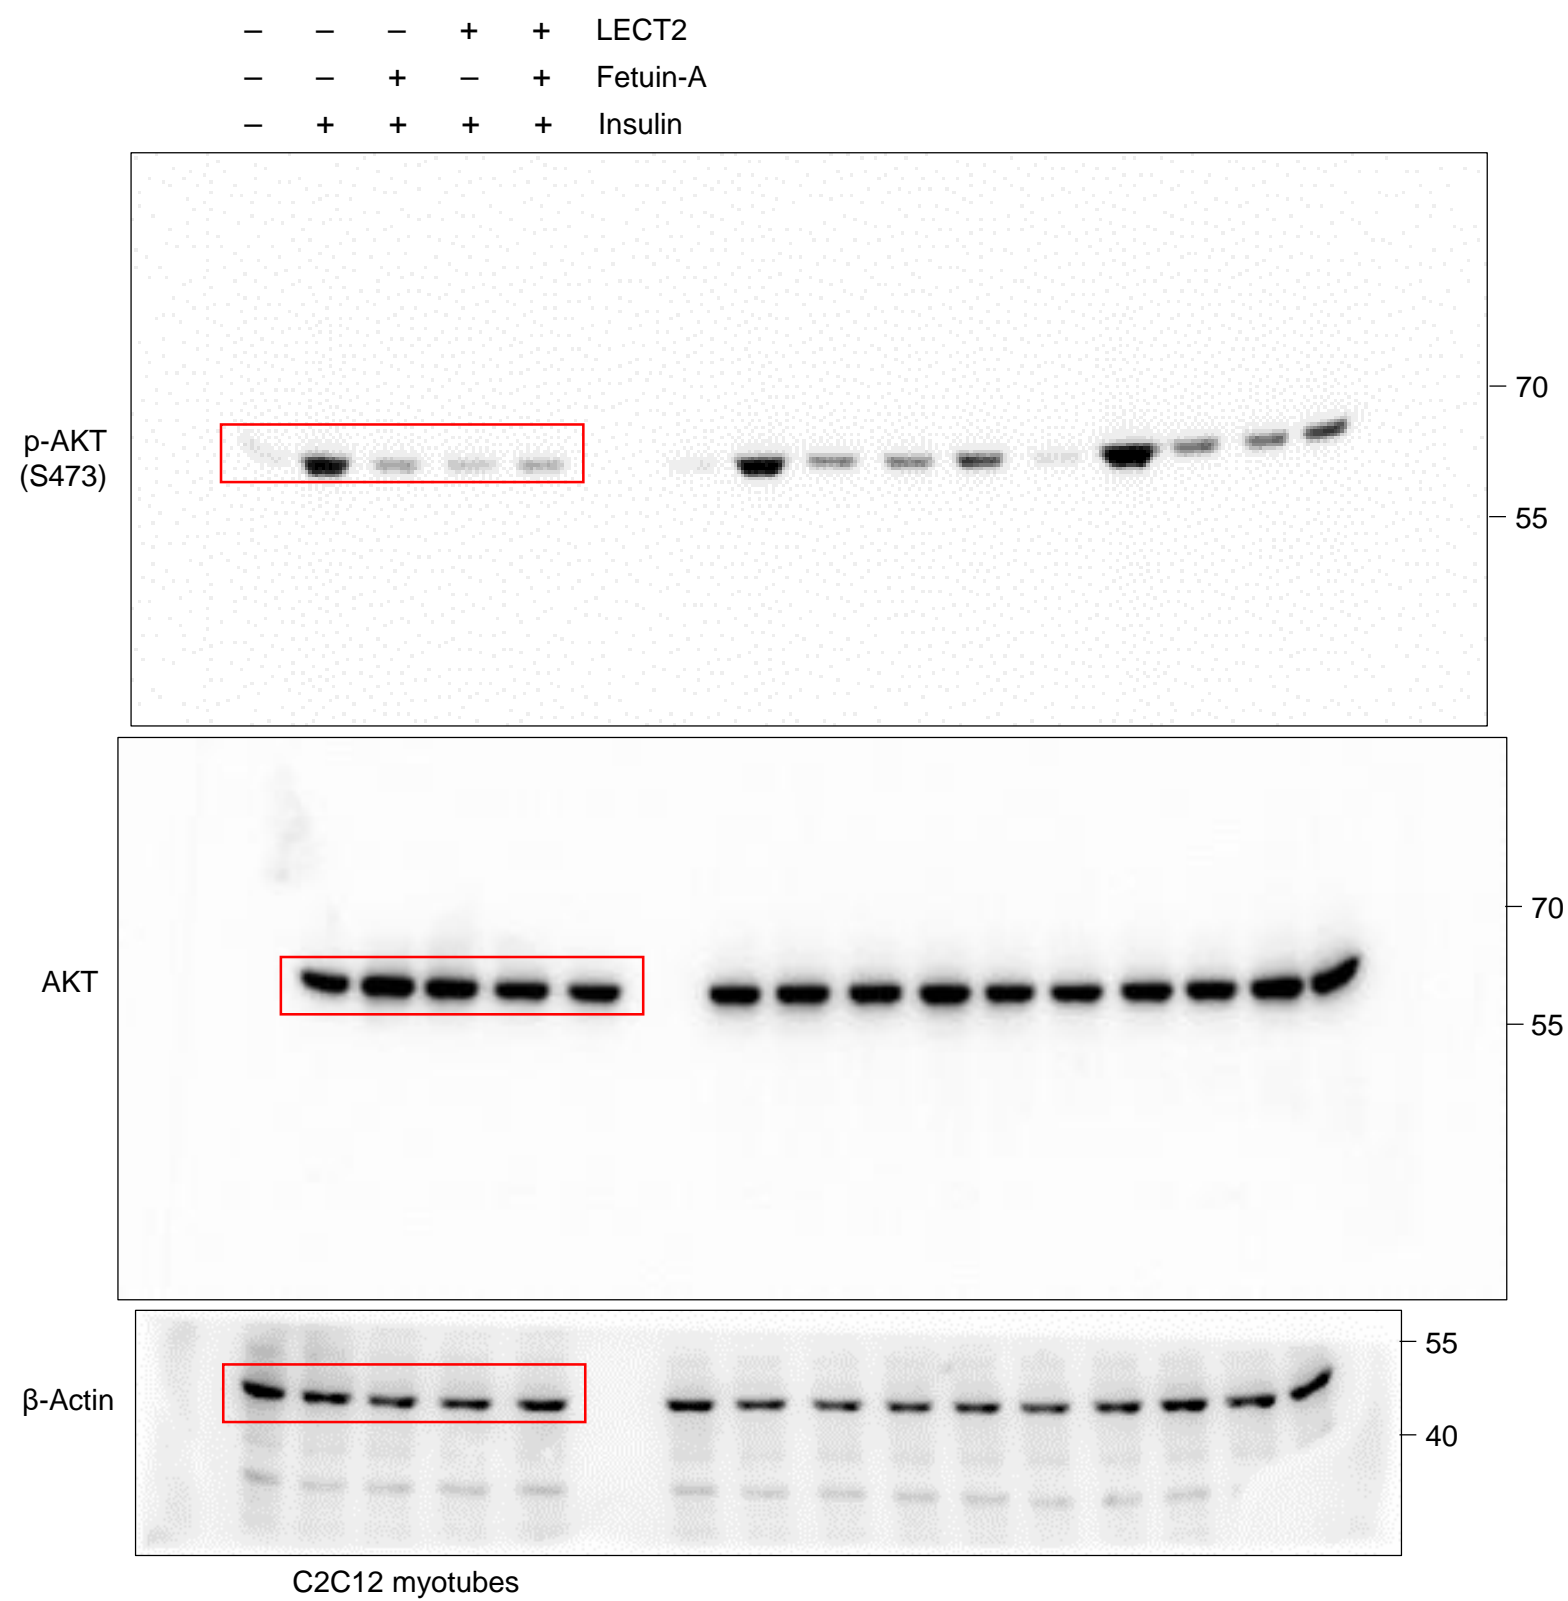

Supplemental Fig. 12 (raw blots)

Supplemental Fig. 13C

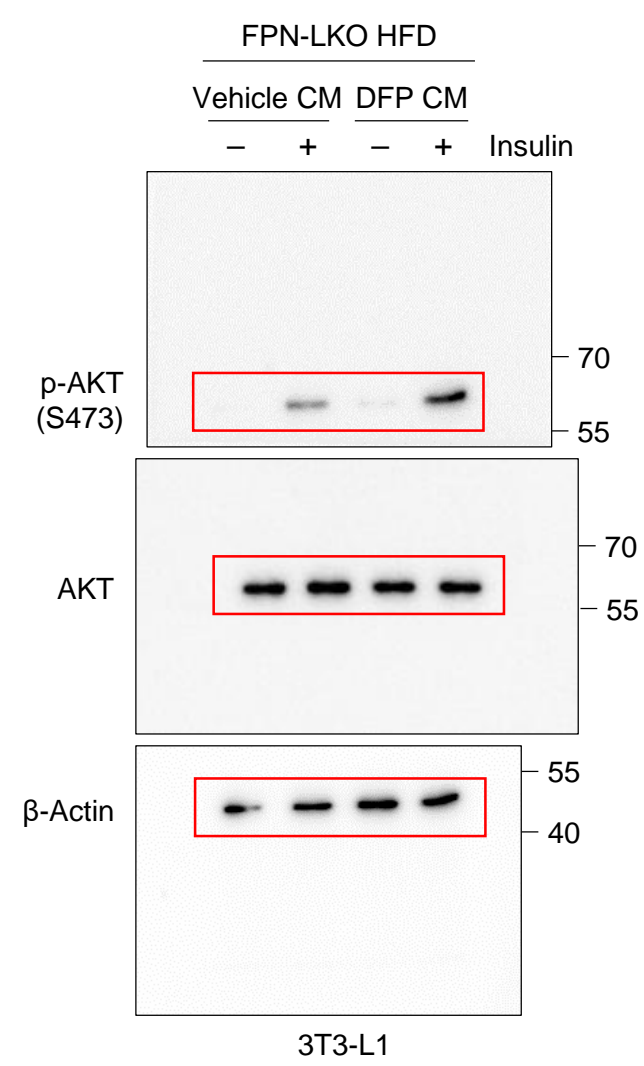

Supplemental Fig. 13D

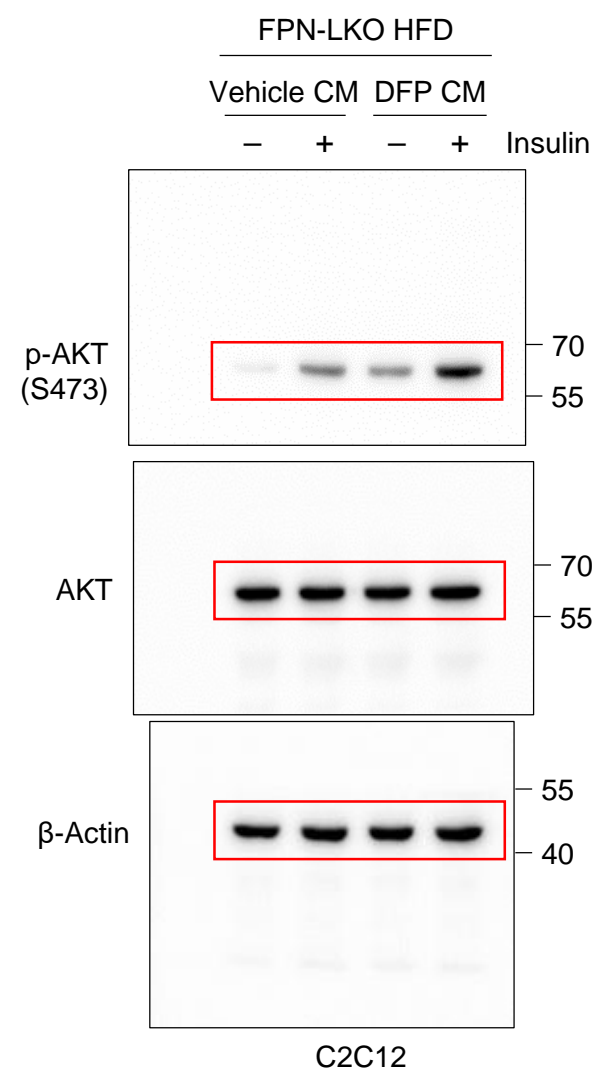

**Supplement:** Unedited blot and gel images

How the deposited data were processed for this re-analysis (not part of the article)

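Liver RNA-seq of 3 LT and 3 Fpn-LKO mice on the HFD was analysed, with genotype and replicate taken from the sample labels and the legend of Supplemental Figure 6. The methods describe libraries from 0.5 µg of total RNA with an RNA integrity number above 7.0, sequenced as paired reads of 100 bp, whereas the labels give 1 µg and an mRNA kit. The authors aligned the reads to mm10 and deposited read counts per gene from StringTie, which derives them from coverage, without normalization. All 6 libraries carry the same batch in the labels. The authors also deposited FPKM, scaled to transcript length and library size, and TPM, which has the same total in every library. The aligner, the annotation release and the version of StringTie are not named in the paper's text. Among the 12836 genes with at least 20 reads in every library, counts and FPKM gave the same ratio between libraries within 0.5 on the log2 scale for 98.0%. Of the 45777 genes listed, 22544 had no read in any library, and 45679 gene identifiers were found in the RefSeq annotation of GRCm38, the build from which coordinates are given. mt-Co1 and mt-Co2 were not found under those names.

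The counts were tested as deposited with edgeR 4.0.16 in R 4.3.3, by the quasi-likelihood test without robust estimation, after TMM scaling and leaving out genes with 0 reads in more than 1 library. This kept 17274 genes. P-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05, and the standard error of a log2 fold change was derived from the test's F statistic. Gene lists written by hand, standing in for ontology terms, were tested with limma 3.58.1 (camera with an inter-gene correlation of 0.01 and a prior count of 2). These lists, the designs of the comparisons between the genotypes, the alternatives and the rule for naming genes were fixed before the data were examined, whereas the tests of strain variants, near-identical copies, sample labels, MLV-related genes and the library kit were chosen after the results were seen. The rule allowed Slc40a1, the genes of the lists, and up to 10 genes past the threshold with a mean of at least 1 CPM and no overlap between the groups, of which 4 qualified. Other genes named were chosen after their values were seen.

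The alternatives were RLE size factors, DESeq2 1.42.0 (Wald test without independent filtering), edgeR's exactTest, all genes with at least 1 read, filterByExpr, the replicate number as a block, limma on log2(TPM + 1) and log2(TPM + 0.1) for genes with a mean TPM of at least 1, fold-change thresholds of 1.5 and 2, and leaving out each of the 6 mice in turn. For gene lists they were limma's fry, a prior count of 0.5 and gseapy 1.3.1 (preranked, 10000 permutations). The pairing of the block comes from the replicate numbers in the labels, and the numbers are carried by different mice. The tests were tried on simulated data, on which the quasi-likelihood test recovered 90% of 200 changed genes among 17012. These genes had an absolute log2 fold change of 2, so the share says nothing about smaller changes. Near-identical copies were searched with BLAST 2.17.0 in the GENCODE transcripts, at 90% identity or more over at least 100 bases.

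Total counts lay between 43086184 and 47778683 per library, so for genes with many reads the counting error was small beside the spread between mice, whose common biological coefficient of variation was 0.275. Data from qPCR, protein and human cohorts were not analysed here, and no gene ontology table was used.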

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

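The tests of linked strain variants and of near-identical copies were chosen only after the results were seen. 4 genes that the paper does not discuss had an adjusted p-value under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, each higher in all 3 libraries labelled Fpn-LKO than in every LT library. The log2 fold changes were 3.53 for Gm10036 (adjusted p = 0.00311 by this edgeR test), 4.56 for Nudc-ps1 (adjusted p = 0.00616), 3.55 for Nnmt (adjusted p = 0.00899) and 3.37 for Rpl29 (adjusted p = 0.0289). Slc40a1 was not lower in these libraries, so the direction rests on the labels. 1 of the 4 splits of the 6 mice that part all 3 same-numbered pairs, the real one, gave as many genes, and so did 1 of all 10 splits, where the other 6 splits part 1 such pair. The other 9 splits gave 0 genes with an adjusted p-value under 0.05, with 476 to 1116 genes at an unadjusted p-value under 0.05 against 830 in the real split. With 10 splits the share cannot fall under 0.1, so this count alone cannot rule out chance, which the adjusted p-values over 17274 genes do address. Over the 17274 genes, 1830 had groups that do not overlap, or 10.6%, where chance gives 10%.

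RLE size factors gave the same 4 genes. The summed CPM of the pancreas genes did not separate the groups (exact two-sided permutation test, p = 0.9), nor did that of the blood genes (p = 0.2, exact test), the Kupffer cell and macrophage genes (p = 0.8, exact test) or the stellate and endothelial genes (p = 0.6, exact test). The total counts (p = 0.3, exact test) and the share of counts in the 10 highest genes (p = 0.4, exact test) overlapped between the groups. No circadian gene was among the 4 genes (one-sided Fisher's exact test, p = 1), but with 4 genes this test could hardly have come out otherwise, and 2 of the 17 circadian genes had an unadjusted p-value under 0.05 (one-sided Fisher's exact test, p = 0.195). Of these, Per3 was lower in all 3 libraries labelled Fpn-LKO than in every LT library, with a log2 fold change of -0.53. The other, Tef, was also lower in all 3, with means of 176 CPM in LT and 140 CPM in the libraries labelled Fpn-LKO. Per3 passed over the circadian list (adjusted p = 0.0219) but not over all genes (adjusted p = 0.570 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), where only DESeq2 among the alternatives called it (adjusted p = 0.0403, with 0.0403 to 1.00 over its alternatives). In the exact permutation tests, complete separation of the groups would give 0.1.

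For reads shared between paralogs or pseudogenes, 3 of the 4 genes have a near-identical copy among the reference transcripts. Gm10036 is 99.3% identical to Rpl11 over its whole length, Nudc-ps1 is 99.1% identical to Nudc, and Rpl29 has matches in 72 other genes, the closest of which align over 422 to 430 of its 845 bases, whereas no match was found for Nnmt. The parent genes, chosen after their values were seen, had log2 fold changes of -0.020 for Nudc (adjusted p = 0.995 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -0.14 for Rpl11 (adjusted p = 0.987). A reassignment of reads could still account for part of the difference in Gm10036 and Nudc-ps1, whose parents have many more reads, and the copies of Rpl29 were not examined one by one.

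A strain variant against the reference was examined too. The methods give a 129S origin for the floxed allele, but both groups carry that allele and the line was backcrossed to C57BL/6J. None of the 4 genes lies on chromosome 1 with Slc40a1, so variants linked to the allele do not by themselves separate the groups. By the labels, only the Fpn-LKO mice carry the Alb-Cre transgene, and no library came from a mouse with the transgene alone. Effects of the transgene, or of variants linked to it, therefore cannot be told apart from the deletion. The 100 genes with the smallest p-values were examined for neighbours within 1000000 bases, and 16 of the 95 that have a position had one, against 12.4 on average in random draws (permutation test over genes with 10000 draws, p = 0.247). The other 9 splits gave 13 to 31 such genes, and 5 of them had a p-value under 0.05. The test left out 5 of the 100 genes that have no position, while at most 1 was left out in any other split, so it cannot settle the matter. Counted by chromosome, 21 of 1115 genes on chromosome 4 had an unadjusted p-value under 0.01, or 1.88%. The share was 1.44% on chromosome 1 and 0.964% over all genes with a position. No chromosome passed 0.05 after adjustment, and none of the 4 genes lies on chromosome 4. Of the 4 genes, Rpl29 has neighbours among the 100, and Gm10036, Nudc-ps1 and Nnmt have none. Glyctk, Rpl29, Abhd14b and Mapkapk3 lie between 106152859 and 107289877 on chromosome 9, all 4 higher without overlap in the libraries labelled Fpn-LKO, with log2 fold changes of 0.98 for Glyctk, 1.12 for Abhd14b and 1.98 for Mapkapk3, which were chosen after their values were seen. These 3 did not pass over all genes (adjusted p = 0.539, 0.401 and 0.411 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), though all 3 did with DESeq2 and with exactTest. A difference brought about by genotype, which joins the deletion and the Alb-Cre transgene, is the biological explanation. It cannot be told apart from shared reads in Gm10036 and Nudc-ps1, nor in the part of Rpl29 that its copies cover, and a strain variant and the time of tissue collection were not excluded for any of the 4 genes.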

How the results depend on the processing

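All alternatives were fixed before the data were examined. The count of genes with an adjusted p-value under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 4, was 4 with RLE size factors and 5 with all genes with at least 1 read or with filterByExpr. It was 72 with DESeq2's Wald test (49 higher and 23 lower), 63 with exactTest (44 higher and 19 lower) and 7 with limma at either TPM pseudocount, where the main result had 4 higher and 0 lower. At an unadjusted p-value under 0.05 there were 452 higher and 378 lower genes in the main result. The numbers were 441 and 131 with limma on log2(TPM + 1) and 438 and 129 on log2(TPM + 0.1). The median log2 fold change of all genes was 0.083 and 0.097 in these fits, against -0.0040 in the main result. Unlike the counts, TPM was not scaled between libraries. Unadjusted p-values with a fold change of at least 1.5 or 2 gave 515 and 312 genes. Across the 6 fits that each left out one replicate, it ranged from 0 to 6, and from 635 to 967 genes at an unadjusted p-value under 0.05. The cause was not tested.

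With the replicate number as a block, 0 genes had an adjusted p-value under 0.05 and 850 an unadjusted one, and 5 of the 12 genes of Supplemental Figure 6H passed over that list. The deviations of same-numbered mice from their group means had a mean correlation of 0.055 over genes, against -0.028 for mice with different numbers. Deviations within a group cancel out, so these values are not independent of each other. With 3 same-numbered pairs, they cannot show whether the numbers pair the mice.

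The log2 fold change of Slc40a1, 0.0073, stayed above 0 under every alternative that kept all mice, and ranged from -0.11 to 0.14 across the 6 fits that each left out one replicate. It passed the threshold in none of the 14 alternatives (adjusted p from 0.972 to 1).

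For the genes of Supplemental Figure 6H, 3 passed over the list in the main result and 5 did with DESeq2, exactTest or all genes with at least 1 read. Leaving out one replicate gave 0 to 2, and 11 or 12 positive log2 fold changes. Ddit3 was lowest at -0.065 and highest at 1.20, and Egr1 lay between -0.14 and 1.89, in those fits. Of the liver qPCR panel, 0 genes passed over the list (3 at an unadjusted p-value under 0.05), against 2 with DESeq2 (Acaca and Fasn) and 1 with exactTest (Acaca).

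The cholesterol biosynthesis list kept its direction and stayed past the threshold under all 11 alternatives with a mean log2 fold change (from -0.51 to -0.42, adjusted p from 2.61e-08 to 0.0102) and in preranked enrichment. With limma's fry, the inflammatory list (0.29, adjusted p = 0.431; 3.89e-07 to 0.431 over its alternatives) and the ER stress list (0.30, adjusted p = 0.340; 1.83e-09 to 0.340) no longer passed. Across the fits that left out one replicate, the mean log2 fold change ranged from 0.098 to 0.60 for the inflammatory list, which no longer passed without Fpn-LKO replicate 3 (adjusted p = 0.267), from 0.17 to 0.59 for the ER stress list, from -0.18 to 0.041 for fatty acid synthesis and from -0.34 to 0.028 for fatty acid oxidation. Without LT replicate 3, both fatty acid lists passed, at -0.15 and -0.34 (adjusted p = 0.00473 and 3.92e-07; over their alternatives 0.00473 to 0.505 and 3.92e-07 to 0.667), and fatty acid synthesis also passed without Fpn-LKO replicate 2. The cause was not tested.

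Of 594 alternative values for 43 genes, which are the genes other than Slc40a1 given a log2 fold change in the text, the rest of the 12 genes of Supplemental Figure 6H, and Hsp90b1, Pdia3 and Pdia4 of the ER stress list, 535 kept direction and side of the threshold, 18 were weaker, 26 stronger and 15 reversed. Gm10036 passed in 12 of 14 alternatives, Nudc-ps1 and Nnmt in 9 and Rpl29 in 8. Hamp reversed with the replicate block (-0.11) and with limma at a TPM pseudocount of 1 (-0.034) or 0.1 (-0.037), and ranged from -0.35 to 0.46 with one replicate left out. Nudc reversed with limma (0.071 and 0.073 at these pseudocounts) and ranged from -0.072 to 0.033 with one replicate left out, Fth1 from -0.013 to 0.22 and Foxo1 from -0.37 to 0.30. Depth limits the fold change of Nudc-ps1, which had 10, 7 and 7 reads in the LT libraries.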

Differences from the paper's values

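The paper states that FPN was deleted in hepatocytes, with evidence from primary hepatocytes and immunostaining. In whole liver, the Slc40a1 log2 fold change was 0.0073 in the libraries labelled Fpn-LKO, and no alternative called it lower. That count pools all liver cell types, and the paper also places FPN in macrophages. It pools all parts of the gene as well, so it cannot settle whether hepatocytes lost FPN. For the ferritins, which the paper reports as higher in protein by Western blot, the transcripts were measured here. Fth1 had a log2 fold change of 0.12 and Ftl1 one of 0.62, and of these only Ftl1 passed in any alternative, with DESeq2's Wald test (adjusted p = 0.00960, with 0.00960 to 1.00 over its alternatives). In qPCR the paper reports lower Hamp1 in HFD-fed Fpn-LKO livers, whereas Hamp had a log2 fold change of 0.048, negative with the replicate block (-0.11) and with limma on TPM (-0.034 and -0.037), and called in none of these. For Fetua and Lect2, which the paper reports as induced further by hepatic FPN deficiency, the log2 fold changes of Ahsg and Lect2 were 0.096 and 0.33, with adjusted p-values of 0.995 and 0.982 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and no alternative called either. Foxo1, which the paper reports as higher with FPN deficiency in hepatocytes, had a log2 fold change of 0.080 (adjusted p = 0.995 by the same edgeR test), though the paper's values for livers are of the protein.

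Among the genes of the qPCR panels that the paper reports as lower, Ppargc1a and Arg1 had log2 fold changes of 0.54 and 0.15 and Nr1h3 one of 0.24. None had an adjusted p-value under 0.05, and the paper's panels used more mice per group than the 3 here. Nr1h3 was higher in all 3 libraries labelled Fpn-LKO than in every LT library (unadjusted p = 0.0390 by edgeR's quasi-likelihood test). The paper also reports lower lipid oxidation genes. Of the 26 genes of the fatty acid oxidation list, 23 were lower and 3 higher, with 0 at an unadjusted p-value under 0.05. This balance depended on single mice and on the scaling. It was 12 lower and 14 higher without LT replicate 1 and also with limma on log2(TPM + 1), whereas all 26 were lower without LT replicate 3. Acaca and Fasn were lower (-0.71 and -0.96), as the paper reports for lipogenic genes, with adjusted p-values of 0.747 and 0.982 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Adjusted over the qPCR panel alone, DESeq2 called both and exactTest called Acaca. The FDR printed in Supplemental Figure 6H lies above the threshold of 0.25 in the methods, and its gene set comes from gene ontology, whereas the methods name hallmark sets.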

Other observations

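The tests of the Slc40a1 labels, of the MLV-related genes and of the library kit were chosen only after the results were seen. The Slc40a1 count was not lower in the libraries labelled Fpn-LKO. For a mislabelled sample, Tfrc was examined, since its transcript falls when iron in the cell rises, and all 3 libraries labelled Fpn-LKO lay below every LT library (exact two-sided permutation test, p = 0.1, the smallest possible). A single swapped library is therefore not apparent from Tfrc, but the test cannot settle it. Whether the counted reads come from transcripts that lack a deleted part of Slc40a1 was not tested, since the table gives 1 count per gene.

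Among other splits of the 6 mice, the cholesterol biosynthesis list had as large an absolute mean log2 fold change in 1 of the 4 splits that part all 3 same-numbered pairs, the real one, and in 1 of all 10, with 0.25 the largest value in the other 9 splits. The ER stress list was as large in 1 of these 4 splits and 3 of all 10, and the inflammatory list in 2 of 4 and 5 of 10. The fatty acid synthesis list was as large in 2 of 4 and 7 of 10, and the fatty acid oxidation list in 3 of 4 and 7 of 10. In 10 splits no share can fall under 0.1, so this count alone cannot rule out chance for any of the 5 lists. For the cholesterol biosynthesis list, limma's rotation test fry also addresses chance. The list's mean of -0.48 passed in fry (adjusted p = 0.0102), lower in all 3 libraries labelled Fpn-LKO. The list also passed in limma's camera (adjusted p = 4.13e-08, with 2.61e-08 to 0.0102 over its alternatives). Since camera compares genes with an inter-gene correlation preset at 0.01, its p-value does not measure the spread between mice. For the inflammatory, ER stress and both fatty acid lists, splits other than the real one reached the same size. Each of those splits still sets part of the mice apart by label.

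Immediate-early genes may contribute to the pattern of Supplemental Figure 6H. The 17 immediate-early genes outside that list had a mean log2 fold change of 0.19 in the libraries labelled Fpn-LKO over LT (11 positive and 6 negative), with a p-value of 0.0197 from limma's camera, but their mean exceeded every LT library in only 2 of the 3 (exact two-sided permutation test, p = 0.2). Over the 6 libraries, their mean log2 CPM and that of the 12 genes had Pearson's r = 0.776 (exact permutation p = 0.0847) and Spearman's rho = 0.714 (exact permutation p = 0.136), and r was 0.645 without the 2 libraries farthest from the median. This relation, the single one computed, did not pass 0.05 by either measure. Both means are higher on average in the libraries labelled Fpn-LKO, which by itself gives a positive r, and 3 libraries per group are too few to test the relation within a group, so it does not show whether immediate-early genes account for the pattern. From the camera result alone, an immediate-early response to tissue collection is a candidate explanation that was not excluded, next to a biological one.

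Of 6 genes that the deposited table describes as MLV-related proviral Env polyprotein-like, 3 were among the 100 genes with the smallest p-values, and their log2 fold changes were 1.91 to 2.24, higher in all 3 libraries labelled Fpn-LKO than in every LT library. These are LOC115488503, LOC105244034 and LOC115490184, chosen after their values were seen. None passed the adjustment over all genes (lowest adjusted p = 0.231 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), though all 3 did with exactTest, LOC115488503 and LOC105244034 with DESeq2, and LOC115488503 with limma on TPM. The other 3 had log2 fold changes from -0.21 to 0.12. Proviral copies that differ between strains might give such a pattern, and the count of 3 of 6 genes was noticed in the same data, so it cannot be told apart from a strain variant against the reference or from chance. Pseudogenes made up 11 of those 100 genes, against 3 to 10 in the other 9 splits and 9.31% of all genes tested. No biological explanation was tested for these genes.

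RNAs without a poly(A) tail took at least 3.29% of the counts in every library. Rn7s1 or Rn7s2 had the highest TPM in all 6 libraries, with 6.68% to 18.6% of the total. A kit that selects poly(A) RNA should leave few of them, so these values argue against the mRNA kit of the labels. They go with libraries made from total RNA, as the methods state. The RNAs were picked after their counts were seen, and no library made with a known kit was compared.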
